# CaMKK2 Regulates Macrophage Polarization Induced by Matrix Stiffness: Implications for Shaping the Immune Response in Stiffened Tissues

**DOI:** 10.1002/advs.202417778

**Published:** 2025-03-04

**Authors:** Ya Guan, Min Zhang, Jiyeon Song, Marcos Negrete, Tyler Adcock, Reeva Kandel, Luigi Racioppi, Sharon Gerecht

**Keywords:** hydrogels, macrophages, mechanics, pro‐regenerative, stiffness

## Abstract

Macrophages are essential for immune responses and maintaining tissue homeostasis, exhibiting a wide range of phenotypes depending on their microenvironment. The extracellular matrix (ECM) is a vital component that provides structural support and organization to tissues, with matrix stiffness acting as a key regulator of macrophage behavior. Using physiologically relevant 3D stiffening hydrogel models, it is found that increased matrix stiffness alone promoted macrophage polarization toward a pro‐regenerative phenotype, mimicking the effect of interleukin‐4(IL‐4) in softer matrices. Blocking Calcium/calmodulin‐dependent kinase kinase 2 (CaMKK2) selectively inhibited stiffness‐induced macrophage polarization without affecting IL‐4‐driven pro‐regenerative pathways. In functional studies, CaMKK2 deletion prevented M2‐like/pro‐tumoral polarization caused by matrix stiffening, which in turn hindered tumor growth. In a murine wound healing model, loss of CaMKK2 impaired matrix stiffness‐mediated macrophage accumulation, ultimately disrupting vascularization. These findings highlight the critical role of CaMKK2 in the macrophage mechanosensitive fate determination and gene expression program, positioning this kinase as a promising therapeutic target to selectively modulate macrophage responses in pathologically stiff tissues.

## 1 Introduction

Macrophages are highly plastic cells that are critical innate and adaptive immunity mediators. In response to a changing environment, macrophages polarize toward a spectrum of phenotypes, enabling a plethora of biological functions in development, disease, and regeneration.^[^ ^1^, ^2^, ^3^, ^4^, ^5^ ^]^ Macrophages have been conventionally classified into M1 and M2 phenotypes.^[^ ^6^, ^7^ ^]^ However, it is now recognized that this strict categorization fails to capture the full complexity of macrophage phenotypes.^[^ ^8^ ^]^ Macrophages in different tissues and microenvironments may express a combination of M1 and M2 markers, suggesting a more nuanced and dynamic activation state.^[^ ^9^, ^10^ ^]^

Macrophage fate is strongly determined by the surrounding extracellular matrix (ECM). ECM biomechanical properties, such as spatial confinement, stiffness, and viscoelasticity, have been shown to play essential roles in modulating macrophage phenotypes.^[^ ^11^, ^12^, ^13^, ^14^ ^]^ Among these ECM cues, matrix stiffening is a significant characteristic in many diseases and has been shown to regulate macrophage fate in various studies.^[^ ^15^, ^16^, ^17^, ^18^, ^19^, ^20^, ^21^, ^22^, ^23^ ^]^ Substrates with varying stiffness, on which cells are cultured, have been used in to investigate how ECM stiffness directs macrophage polarization. Nonetheless, using a 3D matrix is desired to more accurately recapitulate the macrophage niche in the physiological environment. In addition, many studies used neoplastic cell lines such as RAW 264.7,^[^ ^16^, ^18^ ^]^ THP‐1,^[^ ^17^ ^]^ and U937^20^, which exhibit the typical macrophage phenotype but are less ideal for modeling the macrophages derived from bone marrow progenitor cells and blood monocytes. As a result, studies in this field have reported inconsistent or even contradictory outcomes.^[^ ^15^, ^16^, ^17^, ^18^, ^19^, ^20^, ^21^ ^]^

Understanding how ECM stiffness guides and modulates macrophage fate has important physio‐pathological implications, which can lead to the identification of new druggable targets and effective countermeasures. Previous studies have identified various mechanosensors through which macrophages sense the changes in substrate stiffness, and such might be expanded to 3D. For example, changes in ECM stiffness can be captured by integrins and translated into activation of the Hippo pathway by triggering YAP/TAZ activation.^[^ ^24^, ^25^ ^]^ Mechanical forces can alter the tension in the plasma membrane of cells, forcing mechanosensitive ion channels to open. In macrophages, Piezo1 and TRPV4 are two essential ion channels, and the opening of these channels allows the entry of extracellular Ca^2+^ ions.^[^ ^22^, ^26^ ^]^ The influx of Ca^2+^ ions can activate various downstream pathways and has a profound impact on macrophage fate.^[^ ^27^, ^28^ ^]^ Calcium/calmodulin‐dependent kinase kinase 2 (CaMKK2) is a protein kinase, that is activated when the intracellular Ca^2+^ level rises.^[^ ^29^ ^]^ We originally identified CaMKK2 as a key regulator in granulocyte development and macrophage activation programs.^[^ ^30^, ^31^ ^]^ More recently, we demonstrated that deletion of *Camkk2* in myeloid cells stimulates the anti‐tumor immune response, pointing out this protein as a critical druggable target to reshape the immunosuppressive tumor microenvironment (TME).^[^ ^32^, ^33^, ^34^ ^]^ However, the molecular mechanisms linking CaMKK2 to key macrophage functions remain largely undefined. Given the involvement of this kinase in cytoskeletal remodeling, we were prompted to investigate the role of CaMKK2 in the activation of the macrophage mechanosensing program.

We develop a collagen‐based hydrogel to culture primary bone marrow‐derived macrophages (BMDM) in 3D. In this system, we can induce hydrogel crosslinking “on‐demand,” providing a dynamically stiffened environment for the macrophages. We tackle the limitations of existing methods to isolate BMDM, which frequently lead to low cell yields and adversely affect the activation programs and functional responses of the recovered BMDM.^[^ ^35^ ^]^ Integrating advanced culture technique of BMDM and a 3D hydrogel with the capacity to stiffen into our in vitro system and complementary tumor and wound healing mouse models, we test the hypothesis that an increase in matrix stiffness can modulate macrophage fate and that the phenotypic polarization further shapes their cellular responses and orchestrates immune activities.

## 2 Results

### 2.1 “On‐Demand” Stiffening Hydrogels as ECM Mimics for Macrophages

Monocyte‐derived macrophages adapt to specific cues and signals in their microenvironment to effectively carry out their immune functions. To study macrophage fate decisions we used BMDM. Common methods for harvesting macrophages grown on regular tissue culture‐treated polystyrene surfaces include mechanical scraping, treatment with calcium chelators like EDTA, and enzymatic methods such as trypsin. These methods frequently lead to low cell yield because of strong adhesion, notable effects on activation programs, and the functional response of recovered BMDM.^[^ ^35^ ^]^ Further, cell populations showing less ability to adhere and higher resistance to mechanical and chemical stress associated with detachment are probably positively selected using this traditional approach. To minimize these confounding effects, we generated BMDM using ultra low‐attachemnt plastic, as reported previously.^[^ ^30^ ^]^ Cells generated using this strategy maintain a high percentage of viability, preserving their monocyte‐like nature before 3D encapsulation. To study ECM stiffness, one of the essential physical cues in the macrophage niche, we utilized a dynamically stiffened hydrogel system modified from our published model (**Figure** **1**A).^[^ ^36^ ^]^ The hydrogel is based on collagen and hyaluronic acid (HA). Collagen is a major component of the ECM that provides structural support to tissues and maintains tissue integrity.^[^ ^37^ ^]^ HA is another key component of the ECM and provides membrane receptors, such as CD44, to facilitate macrophage adhesion.^[^ ^38^, ^39^ ^]^ Both components were modified with a methacrylate group to induce chemical cross‐linking.

**Figure 1:**
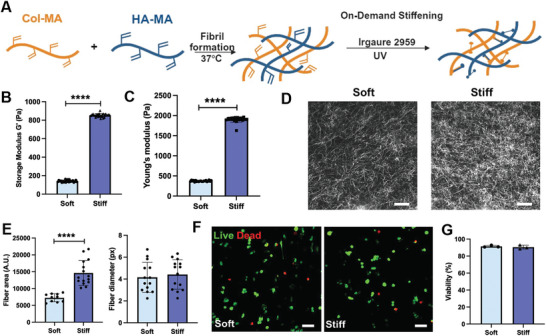
Fabrication and characterizations of the dynamically stiffening hydrogel. A) Schematic of the fabrication of collagen‐hyaluronic acid (Col‐HA) hydrogels to encapsulate BMDMs. B) Rheology measurement of the storage modulus of the hydrogels. N = 3. (*t*‐test, *p*<0.0001) C) AFM measurement of the Young's modulus of Col‐HA hydrogel. N = 3 with at least 20 measurements in each gel; (*t*‐test, *p*<0.0001) D) Representative reflective confocal images of the fiber structure of Col‐HA hydrogel. Scale bar = 20 µm. E) Analysis of fiber area and fiber diameter. N = 3 with at least 10 images in each gel; (*t*‐test, fiber area *p*<0.0001; fiber diameter p = 0.62) F) Representative live/dead staining images of BMDMs encapsulated in the hydrogels for 24 h. Scale bar = 100 µm. G) Quantification of the cell viability (N = 3; *t*‐test p = 0.58).

We optimized the biomaterial platform for matrix concentration and ultraviolet (UV) exposure time (**Table** **1**) to generate hydrogels with different stiffnesses. We used shear rheology and atomic force microscopy (AFM) to measure the storage modulus (G’, Figure 1B) and Young's modulus (E, Figure 1C; Figure S1A, Supporting Information), respectively. The hydrogels were classified as soft or stiff based on their storage and Young's moduli values. The soft hydrogels had storage and Young's moduli values of 100 and 370 Pa, respectively. The stiff hydrogels had storage and Young's moduli values of 840 and 1900 Pa, respectively. We confirmed that such UV exposure time would not affect macrophage viability or phenotype (Figure S1B,C, Supporting Information). We also used higher collagen concentration for stiff gel (6 mg mL^−1^) than soft gel (4 mg mL^−1^). We proved that hydrogel with higher collagen concentration but without chemical crosslinking did not show a significant increase in stiffness (by only 25 Pa, Figure S1D, Supporting Information), indicating that the stiffening from soft to stiff gel is primarily attributed to stronger crosslinking, not matrix protein concentration.

**Table 1:** Chemical constituents and crosslinking conditions of the soft and stiff Col‐HA hydrogels.

	Col‐MA conc.	HA‐MA conc.	Irgacure 2959 conc.	UV light exposure
Soft	4 mg mL^−1^	1 mg mL^−1^	/	/
Stiff	6 mg mL^−1^	1 mg mL^−1^	2.5 mg mL^−1^	300 s

It has been reported that collagen I crosslinking leads to changes in fiber density and structure.^[^ ^40^ ^]^ Here, we used reflective confocal imaging to analyze the fibers. The fiber density was substantially increased in the stiff group, compared with soft gel (Figure 1D), with a significantly increased fiber coverage area (Figure 1E). However, no difference was observed in fiber diameter between different conditions, indicating that matrix stiffening was caused primarily by higher crosslink density, not by changes in the intrinsic collagen/HA fiber structure. Finally, we also evaluated whether matrix stiffening affects cell viability. BMDM were mixed with gel precursors incubated at 37 °C to allow fibril formation. After the cells adhered and interacted with the matrix, we induced UV crosslinking “on demand” to enhance the crosslinking density and dynamically increase the stiffness. The live/dead imaging demonstrates that BMDMs maintain similar viability between both conditions (Figure 1F,G). Around 90% of viability is commonly observed for a 3D cell culture in hydrogels.^[^ ^41^ ^]^ Thus, the dynamically stiffened hydrogel system offers a distinctive opportunity to embed the macrophages in a 3D matrix and then controllably modify stiffness to examine their responses.

### 2.2 Macrophage's Phenotypic Polarization Upon Dynamic Stiffening

We next sought to investigate whether matrix stiffening modulates macrophage fate. Previous studies have shown that substrate stiffness (2D culture) regulates macrophage fate, altering their morphology, phenotypic, and transcriptional changes.^[^ ^15^, ^16^, ^17^, ^18^, ^19^, ^20^, ^21^, ^22^, ^23^ ^]^ Here, we first focus on the impact of matrix stiffness (3D culture) on macrophage fate.

Macrophage morphology is closely related to their phenotype. Unpolarized M0 macrophages appear as round cells; pro‐inflammatory (or conventionally known as M1 macrophages) are larger and flattened with extended pseudopods; pro‐regenerative (also named M2‐like macrophages) are elongated and granular.^[^ ^42^ ^]^ Thus, we first examined the effect of stiffness on the morphology of macrophages. No significant morphological changes could be detected when culturing BMDMs in the soft gel, while matrix stiffening significantly affected their form. We found that when the stiffness increased, BMDMs changed their morphology from a rounded or amoeboid shape to a more elongated or spindle‐like shape (**Figure** **2**A). Quantification further validated that BMDMs had an increased size and elongation, and a decreased circularity and solidity when ECM stiffness rises (Figure 2B). Protrusion formation is also associated with macrophage polarization.^[^ ^43^ ^]^ More protrusions (Figure 2A, arrows) and lower solidity (Figure 2B) in the stiff gel indicate a different phenotype. Though the phenotype changed, there is no observable difference that the stiffened matrix caused cell cycle arrest (Figure S2A, Supporting Information). We also confirmed that matrix stiffening did not affect macrophage survival, apoptosis, or proliferation (Figure S2B,C, Supporting Information).

**Figure 2:**
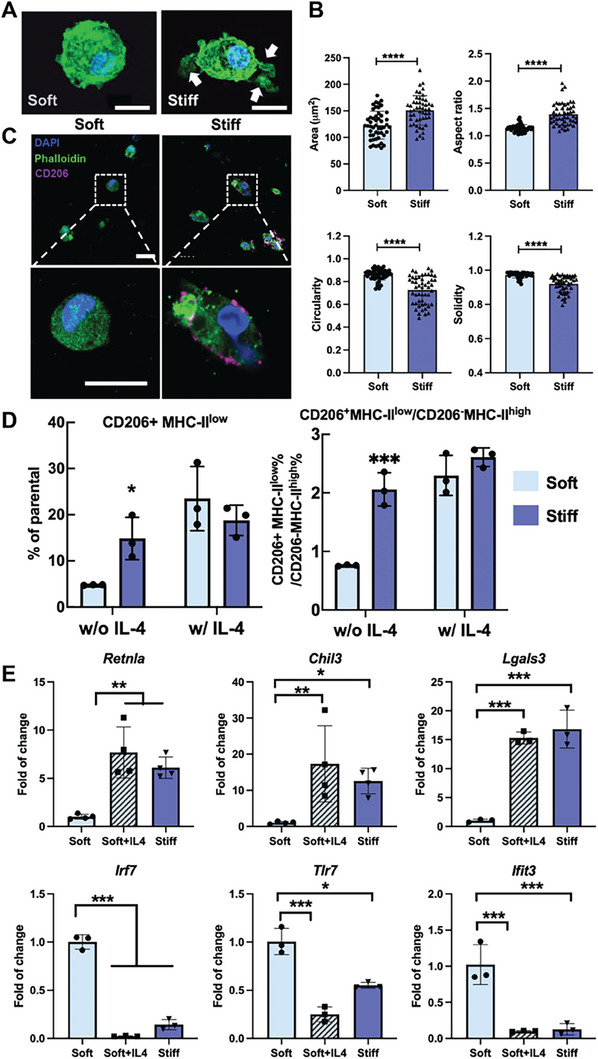
BMDM's phenotypic polarization upon dynamic stiffening. A) Representative confocal images of BMDMs (green: phalloidin; blue: DAPI) encapsulated in the hydrogels for 2 days. Scale bar = 20 µm. Maximum intensity projections of Z‐stack images were used. B) Quantification of the size, elongation, circularity, and solidity of BMDMs. N = 3 with 50 measurements in each group; (*t*‐test, *p*<0.0001 for size, elongation, circularity, and solidity) C) Representative confocal images of BMDMs stained with CD206 (magenta), DAPI (blue), and phalloidin (green). Scale bar = 20 µm. Maximum intensity projections of Z‐stack images were used. D) Flow cytometry analysis of CD206 and MHC‐II expression on CD11b^+^F4/80^+^ gated BMDMs encapsulated in the hydrogels after 2 days. The percentage of two subpopulations (CD206^+^MHC‐II^low^ and CD206^−^MHC‐II^high^) and their ratio was calculated (t‐test, *p<0.05, ***p<0.001). E) RT‐qPCR analysis of expression of pro‐regenerative genes (*Retnla*, *Chil3*, and *Lgals3*) and pro‐inflammatory genes (*Irf7*, *Tlr7*, and *Ifit3*) in BMDMs in soft, stiff, and soft+IL‐4 hydrogels (One‐way ANOVA, *p<0.05, **p<0.01, ***p<0.001).

To further determine the phenotypic change of BMDMs in a stiffening environment, we characterized the expression of CD206, a marker associated with the pro‐regenerative phenotype, and pro‐tumoral immunosuppressive tumor‐associated macrophages (TAM).^[^ ^44^ ^]^ Further, we also evaluated the expression of major histocompatibility class II molecules (MHC‐II), which are expressed at higher levels in macrophages exposed to inflammatory stimuli compared to non‐activated cells,^[^ ^45^, ^46^ ^]^ and in immunostimulatory TAM.^[^ ^47^ ^]^ Immunofluorescent staining found more CD206^+^ BMDMs in the stiff gel compared to the soft matrix (Figure 2C). Flow cytometry analysis confirmed this finding, showing that BMDM with a pro‐regenerative phenotype (CD206^+^MHC‐II^low^), and the ratio of pro‐regenerative over pro‐inflammatory BMDMs (CD206^+^MHC‐II^low^/CD206^−^MHC‐II^high^) were significantly increased upon matrix stiffening (Figure 2D; S2D, Supporting Information). We also quantified the absolute cell number in each group by flow cytometry showing that the stiffer matrix had a significantly higher CD206^+^MHC‐II^low^ cell number than the soft matrix (Figure S2E, Supporting Information). Further, we confirmed that the higher collagen concentration in the stiff hydrogels did not affect macrophage phenotype (Figure S1E, Supporting Information), suggesting that BMDM polarization was caused predominantly by matrix stiffening rather than changes in matrix composition.

Next, we treated BMDMs with interleukin 4 (IL‐4, 20 ng mL^−1^), a cytokine that stimulates pro‐regenerative M2‐like polarization.^[^ ^48^ ^]^ We observed that starting from soft gel, stiffening (stiff w/o IL‐4 group) or adding IL‐4 (soft w/ IL‐4 group) yielded similar CD206^+^MHC‐II^low^ population and CD206^+^MHC‐II^low^/CD206^−^MHC‐II^high^ ratio (Figure 2D; Figure S2D, Supporting Information), indicating a similarity between cytokine and mechanically induced polarization. IL‐4 did not cause cell cycle arrest while inducing polarization (Figure S2F, Supporting Information). Further, in the presence of optimal IL‐4 concentration (>2 ng ml^−1^), the change in matrix stiffness did not have an additional effect on BMDM's phenotype, suggesting that in our experimental conditions, tissue stiffness phenocopy the effects of optimal IL‐4 concentrations on the macrophage popularization program (Figure S2G, Supporting Information).

Finally, we performed a real‐time RT‐qPCR analysis to characterize the gene expression related to different macrophage phenotypes (Figure 2E). We observed that the expression of genes typically associated with pro‐regenerative macrophages,^[^ ^44^ ^]^ including *Retnla*, *Chil3*, and *Lgals3*, were stimulated when stiffening was induced. On the contrary, pro‐inflammatory genes such as *Irf7*, *Tlr7*, and *Ifit3* were downregulated in the stiff group compared to the soft group. A comparison between the soft+IL‐4 and stiff groups showed that IL‐4‐induced and stiffening‐induced polarization resulted in similar effects regarding the expression of phenotype‐related genes. These results support our conclusion that matrix stiffening phenocopies the effects of IL‐4 stimulation, polarizing BMDMs toward a pro‐regenerative phenotype.

### 2.3 Transcriptomics Analysis Reveals Programming of the BMDMs in Dynamically Stiffened Hydrogel

Next, we sought to characterize the effects of IL‐4 and matrix stiffness on the BMDM global transcriptomics program. For this purpose, RNA sequencing was performed on BMDM cultured for 48 h in soft matrix with or without an optimal concentration of IL‐4, or cultured in stiff matrix alone. 

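RNA was sequenced from BMDM (macrophages differentiated in culture from mouse bone marrow) of WT mice and of Camkk2−/− mice, the latter labelled KO. BMDM of each genotype were cultured in the soft matrix, in the soft matrix with IL-4 (the soft+IL-4 group) and in the stiff matrix, for 48 h, which makes 6 groups of 2 libraries each. The soft hydrogel held 4 mg/mL of collagen and had a Young's modulus of 370 Pa and a storage modulus of 100 Pa. The stiff hydrogel held 6 mg/mL of collagen with 2.5 mg/mL of the photoinitiator Irgacure, was exposed to UV light for 300 s and had a Young's modulus of 1900 Pa and a storage modulus of 840 Pa. The IL-4 dose is taken to be the 20 ng/mL of the flow cytometry experiments, since the RNA-seq text names only an optimal concentration. Libraries were poly-A selected, strand-specific and sequenced as read pairs. The authors deposited TPM values, in which the reads of a gene are divided by its length and each library is scaled to the same total of 1000000. The table lists 14098 genes, and each of the 12 libraries sums to that total over them. TPM keeps no read totals, so the depth of each library is unknown, and so is the counting error of each value. The table is named after Salmon, which assigns reads to transcripts, whereas the methods describe alignment to mm10 with STAR and gene counts from featureCounts. The way in which reads shared by near-identical genes were assigned is therefore not settled, and genes with close copies are reported as uncertain. Between 10.7% and 13.4% of the genes were listed at 0 in the libraries numbered 1, and between 5.90% and 7.54% in the libraries numbered 2. The 10 genes with the highest TPM took between 13.5% and 18.7% of the total of a library.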

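Camkk2, the gene deleted in the KO mice, lies on chromosome 5 of GRCm38 (mm10) from 122731170 to 122779409 on the minus strand. It was listed at 44.2 TPM in the library labelled WT soft 1 and at 11.7 TPM in WT soft 2. The values were 30.5 and 29.8 TPM in the libraries labelled WT soft+IL-4 1 and 2, and 23.3 and 23.7 TPM in those labelled WT stiff 1 and 2. Among the libraries labelled KO, Camkk2 was listed at 46.6 TPM in KO soft 1 and 11.5 TPM in KO soft 2, at 37.7 TPM in KO stiff 1 and 10.0 TPM in KO stiff 2, and at 11.5 and 8.54 TPM in KO soft+IL-4 1 and 2. Camkk2 thus goes against the genotype label of 3 libraries. KO soft 1 and KO stiff 1 held more Camkk2 than the libraries labelled WT soft+IL-4 and WT stiff, and WT soft 2 held about as little as KO soft 2. Libraries are therefore named by their labels, and none was moved to another group. Every comparison with the groups labelled WT soft, KO soft or KO stiff contains 1 library at each Camkk2 level, so a direction drawn from them rests on the labels.

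**Figure D1:**
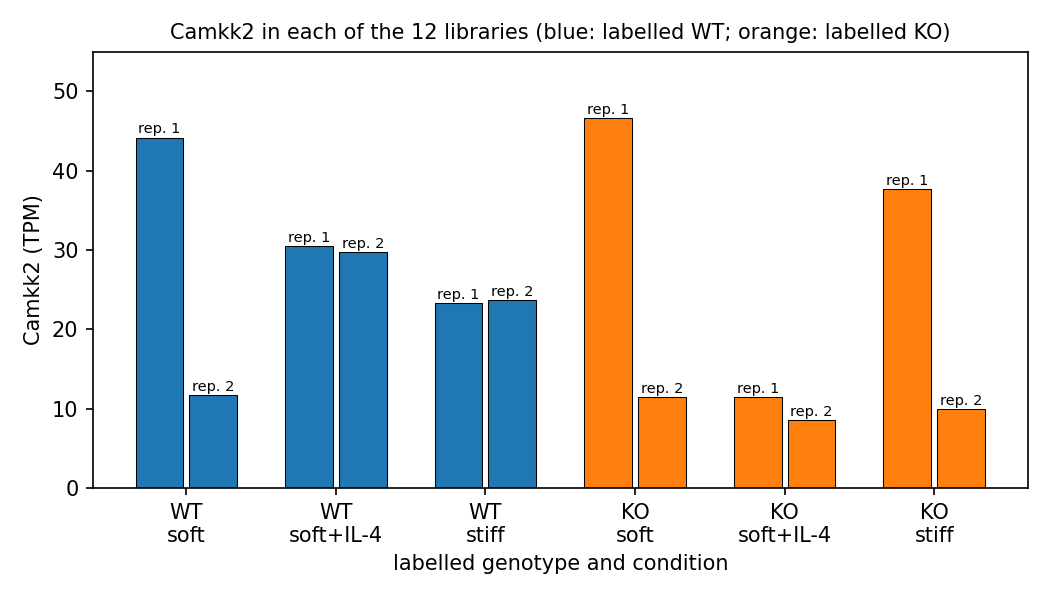
TPM of Camkk2 in each of the 12 libraries, with blue bars for libraries labelled WT and orange bars for libraries labelled KO. The bars of KO soft 1 (46.6 TPM) and KO stiff 1 (37.7 TPM) stand above the WT soft+IL-4 and WT stiff bars, and the bar of WT soft 2 (11.7 TPM) stands among the low KO bars.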

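Genes with at least 1 TPM in at least 2 of the 12 libraries were tested, which left 11194 genes. The test was limma on log2(TPM + 1), and a log2 fold change on this scale understates the change of genes with low TPM. All 12 libraries entered a single model with 1 mean per group, so that the 6 groups shared the estimate of the spread between replicates. A gene is called a DE gene where its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change at least 1. With 2 libraries in each group, an exact permutation test of a single gene cannot reach significance, since even a complete separation of the groups arises in 33.3% of the splits. The share of genes whose groups did not overlap is therefore given beside the counts. Ranges of an adjusted p over the alternatives leave out the fit with the replicate number as a block. Coordinates are those of GENCODE vM21 on GRCm38, in which 13544 of the 14098 gene symbols, and 10766 of the 11194 tested, were found.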

Gene expression analysis indicated that 142 differentially expressed (DE) genes were significantly downregulated and 149 upregulated in BMDM cultured in the presence of IL‐4 response (p‐adjusted value = 0.05; Log_2_[fold change] = 2; Figure S3A, Supporting Information). Similarly, in response to the stiff matrix, 142 and 149 DE genes were found downregulated or upregulated, respectively (Figure S3A, Supporting Information). 

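With IL-4 in the soft matrix, 421 of the genes tested were DE genes between the libraries labelled WT soft+IL-4 and WT soft, of which 178 were higher and 243 lower. The library labelled WT soft 2 is among those compared, and its Camkk2 level goes against its label. In all 421 genes both libraries of one group lay above both of the other, as they did in 61.3% of all genes tested, where chance gives 33.3%. The choice that moved the count most was the fold-change threshold, since an absolute log2 fold change of at least 2 left 84 genes, 48 higher and 36 lower. With each of the 4 libraries left out in turn, between 377 and 398 of the 421 genes kept a change of at least 2-fold in the same direction. Chil3 and Ear2 had the largest rises among the separated DE genes. Ear2, a ribonuclease gene on chromosome 14 (44102654 to 44103534) with near-identical copies between which reads could have been split, rose from 9.77 ± 7.01 TPM (SD, n = 2) to 226 ± 7.12 TPM (SD, n = 2), a log2 fold change of 4.57 (SE 0.749, adjusted p = 0.0051 from limma with Benjamini-Hochberg adjustment). The largest falls were those of Pilrb1 and Cx3cr1. Pilrb1 (chromosome 5, 137852147 to 137858106), also a member of a gene family, was at 21.7 and 13.7 TPM in the libraries labelled WT soft and was listed at 0 and at 1.77 TPM in those labelled WT soft+IL-4, a log2 fold change of −3.45 (SE 0.448, adjusted p = 0.00157 from the same limma test with Benjamini-Hochberg adjustment). The chemokine receptor gene Cx3cr1 (chromosome 9, 119901616 to 120069879) went from 26.6 ± 4.02 to 1.56 ± 0.0566 TPM (SD, n = 2 each), a log2 fold change of −3.42 (SE 0.408, limma and Benjamini-Hochberg adjusted p = 0.00102).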

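Between the libraries labelled WT stiff and WT soft, 444 genes were DE genes, 194 higher and 250 lower in the stiff matrix, again with a WT soft 2 library whose Camkk2 level goes against its label. All 444 genes separated the 2 stiff from the 2 soft libraries, as did 42.8% of all genes tested (33.3% by chance). The choice of libraries in the model moved this count most. Fitted on the 4 libraries compared alone, the model called 0 DE genes, although 1374 genes had an unadjusted p under 0.05. The 2 stiff libraries differed more from each other than those of any other group. Leaving out WT stiff 1, 334 of the 444 genes kept a change of at least 2-fold in the same direction, and without WT stiff 2, WT soft 1 or WT soft 2 between 406 and 421 did. Arg1, which encodes arginase (chromosome 10, 24915221 to 24927484), had the largest rise. It was at 2.43 and 1.11 TPM in the libraries labelled WT soft 1 and 2 and at 8850 and 42.6 TPM in WT stiff 1 and 2, a log2 fold change of 7.85 (SE 1.93, adjusted p = 0.0322 from limma with Benjamini-Hochberg adjustment). Arg1 had a log2 fold change of 4.02 without WT stiff 1, and over the alternatives its adjusted p from limma with Benjamini-Hochberg adjustment ran from 0.0252 to 0.325, losing significance without the filter on low values and in the model of the 4 libraries alone. After Ifit3, the largest fall among the DE genes was that of Pcp4l1 (chromosome 1, 171173262 to 171196268), from 63.2 ± 2.49 TPM (SD, n = 2) to 1.44 and 11.1 TPM in WT stiff 1 and 2, with a log2 fold change of −3.56 (SE 0.548, limma and Benjamini-Hochberg adjusted p = 0.00348).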

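The amino acid oxidase gene Il4i1 lies on chromosome 7 (44816387 to 44840809), the cytokine signaling suppressor gene Socs1 on chromosome 16 (10782240 to 10785536) and the lectin gene Mgl2 on chromosome 11 (70130329 to 70137550). Il4i1 was at 18.1 ± 0.0295 TPM (SD, n = 2) in the libraries labelled WT soft, 1 of which (WT soft 2) goes against its label in Camkk2, and at 289 ± 12.9 TPM (SD, n = 2) in those labelled WT soft+IL-4. Its log2 fold change was 3.92 (SE 0.134, adjusted p = 1.86e-06 from limma with Benjamini-Hochberg adjustment). Socs1 rose from 8.37 ± 4.66 to 141 ± 25.0 TPM (SD, n = 2 each), a log2 fold change of 4.00 (SE 0.316, limma and Benjamini-Hochberg adjusted p = 0.000103). Mgl2 went from 14.0 ± 1.13 to 288 ± 9.59 TPM (SD, n = 2 each), or by 4.27 on the log2 scale (SE 0.352, adjusted p = 0.00012, limma with Benjamini-Hochberg adjustment). Ifit3 and Irf7, which are induced by interferons, fell. Ifit3 (chromosome 19, 34583531 to 34588731), whose reads could have been split with its copy Ifit3b, went from 85.3 ± 25.7 to 12.2 ± 0.489 TPM (SD, n = 2 each), a log2 fold change of −2.68 (SE 0.641, limma and Benjamini-Hochberg adjusted p = 0.0278). Irf7 (chromosome 7, 141262706 to 141266481) went from 186 ± 21.8 to 43.2 ± 0.594 TPM (SD, n = 2 each), a log2 fold change of −2.08 (SE 0.508, adjusted p = 0.0302, from limma with Benjamini-Hochberg adjustment). The falls of Ifit3 and Irf7 lie near the threshold, with a limma and Benjamini-Hochberg adjusted p of 0.00113 to 0.0549 over the alternatives for Ifit3, above 0.05 with a pseudocount of 0.1, and of 0.000452 to 0.0518 for Irf7, above 0.05 without the filter on low values. A set of interferon-stimulated genes, written by hand since no pathway database was used here, had 60 tested members. Their mean log2 fold change was −0.91, 5 of the 60 were higher and 12 were DE genes, each of these lower. The set was shifted downward in the camera test of limma with an inter-gene correlation of 0.01 (Benjamini-Hochberg adjusted p = 1.72e-10), and not past 0.05 in fry, the rotation test of limma, which needs no preset correlation (Benjamini-Hochberg adjusted p = 0.0639). Over 10 sets in 5 comparisons, camera called 31 of the 50 tests, fry 15 and camera with a correlation estimated from the data 0, the last with 11 at an unadjusted p under 0.05.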

In the soft matrix, exposure to IL‐4 stimulates the expression of genes typically associated with the M2‐like/pro‐regenerative phenotype, while inducing a parallel downregulation of interferon‐stimulated genes (**Figure** **3**A, left). 

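Il4i1, Socs1 and Mgl2 were also higher in the libraries labelled WT stiff than in those labelled WT soft, of which WT soft 2 goes against its label in Camkk2. Il4i1 was at 268 ± 50.4 TPM (SD, n = 2) in the stiff matrix, a log2 fold change of 3.80 (adjusted p = 2.47e-06 from limma with Benjamini-Hochberg adjustment). Socs1 reached 137.0 ± 19.3 TPM (SD, n = 2), a log2 fold change of 3.97 (limma and Benjamini-Hochberg adjusted p = 9.88e-05). Mgl2 was at 758 and 287 TPM in WT stiff 1 and 2, with a log2 fold change of 4.97 (adjusted p = 6.42e-05, limma with Benjamini-Hochberg adjustment). Ifit3 and Irf7 fell further in WT stiff 1 than in WT stiff 2. Ifit3 was at 1.21 and 11.9 TPM in these libraries and Irf7 at 10.9 and 51.6 TPM, with log2 fold changes of −3.98 (adjusted p = 0.00446) and −2.90 (adjusted p = 0.00707), both from limma with Benjamini-Hochberg adjustment. Irf7 had a log2 fold change of −1.83 without WT stiff 1. In the model of the 4 libraries compared alone, none of the 5 genes was past the threshold. Over the alternatives, the adjusted p from limma with Benjamini-Hochberg adjustment ran from 2.5e-06 to 0.0525 for Il4i1, from 0.000142 to 0.0604 for Socs1, from 5.72e-05 to 0.0604 for Mgl2, from 0.0072 to 0.192 for Ifit3 and from 0.00819 to 0.232 for Irf7, and each upper end came from that model. The interferon-stimulated set had a mean log2 fold change of −1.46 in the stiff matrix, with 2 of its members higher and 28 DE genes, all lower (camera of limma, Benjamini-Hochberg adjusted p = 8.66e-24, and fry, adjusted p = 0.0158). The mean was −0.87 without WT stiff 1.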

Interestingly, culturing BMDM in stiff matrix alone induces similar changes, overlapping the effects of IL‐4 on BMDM cultured in soft hydrogel (Figure 3A, right). Specifically, genes associated with M2‐macrophage polarization (e.g., *Retnla*, *Chil3*, and *Mrc1*), monocyte chemotaxis (e.g., *Ccl17* and *Ccl22*), and integrin binding (e.g., *Itgb3* and *Fn1*) were upregulated by culturing BMDM in soft matrix with IL‐4 or stiff matrix (Figure 3B,C, left). 

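Retnla (chromosome 16, 48842551 to 48844461) encodes a secreted resistin-like protein, Chil3 (chromosome 3, 106147554 to 106167564) a chitinase-like lectin and Mrc1 (chromosome 2, 14229392 to 14332057) the mannose receptor CD206. Retnla was at 324 ± 143 TPM (SD, n = 2) in the libraries labelled WT soft, at 7117 ± 30.0 TPM (SD, n = 2) in WT soft+IL-4 and at 21525 and 7919 TPM in WT stiff 1 and 2. Its log2 fold change was 4.53 with IL-4 (SE 0.450, adjusted p = 0.000347) and 5.40 in the stiff matrix (adjusted p = 0.000122), both from limma with Benjamini-Hochberg adjustment. Chil3, which has the close copy Chil4, was at 72.9 ± 53.1 TPM (SD, n = 2) in WT soft, 1918 ± 10.2 TPM (SD, n = 2) in WT soft+IL-4 and 7681 and 1669 TPM in WT stiff 1 and 2. The log2 fold changes of Chil3 were 4.91 (SE 0.746, adjusted p = 0.00356) and 5.81 (adjusted p = 0.00137) in limma with Benjamini-Hochberg adjustment. Mrc1 rose less, from 69.5 ± 23.7 TPM (SD, n = 2) in WT soft to 187 ± 10.9 TPM (SD, n = 2) with IL-4 and to 436 and 198 TPM in WT stiff 1 and 2. Its log2 fold changes were 1.46 (SE 0.362, adjusted p = 0.0325) and 2.11 (adjusted p = 0.00639) in limma with Benjamini-Hochberg adjustment. Without the filter on low values Mrc1 was not past the threshold with IL-4, and its limma and Benjamini-Hochberg adjusted p there ran from 0.00931 to 0.0538 over the alternatives. As the soft control includes WT soft 2, whose Camkk2 level goes against its label, these comparisons rest on the labels. The rises with IL-4 kept their direction without that library, at 4.06 for Retnla, 4.11 for Chil3 and 1.81 for Mrc1.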

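The chemokine genes Ccl17 (94810453 to 94812036) and Ccl22 (94745590 to 94751699) are neighbours on chromosome 8, the integrin gene Itgb3 lies on chromosome 11 (104608000 to 104670476) and the fibronectin gene Fn1 on chromosome 1 (71585520 to 71653200). Ccl17 was at 1.40 TPM in WT soft 1 and listed at 0 in WT soft 2, at 33.1 ± 0.262 TPM (SD, n = 2) in WT soft+IL-4 and at 37.0 ± 0.948 TPM (SD, n = 2) in WT stiff. Its log2 fold changes were 4.46 with IL-4 (SE 0.492, adjusted p = 0.000662) and 4.61 in the stiff matrix (adjusted p = 0.000469) from limma with Benjamini-Hochberg adjustment. Ccl22 was at 8.03 ± 1.05 and 121 ± 1.51 TPM (SD, n = 2 each) in WT soft and WT soft+IL-4 and at 55.7 and 116 TPM in WT stiff 1 and 2, with log2 fold changes of 3.77 (SE 0.282, adjusted p = 8.42e-05) and 3.18 (adjusted p = 0.000176) in limma with Benjamini-Hochberg adjustment. Itgb3 rose from 1.69 ± 0.379 TPM to 8.95 ± 0.749 TPM with IL-4 and 10.05 ± 0.182 TPM in the stiff matrix (SD, n = 2 each). The log2 fold changes of Itgb3 were 1.89 (SE 0.164, adjusted p = 0.000159) and 2.05 (adjusted p = 9.94e-05) in limma with Benjamini-Hochberg adjustment. Fn1 went from 11.1 ± 0.135 TPM to 79.3 ± 5.11 TPM with IL-4 (SD, n = 2 each) and to 349 and 73.3 TPM in WT stiff 1 and 2, with log2 fold changes of 2.73 (SE 0.536, adjusted p = 0.0117) and 3.73 (adjusted p = 0.00249) in limma with Benjamini-Hochberg adjustment. In the model of the 4 libraries compared alone, none of Retnla, Chil3, Mrc1, Ccl17, Ccl22, Itgb3 and Fn1 was past the threshold in the stiff matrix. Over the alternatives, the limma and Benjamini-Hochberg adjusted p in the stiff matrix ran from 0.00014 to 0.0628 for Retnla, 0.0015 to 0.109 for Chil3, 0.00441 to 0.191 for Mrc1, 0.000636 to 0.0604 for Ccl17, 0.000177 to 0.0707 for Ccl22, 0.000113 to 0.0661 for Itgb3 and 0.0022 to 0.164 for Fn1.

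**Figure D2:**
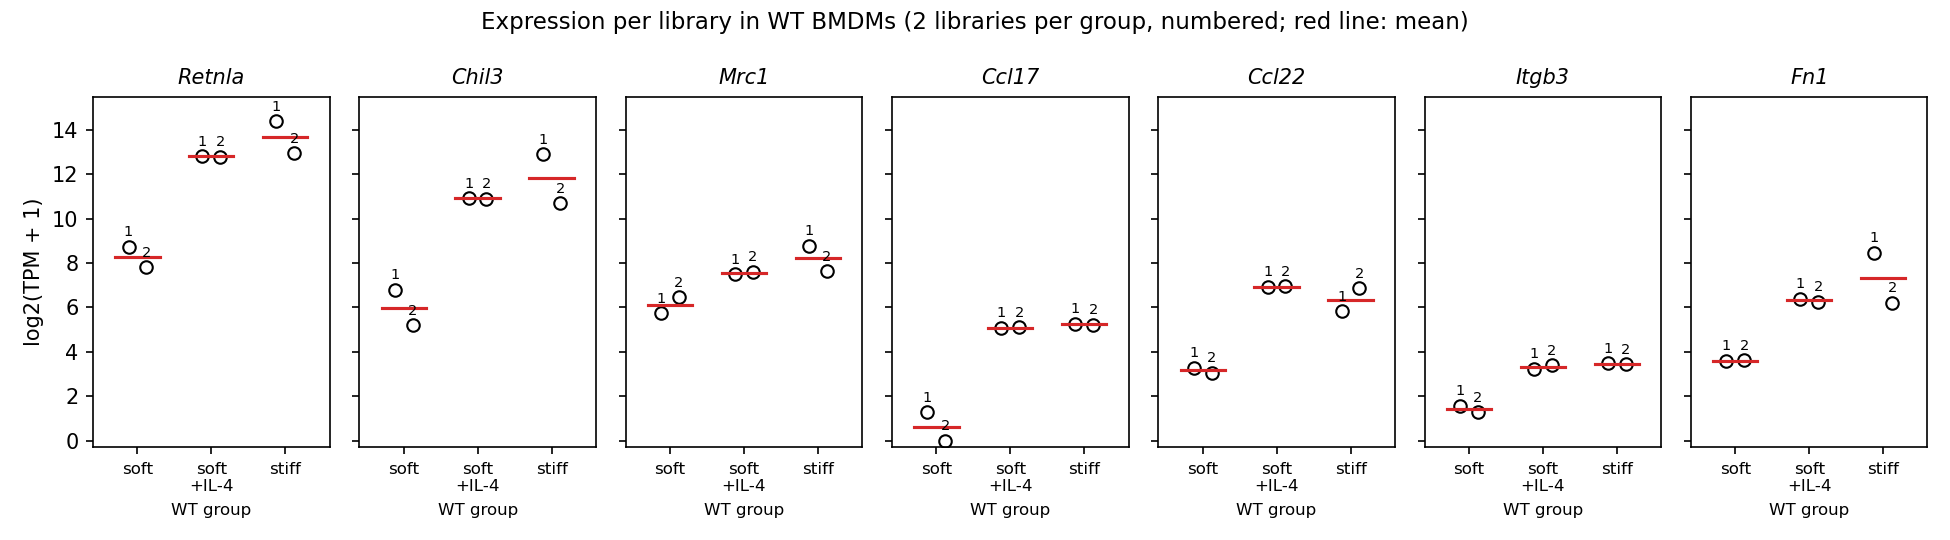
log2(TPM + 1) of Retnla, Chil3, Mrc1, Ccl17, Ccl22, Itgb3 and Fn1 in the libraries labelled WT soft, WT soft+IL-4 and WT stiff, with 1 numbered point per library and a red line at the mean of each group. For Retnla, WT stiff 1 (21525 TPM) lies above WT stiff 2 (7919 TPM), which lies near the WT soft+IL-4 libraries.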

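All 18 genes that the network plot (Fig. 3C) shows as upregulated were DE genes and higher in both comparisons. Their log2 fold changes ran from 1.04 for Igf1 to 4.91 for Chil3 with IL-4 (median 2.31) and from 1.06 for Igf1 to 5.81 for Chil3 in the stiff matrix (median 2.41). Adjusted over the list alone, all 18 were past the threshold as well, which is not independent evidence, since the list was drawn from the same libraries. Of the 5 pro-regenerative genes of the heatmap (Fig. 3B), Retnla, Chil3, P2ry1 and Ccl7 were DE genes in both comparisons, and Lgals3 changed by less than 2-fold. Lgals3 (chromosome 14, 47367751 to 47386160) had log2 fold changes of 0.78 with IL-4 (adjusted p = 0.0122) and 0.60 in the stiff matrix (adjusted p = 0.0389) in limma with Benjamini-Hochberg adjustment. The median over the 5 genes was 2.73 with IL-4 and 3.25 in the stiff matrix, and adjusted over the list alone 4 were past the threshold in each.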

On the contrary, genes associated with the anti‐viral, anti‐fungal, and inflammatory response were found to be downregulated in response to IL‐4 or stiff matrix (Figure 3B,C, left). 

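Of the 30 genes that the network plot (Fig. 3C) shows as downregulated, all were tested, Selenop under its older symbol Sepp1. All 30 were lower in both comparisons with the libraries labelled WT soft, of which WT soft 2 goes against its label in Camkk2. With IL-4, 24 of the 30 were DE genes, and Aif1, Cxcl10, Rsad2, Ifit1, Oasl1 and Cmpk2 were not, although all 6 were in the model of the 4 libraries compared alone. The log2 fold changes ran from −3.42 for Cx3cr1 to −1.15 for Aif1, with a median of −1.84. In the stiff matrix all 30 were DE genes, from −3.98 for Ifit3 to −1.04 for Sepp1, with a median of −2.18. Adjusted over the list alone, 30 were past the threshold in each comparison, which is not independent evidence, because the list was drawn from these libraries. Among the 10 genes of the antiviral cluster, 7 were DE genes with IL-4 (median log2 fold change −1.84) and 10 in the stiff matrix (median −2.57), and adjusted over the list alone 10 were in both. Of the 7 pro-inflammatory genes of the heatmap (Fig. 3B), Irf7, Ifit3 and Clec4n were DE genes with IL-4, with a median of −1.83 over the 7, and adjusted over the list alone 5 were past the threshold. Clec4n (chromosome 6, 123229843 to 123247021) had a log2 fold change of −2.05 (SE 0.477, adjusted p = 0.0250 from limma with Benjamini-Hochberg adjustment). Ifit1 (−1.83, adjusted p = 0.114) and Oasl2 (−1.09, adjusted p = 0.330) were lower without reaching significance in limma with Benjamini-Hochberg adjustment, and Tlr7 (−0.96, adjusted p = 0.00555) fell by less than 2-fold. Ifit1 and Oasl2 did reach it in the model of the 4 libraries compared alone, and their limma and Benjamini-Hochberg adjusted p over the alternatives ran from 0.00136 to 0.226 and from 0.00804 to 0.406. In the stiff matrix all 7 genes were DE genes and lower, with a median of −2.90, or −1.72 without WT stiff 1. That library was decisive for the size of Ifit1 (−3.10, and −1.72 without it) and Oasl2 (−2.39, and −1.09 without it). Oasl2 (adjusted p = 0.0424 from limma with Benjamini-Hochberg adjustment) was not past the threshold without the filter on low values, after median-of-ratios scaling or in the model of the 4 libraries alone, with an adjusted p of 0.0457 to 0.376 over the alternatives other than the replicate block, and its reads could have been split with Oasl1. Clec4n (−2.25, adjusted p = 0.0165) and Tlr7 (−1.05, adjusted p = 0.00334), both from limma with Benjamini-Hochberg adjustment, were lower in the stiff matrix as well.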

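With the libraries labelled WT soft as the control of both comparisons, 284 genes were DE genes both with IL-4 and in the stiff matrix, of which 159 were lower in both, 0 went in opposite directions and the rest were higher in both. A further 137 genes were DE genes with IL-4 and not in the stiff matrix, and 160 the other way round. The shared control libraries, 1 of which (WT soft 2) goes against its label in Camkk2, raise such an overlap and the correlation of the changes. For the correlation, all 12 libraries were redrawn without group differences in 100 draws, with noise independent between genes. The log2 fold changes with IL-4 and in the stiff matrix had a Pearson correlation of 0.778 across the 11194 genes, which are not independent replicates, against 0.499 ± 0.0202 (SD over the draws) in the simulation. Sharing a control fixes the simulated mean by design. The draws also leave out noise shared between genes and the wider spread of the stiff libraries, so their SD is no limit for 0.778. With WT soft 1 as the control of one comparison and WT soft 2 of the other, the correlation was 0.635 and 0.553. A single stiff library moved it, to 0.915 without WT stiff 1 and to 0.525 without WT stiff 2. Fitted on the libraries of each comparison alone, WT stiff against WT soft had 0 DE genes, so that no gene could be shared. Among the settings that fitted both comparisons in 1 model, an absolute log2 fold change of at least 2 moved the overlap most. It left 61 shared genes, 36 higher and 25 lower. In a model of the 6 WT libraries alone, 161 were shared, 73 higher and 88 lower.

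**Figure D3:**
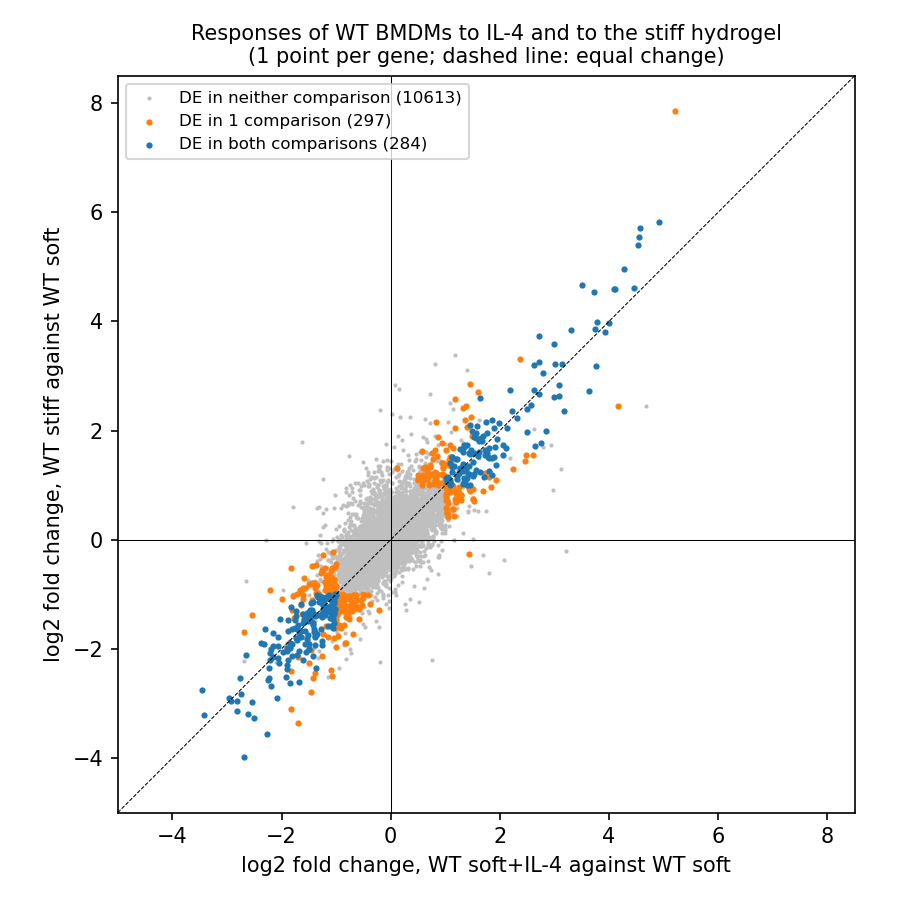
log2 fold change of the 11194 genes with IL-4 (horizontal axis) and in the stiff matrix (vertical axis), both against the libraries labelled WT soft, with the 284 genes called in both comparisons in blue, the 297 called in 1 of them in orange, the other 10613 in grey and a dashed line where the changes are equal. Of the 284 blue points, 159 lie in the lower left and the others in the upper right.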

In total, 114 and 86 DE genes were found downregulated and upregulated, respectively, in response to IL‐4 or stiff matrix (Figure S3B, Supporting Information), suggesting a similar activation program. 

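Gene sets were written by hand for the named pathways, since the pathway database behind the paper's analysis was not used here. The 87 genes of the respiratory chain complexes and the ATP synthase that make up the oxidative phosphorylation set had a mean log2 fold change of 0.40 with IL-4, with 77 of them higher, and of 0.31 in the stiff matrix, with 78 higher. The camera test of limma placed the set above the other genes in both comparisons (Benjamini-Hochberg adjusted p = 1.8e-20 and 1.28e-12), as did fry (adjusted p = 0.0071 and 0.0245). Without WT stiff 2 the mean in the stiff matrix was 0.17. The glycolysis set of 28 genes had a mean of 0.33 with IL-4, with 25 genes higher (camera of limma, Benjamini-Hochberg adjusted p = 0.000484, and fry, adjusted p = 0.124). In the stiff matrix the glycolysis mean was 0.65, with 23 genes higher (camera of limma, Benjamini-Hochberg adjusted p = 3.47e-05, and fry, adjusted p = 0.0378). This value rested on the library labelled WT stiff 1, without which it was 0.25. The changes are averages of less than 2-fold, and all are relative to a soft control in which WT soft 2 goes against its label in Camkk2. With the correlation between genes estimated from the data, neither set was past the threshold in camera of limma, with a Benjamini-Hochberg adjusted p of 0.143 and 0.234 for oxidative phosphorylation and 0.368 and 0.279 for glycolysis.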

Pathway analysis further confirmed this finding, showing that culture in the stiff matrix or IL‐4 induced a positive enrichment of genes associated with pro‐regenerative pathways (e.g., oxidative phosphorylation, glycolysis/gluconeogenesis). On the contrary, pathways associated with antiviral response and inflammation (e.g., Hepatitis C, Toll‐like receptor, RIG‐I‐like receptor) were downregulated in BMDM stiff (Figure S3C, Supporting Information). 

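The Toll-like receptor set, also written by hand, had 50 tested genes and a mean log2 fold change of −0.63 in the libraries labelled WT stiff, with 14 of its genes higher than in the soft control, whose WT soft 2 library goes against its label in Camkk2 (camera of limma, Benjamini-Hochberg adjusted p = 8.83e-07, and fry, adjusted p = 0.00111). The RIG-I-like receptor set, with 37 tested genes, had a mean of −0.50 and 9 genes higher (camera of limma, Benjamini-Hochberg adjusted p = 0.000154, and fry, adjusted p = 0.000675). With IL-4 the means were −0.49 for the Toll-like receptor set, with 11 genes higher (camera of limma, Benjamini-Hochberg adjusted p = 0.000154, and fry, adjusted p = 0.0016), and −0.37 for the RIG-I-like receptor set, with 6 genes higher (camera of limma, Benjamini-Hochberg adjusted p = 0.000795, and fry, adjusted p = 0.000675). The medians of the Toll-like and RIG-I-like receptor sets were smaller, at −0.31 and −0.14 in the stiff matrix and −0.34 and −0.20 with IL-4. A part of the genes thus carried much of each mean. With an estimated correlation, camera of limma gave Benjamini-Hochberg adjusted p-values of 0.107 and 0.0935 for these sets in the stiff matrix and 0.143 and 0.0935 with IL-4. The Hepatitis C pathway was not analysed here.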

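Between the libraries labelled WT stiff and WT soft+IL-4, 0 of the 11194 genes were DE genes, and the lowest Benjamini-Hochberg adjusted p from limma was 0.590. An unadjusted p under 0.05 was found for 557 genes, where chance gives 559.7, and 82 of the 557 also differed at least 2-fold. The groups did not overlap in 29.3% of the genes tested, where chance gives 33.3%. The count was 0 under each alternative tried, with 68 genes at an unadjusted p under 0.05 in the model of the 4 libraries compared alone. Camkk2 goes against no label among these 4 libraries. It lay, however, 0.340 and 0.318 of the way from the WT to the KO soft+IL-4 level in WT stiff 1 and 2. The median over 37 genes chosen in the soft libraries was 0.388 (quartiles −0.0676 and 1.48) and 0.337 (quartiles 0.238 and 0.448). The 2 stiff libraries also differed more from each other than those of any other group. The 0 DE genes therefore do not show that the conditions were alike.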

Lastly, although a few genes were found differentially regulated by IL‐4 or stiff matrix, no DE genes were identified by comparing BMDM generated in IL‐4 with those cultured in stiff hydrogel (Figure S3A,B, Supporting Information). This finding corroborates and extends the results from phenotypic and flow cytometry analyses, demonstrating that adaptation to stiff microenvironment phenocopies the effects of IL‐4, driving the pro‐regenerative activation program in BMDM.

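The 409 DE genes with IL-4 in KO were taken, so that no WT soft library was among those compared in their choice. Of these, 408 had a log2 fold change of the same sign between WT stiff and WT soft. The controls were not independent, since deviations of same-numbered WT soft and KO soft libraries correlated at 0.611. All 12 libraries also shared the estimate of the spread. No value for unchanged groups was drawn, so the 408 cannot be set against chance. Taken alone, WT stiff 1 differed from the libraries labelled WT soft by at least 2-fold in the same direction in 237 of the 409 genes, and WT stiff 2 in 343. The 2 libraries lay apart when the SD of the log2 differences was taken over the 4890 genes with a mean of at least 20 TPM. WT stiff 2 was 0.121 to 0.225 from the soft+IL-4 libraries, which lay 0.207 to 0.285 from each other, whereas WT stiff 1 was 0.570 to 0.611 from them and 0.573 from WT stiff 2. The soft controls include WT soft 2 and KO soft 1, whose Camkk2 levels go against their labels. From the lack of DE genes between BMDM cultured with IL-4 and BMDM cultured in the stiff hydrogel, the paper concludes that adaptation to the stiff microenvironment phenocopies the effects of IL-4 and drives the pro-regenerative program, and it places this beside its phenotypic and flow cytometry results.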

**Figure 3:**
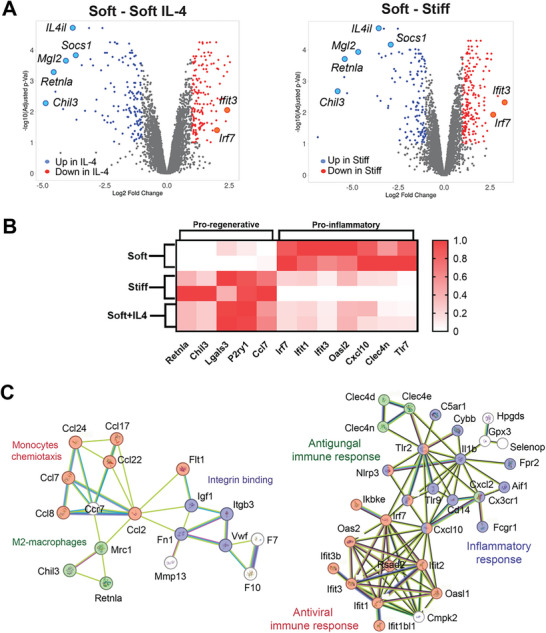
Transcriptomics analysis of the BMDMs in dynamically stiffened hydrogel. A) Volcano plots of the differentially expressed genes (DE) in the stiff and soft+IL‐4 groups compared with the soft group. B) Heatmap of DE genes associated with pro‐regenerative and inflammatory response. C) Network analysis of DE upregulated (left) and downregulated (right) in soft+IL‐4 and stiff hydrogel BMDM.

### 2.4 CaMKK2 Mediates Stiffness‐Induced BMDM Polarization

Next, we sought to elucidate the mechanism of stiffness‐induced BMDM polarization. Our previous study indicated that loss of CaMKK2 impairs the activation program of macrophages by interfering with cross‐talk between integrin and toll‐like receptor signaling.^[^ ^30^ ^]^ More recently, we also demonstrated that CaMKK2 expressed in myeloid cells has an important role in the mechanism regulating the immunosuppressive TME, and blocking this kinase unleashes the anti‐tumor immune response.^[^ ^33^, ^49^ ^]^ Further, other studies showed that the CaMKK2 pathway is mechanosensitive and is strongly correlated with cell‐matrix interactions.^[^ ^50^ ^]^ Therefore, we interrogate whether the mechanical modulation of BMDMs in our 3D stiffening matrix depends on CaMKK2.

We first examined the phenotypic changes of BMDMs from *Camkk2*‐deficient mice in different stiffness conditions. *Camkk2^−/−^* BMDMs showed negligible polarization toward CD206^+^MHCII^low^ cells when stiffness increased (**Figure** **4**A). Quantification validated that matrix stiffening did not significantly increase the CD206^+^MHC‐II^low^ population or CD206^+^MHC‐II^low^/CD206^−^MHC‐II^high^ ratio in *Camkk2^−/−^* BMDMs, as opposed to the results from wild type (WT) BMDMs (Figure 4B).

**Figure 4:**
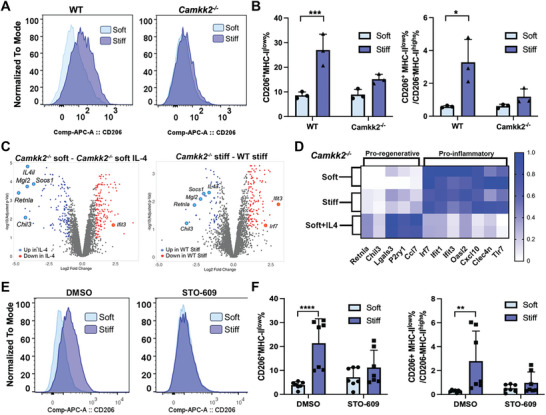
Role of Camkk2 in stiffness‐induced BMDM polarization. A,B) Representative flow cytometry histograms and quantification of analysis of CD206 expression on CD11b^+^F4/80^+^ gated *Camkk2^−/−^* and WT BMDMs encapsulated in the hydrogels after 2 days. N = 3 (*t*‐test, *p<0.05, ***p<0.001). C,D) Bulk RNA sequencing analysis of *Camkk2^−/−^* BMDMs in soft, stiff, and soft+IL‐4 hydrogels. E,F) Representative flow cytometry histograms and quantification of CD206 expression on CD11b^+^F4/80^+^ gated BMDMs treated with DMSO (negative control) and STO‐609 (CaMKK2i) encapsulated in the hydrogels after 2 days. N = 3 (*t*‐test, **p<0.01, ****p<0.0001).

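Between the libraries labelled KO soft and WT soft, 0 of the 11194 genes were DE genes, and the lowest Benjamini-Hochberg adjusted p from limma was 1. An unadjusted p under 0.05 was found for 130 genes, fewer than the 559.7 that chance gives, of which 21 also differed at least 2-fold, and the groups did not overlap in 24.7% of genes (33.3% by chance). The comparison cannot separate the genotypes, since Camkk2 goes against the labels of both KO soft 1 and WT soft 2. The log2 fold change of Camkk2 itself was 0.02 (SE 0.756, adjusted p = 1 from limma with Benjamini-Hochberg adjustment), and it was 0.99 without KO soft 2 and −0.94 without KO soft 1. In the soft+IL-4 groups, whose labels Camkk2 follows, 0 genes were DE genes between KO and WT. There, 233 genes had an unadjusted p under 0.05, 32 of them at least 2-fold apart, and the groups did not overlap in 38.9% of genes (33.3% by chance). In the model of the 4 soft+IL-4 libraries alone, 19 genes were DE genes, 10 higher and 9 lower in KO. Camkk2 had a log2 fold change of −1.51 between these groups (limma and Benjamini-Hochberg adjusted p = 1), and over the alternatives its adjusted p from limma with Benjamini-Hochberg adjustment ran from 0.0154 in that model to 1. With all 12 libraries, its SE (0.756) takes in the WT soft, KO soft and KO stiff groups, each with 1 library at each Camkk2 level. The interferon-inducible gene Ifi202b was not a DE gene either, at 2.15 and 2.03 TPM in WT and 80.4 and 82.5 TPM in KO. The 0 DE genes therefore do not show that the genotypes were alike with IL-4.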

Transcriptomic analysis of *Camkk2* ^−/−^ BMDMs indicated that the genetic ablation of Camkk2 did not interfere with the activation program of BMDMs cultured in the soft hydrogel, which showed a gene signature superimposable with WT BMDMs cultured in the same conditions (Figure 4C, D; Figure S4A,B, Supporting Information). On the contrary, we found remarkable differences in the transcriptomic profiles of WT and *Camkk2* ^−/−^ BMDMs cultured in stiff hydrogels (Figure S4A,B, Supporting Information). 

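Between the libraries labelled KO stiff and WT stiff, 222 genes were DE genes, 153 higher and 69 lower in KO. The comparison contains KO stiff 1, whose Camkk2 level goes against its label, and the log2 fold change of Camkk2 was −0.25 (SE 0.756, adjusted p = 0.900 from limma with Benjamini-Hochberg adjustment), or −1.15 without KO stiff 1 and 0.66 without KO stiff 2. All 222 genes separated the libraries of the groups, as did 39.1% of the genes tested (33.3% by chance). The count was 0 in the model of the 4 libraries compared alone, in which 956 genes had an unadjusted p under 0.05. When WT stiff 1 was left out, 155 of the 222 genes kept a change of at least 2-fold in the same direction, and with each of the other libraries left out at least 208 did. Ifit3 and Pcp4l1 had the largest rises. Ifit3 was at 69.0 ± 16.1 TPM (SD, n = 2) in KO stiff, a log2 fold change of 3.69 (SE 0.641, adjusted p = 0.0119 from limma with Benjamini-Hochberg adjustment), which was 2.42 without WT stiff 1. Pcp4l1 was at 49.5 ± 4.52 TPM (SD, n = 2), a log2 fold change of 3.21 (limma and Benjamini-Hochberg adjusted p = 0.0112), or 2.05 without WT stiff 1. The largest falls were those of Rnase2a and Chil3, both with close copies. Rnase2a (chromosome 14, 51255262 to 51256112) was at 2926 and 619 TPM in WT stiff 1 and 2 and at 145 ± 16.5 TPM (SD, n = 2) in KO stiff, a log2 fold change of −3.21 (SE 0.592, adjusted p = 0.0157, limma with Benjamini-Hochberg adjustment), or −2.09 without WT stiff 1. Chil3 was at 431 ± 154 TPM (SD, n = 2) in KO stiff, with a log2 fold change of −3.10 (limma and Benjamini-Hochberg adjusted p = 0.0472), or −2.00 without WT stiff 1. Chil3 was not past the threshold with a pseudocount of 0.1, without the filter on low values, after median-of-ratios scaling or in the model of the 4 libraries alone, with an adjusted p from limma with Benjamini-Hochberg adjustment of 0.0506 to 0.415 over these settings.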

Enrichment and network analysis demonstrated that genes downregulated in *Camkk2* ^−/−^ compared to WT BMDMs cultured in the stiff matrix were associated with “M2‐macrophages” and “monocytes migration”, while genes associated with “antiviral” and “inflammatory” responses were upregulated in *Camkk2* ^−/−^ BMDMs (Figure S4C, Supporting Information). 

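The network plot for this comparison names 9 genes lower and 46 genes higher in KO. Between KO stiff and WT stiff, where the library labelled KO stiff 1 goes against its label in Camkk2, all 9 genes of the first list were lower, from −3.10 for Chil3 to −1.33 for Ccl22 on the log2 scale with a median of −1.85, and 7 were DE genes. Ccl17 and Ccr1 were not, and both were with an adjusted p under 0.1 as the threshold. All 46 genes of the second list were higher, from 1.05 for Slc11a1 to 3.69 for Ifit3 with a median of 1.91, and 42 were DE genes, the exceptions being Saa3, Nr4a1, Tnf and Cd14, which were under that wider threshold as well. Adjusted over the list alone, 9 and 46 were past the threshold, which is not independent evidence, since both lists were drawn from these libraries. Mgl2 was at 94.5 ± 0.506 TPM (SD, n = 2) in KO stiff and Retnla at 2054 ± 54.0 TPM (SD, n = 2), with a log2 fold change of −2.67 for Retnla (adjusted p = 0.0106 from limma with Benjamini-Hochberg adjustment). Irf7 was at 154 ± 12.9 TPM (SD, n = 2), with a log2 fold change of 2.62 (limma and Benjamini-Hochberg adjusted p = 0.0199), or 1.55 without WT stiff 1. The interferon-stimulated set had a mean log2 fold change of 1.32, with 59 of its 60 genes higher and 22 DE genes, all higher (camera of limma, Benjamini-Hochberg adjusted p = 8.32e-26, and fry, adjusted p = 0.0245). This mean was 0.73 without WT stiff 1. The Toll-like receptor set had a mean of 0.54, with 36 of 50 genes higher (camera of limma, Benjamini-Hochberg adjusted p = 1.95e-06, and fry, adjusted p = 0.00206), and the RIG-I-like receptor set one of 0.43, with 27 of 37 genes higher (camera of limma, Benjamini-Hochberg adjusted p = 0.000943, and fry, adjusted p = 0.00111). Their medians were smaller, at 0.23 and 0.11. The means of oxidative phosphorylation and glycolysis were −0.22 and −0.57, with camera of limma giving Benjamini-Hochberg adjusted p-values of 6.24e-10 and 3.47e-05 and fry 0.0755 and 0.0632. The oxidative phosphorylation mean was −0.09 without WT stiff 2 and −0.36 without WT stiff 1, and the glycolysis mean was −0.17 without WT stiff 1 and −0.98 without WT stiff 2.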

Consistently, a few DE genes were identified by comparing the transcriptomic profiles of *Camkk2* ^−/−^ BMDMs cultured in soft or stiff hydrogels (Figure S4D, Supporting Information). 

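In KO, 5 genes were DE genes, all higher in the libraries labelled KO stiff than in KO soft, and 295 genes had an unadjusted p under 0.05. Camkk2 goes against the labels of KO stiff 1 and KO soft 1, so each of these groups holds 1 library at each Camkk2 level. Il4i1 rose from 18.4 ± 1.92 to 92.8 ± 9.74 TPM (SD, n = 2 each), a log2 fold change of 2.27 (SE 0.134, adjusted p = 0.000274 from limma with Benjamini-Hochberg adjustment). Tmem26 (chromosome 10, 68723646 to 68782650), which encodes a transmembrane protein, rose from 3.06 ± 0.716 to 13.8 ± 0.491 TPM (SD, n = 2 each), a log2 fold change of 1.88 (SE 0.188, limma and Benjamini-Hochberg adjusted p = 0.0104). The other 3 genes were named after their values were seen. They were Tfrc, with a log2 fold change of 1.22 (adjusted p = 0.00942), Irf4, with 1.15 (adjusted p = 0.016), and Hebp2, with 1.43 (adjusted p = 0.0401), all from limma with Benjamini-Hochberg adjustment. The same 5 genes rose more between WT stiff and WT soft, by 3.80 for Il4i1, 3.98 for Tmem26, 2.68 for Tfrc, 2.39 for Irf4 and 2.63 for Hebp2 on the log2 scale. The count was 10 with an adjusted p under 0.1, 9 after median-of-ratios scaling and 7 with a pseudocount of 0.1. It was 4 without the filter on low values, 1 with an absolute log2 fold change of at least 2 and 1 in the model of the 4 libraries alone. Tmem26 was not past the threshold in that model, with a limma and Benjamini-Hochberg adjusted p of 0.00709 to 0.131 over the alternatives. With each library left out in turn, all 5 genes kept a change of at least 2-fold. The gene sets moved by small amounts. The oxidative phosphorylation set had a mean log2 fold change of 0.10, with 73 of its 87 genes higher (camera of limma, Benjamini-Hochberg adjusted p = 3.87e-09, and fry, adjusted p = 0.353), and the mean was 0.06 without KO soft 2 and 0.06 without KO stiff 2. For interferon-stimulated genes the mean was −0.16, with 4 of 60 genes higher (camera of limma, Benjamini-Hochberg adjusted p = 0.00122, and fry, adjusted p = 0.768), and it was −0.09 without KO soft 1 and −0.10 without KO stiff 2. The Toll-like receptor set had a mean of −0.11 and 8 of 50 genes higher, and the RIG-I-like receptor set one of −0.09 and 6 of 37 higher (camera of limma, Benjamini-Hochberg adjusted p = 0.00215 and 0.00955, and fry, adjusted p = 0.199 and 0.0449). The Toll-like receptor mean was −0.06 without KO soft 2 and −0.07 without KO stiff 1. The glycolysis mean, 0.07, or 0.04 without KO soft 1, was not past the threshold (camera of limma, Benjamini-Hochberg adjusted p = 0.136, and fry, adjusted p = 0.841).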

The heatmap demonstrated that regardless of pro‐regenerative or pro‐inflammatory, most phenotype‐related genes were expressed at comparable levels in the different stiffness conditions (Figure 4D). However, the soft+IL‐4 group showed a substantially increased pro‐regenerative gene expression and a downregulated pro‐inflammatory gene expression. 

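Among the genes of the heatmap, 0 of the 5 pro-regenerative and 0 of the 7 pro-inflammatory genes were DE genes between the libraries labelled KO stiff and KO soft, each group with 1 library (KO stiff 1 and KO soft 1) that goes against its label in Camkk2. The 5 pro-regenerative genes were nevertheless all higher in the stiff matrix, from 0.21 for Lgals3 to 2.70 for Chil3 on the log2 scale with a median of 1.17, and adjusted over the list alone 3 were past the threshold, which is not independent evidence, because the study chose the list on these libraries. Retnla was at 338 ± 136 TPM in KO soft and 2054 ± 54.0 TPM in KO stiff (SD, n = 2 each), a log2 fold change of 2.66 (SE 0.450, adjusted p = 0.164 from limma with Benjamini-Hochberg adjustment). For Chil3 and Ccl7 (1.17), which changed by more than 2-fold as well, the limma and Benjamini-Hochberg adjusted p was 1. The 7 pro-inflammatory genes were all lower, from −0.39 for Ifit3 to −0.12 for Cxcl10 with a median of −0.22, and adjusted over the list alone 0 were past the threshold. The median was −0.14 without KO soft 1. Several of these small changes depended on single libraries. The log2 fold change of Oasl2 was −0.20 and became 0.03 without KO soft 1, that of Cxcl10 became 0.05 without KO stiff 1, that of Clec4n, −0.28, became 0.19 without KO soft 2, and that of Tlr7, −0.16, became 0.07 without KO soft 2. Ifit3 ranged from −0.72 without KO soft 2 to −0.07 without KO soft 1, Ifit1, at −0.22, from −0.36 to −0.08 under the same omissions, and Lgals3 from 0.10 without KO soft 2 to 0.31 without KO soft 1. P2ry1, at 0.26, was at 0.15 without KO soft 2. The 7 genes Retnla, Chil3, Mrc1, Ccl17, Ccl22, Itgb3 and Fn1 were likewise all higher in KO stiff, from 0.57 for Mrc1 to 2.70 for Chil3 with a median of 1.58, and 0 were DE genes, while 4 were past the threshold when adjusted over the list alone.

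**Figure D4:**
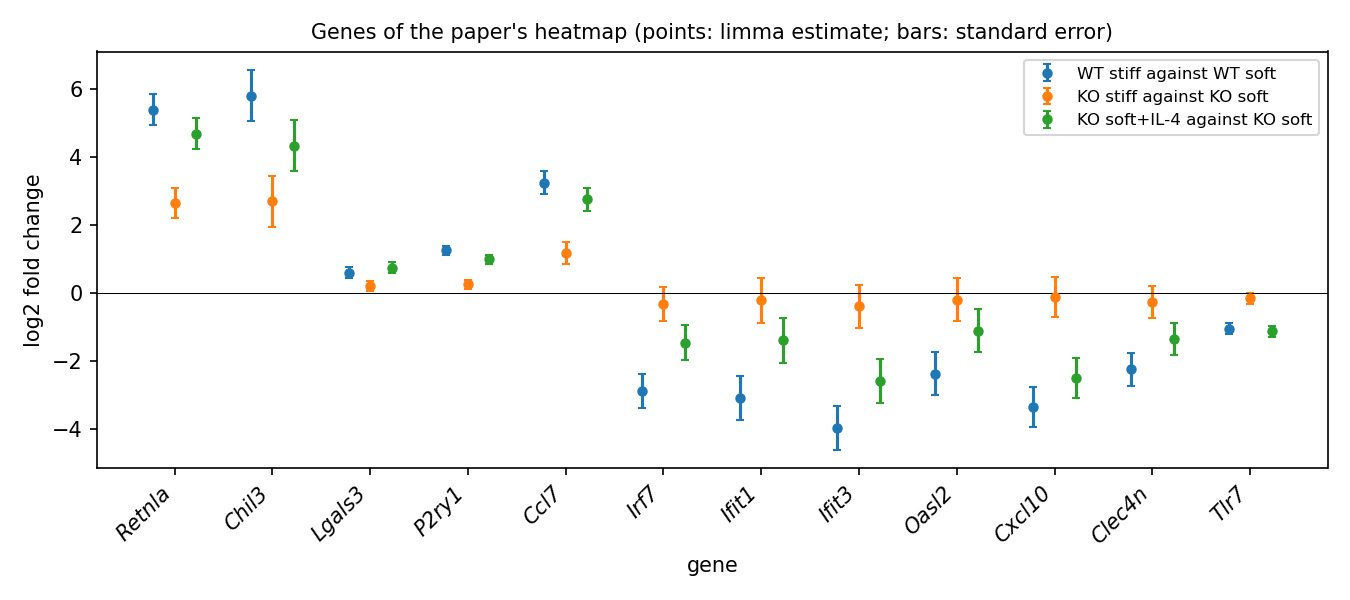
log2 fold change on log2(TPM + 1) of the 12 genes of the heatmap between WT stiff and WT soft (blue), KO stiff and KO soft (orange) and KO soft+IL-4 and KO soft (green), by library labels, with error bars of 1 SE from limma. The orange points of the 7 pro-inflammatory genes lie between −0.39 and −0.12, and those of the 5 pro-regenerative genes between 0.21 and 2.70.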

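With IL-4 in KO, 409 genes were DE genes between the libraries labelled KO soft+IL-4 and KO soft, of which KO soft 1 goes against its label in Camkk2, with 175 higher and 234 lower with IL-4. All of them separated the libraries of the groups, as did 60.4% of the genes tested (33.3% by chance). With an absolute log2 fold change of at least 2 the count was 96, 52 higher and 44 lower. Of the pro-regenerative genes of the heatmap, Retnla, Chil3 and Ccl7 were DE genes. Retnla was at 8422 ± 94.3 TPM (SD, n = 2) with IL-4, a log2 fold change of 4.69 (SE 0.450, adjusted p = 0.000267 from limma with Benjamini-Hochberg adjustment). Chil3 had a log2 fold change of 4.34 (adjusted p = 0.0063) and Ccl7 one of 2.76 (adjusted p = 0.00104) in limma with Benjamini-Hochberg adjustment. P2ry1 (0.99, adjusted p = 0.002) and Lgals3 (0.74, adjusted p = 0.0159) rose by less than 2-fold in limma with Benjamini-Hochberg adjustment. The median over the 5 genes was 2.76, and adjusted over the list alone 3 were past the threshold. The 7 pro-inflammatory genes were all lower, from −2.59 for Ifit3 to −1.12 for Oasl2 with a median of −1.40. Ifit3 (adjusted p = 0.0326), Cxcl10 (adjusted p = 0.0273) and Tlr7 (−1.14, adjusted p = 0.00225) were DE genes in limma with Benjamini-Hochberg adjustment, and Irf7, Ifit1, Oasl2 and Clec4n were not, while adjusted over the list alone 5 of the 7 were. These 4 genes reached significance in the model of the 4 libraries alone, with a limma and Benjamini-Hochberg adjusted p over the alternatives other than the replicate block of 0.000782 to 0.154 for Irf7, 0.00246 to 0.38 for Ifit1, 0.00937 to 0.405 for Oasl2 and 0.0346 to 0.159 for Clec4n. Clec4n had a log2 fold change of −1.36, or −0.89 without KO soft 2. Ifit3 lost significance with a pseudocount of 0.1 and without the filter on low values, and Cxcl10 with a pseudocount of 0.1, with adjusted p-values from limma with Benjamini-Hochberg adjustment of 0.00177 to 0.0648 and 0.00102 to 0.208 over the alternatives.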

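Outside the heatmap, Ear2, whose reads could have been split with its copies, had with Retnla the largest rise in the libraries labelled KO soft+IL-4 against those labelled KO soft, at 4.40 on the log2 scale (adjusted p = 0.00594 from limma with Benjamini-Hochberg adjustment). Apoc2 (chromosome 7, 19671579 to 19677941), which encodes an apolipoprotein, had the largest fall. It was at 203 and 52.6 TPM in KO soft 1 and 2 and at 3.07 and 3.84 TPM in KO soft+IL-4 1 and 2, a log2 fold change of −4.56 (SE 0.745, limma and Benjamini-Hochberg adjusted p = 0.00488). Cx3cr1 followed with −4.20 (adjusted p = 0.000287, limma with Benjamini-Hochberg adjustment). All 7 genes Retnla, Chil3, Mrc1, Ccl17, Ccl22, Itgb3 and Fn1 were DE genes with IL-4 in KO, from 1.63 for Mrc1 to 4.69 for Retnla with a median of 3.34. The oxidative phosphorylation set had a mean log2 fold change of 0.42, with 81 of 87 genes higher (camera of limma, Benjamini-Hochberg adjusted p = 3.84e-23, and fry, adjusted p = 0.00581), and the interferon-stimulated set one of −0.83 (camera of limma, Benjamini-Hochberg adjusted p = 9.35e-10, and fry, adjusted p = 0.0755). The Toll-like receptor and RIG-I-like receptor sets had means of −0.46 and −0.34 (camera of limma, Benjamini-Hochberg adjusted p = 0.000154 and 0.00122, and fry, adjusted p = 0.0016 and 0.000675), and the glycolysis set one of 0.28 (camera of limma, Benjamini-Hochberg adjusted p = 0.00192, and fry, adjusted p = 0.188). The medians of the Toll-like and RIG-I-like receptor sets were smaller, at −0.23 and −0.20. Between KO stiff and KO soft+IL-4, 180 genes were DE genes, 55 lower and the rest higher in the stiff matrix. In the model of the 4 libraries alone there were 286, 186 higher and 100 lower. Apoc2 (4.26, adjusted p = 0.0136) and Cx3cr1 (3.79, adjusted p = 0.00135) had the largest rises and Retnla (−2.04, adjusted p = 0.0382) and Il4i1 (−2.02, adjusted p = 0.000184) the largest falls, all from limma with Benjamini-Hochberg adjustment. Retnla lost significance without the filter on low values, with a limma and Benjamini-Hochberg adjusted p of 0.000544 to 0.0688 over the alternatives.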

The same trend was observed in the gene expression in *Camkk2^−/−^* BMDMs measured by RT‐qPCR (Figure S4E, Supporting Information). These data proved that Camkk2 has a pivotal role in the mechanically‐induced macrophage fate signaling, while deletion of this kinase does not affect the ability of IL‐4 to drive BMDM pro‐regenerative polarization. 

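Whether the response to stiffness differs between the genotypes was tested as an interaction, the change from soft to stiff in the libraries labelled KO minus that in the libraries labelled WT. The test contains WT soft 2, KO soft 1 and KO stiff 1, whose Camkk2 levels go against their labels, and Camkk2 itself had an interaction of −0.27 on the log2 scale (SE 1.07, adjusted p = 0.952 from limma with Benjamini-Hochberg adjustment). Of the 11194 genes, 75 were past the threshold, 58 with a higher and 17 with a lower change in KO. The count was 0 in the model of the 8 libraries compared alone, with 852 genes at an unadjusted p under 0.05, and 14 with an absolute log2 difference of at least 2. On leaving out WT stiff 1, 64 of the 75 genes kept a difference of at least 1 on the log2 scale. Among the pro-regenerative genes of the heatmap, P2ry1 was past the threshold, with −1.01 (SE 0.19, adjusted p = 0.0469 from limma with Benjamini-Hochberg adjustment). Retnla (−2.75, adjusted p = 0.104), Chil3 (−3.11, adjusted p = 0.280) and Ccl7 (−2.08, adjusted p = 0.0987) were not, in limma with Benjamini-Hochberg adjustment. All 5 were negative with a median of −2.08, and adjusted over the list alone 4 were past the threshold. The 7 pro-inflammatory genes were all positive, from 0.89 to 3.58 with a median of 2.57, or 1.49 without WT stiff 1. Of these 0 were past the threshold over all genes and 6 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. Of the genes of the network plot, 0 of the 9 lower in KO and 14 of the 46 higher in KO were past the threshold, and 9 and 45 were when adjusted over the list alone.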

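The interaction of genotype and IL-4 was past the threshold for 0 genes, with a lowest limma and Benjamini-Hochberg adjusted p of 1.00, 165 genes at an unadjusted p under 0.05 and 54 of them with a difference of at least 1 on the log2 scale. Adjusted over the list alone, 0 of the pro-regenerative, 0 of the pro-inflammatory and 0 of the 7 genes Retnla, Chil3, Mrc1, Ccl17, Ccl22, Itgb3 and Fn1 were past the threshold. The median interactions of these lists were −0.04, 0.09 and −0.27, and each changed sign with single libraries. The first was 0.07 without KO soft 1, the second −0.08 without WT soft 1 and the third 0.21 without WT soft 2. WT soft 2 and KO soft 1, which go against their labels in Camkk2, are the controls of this test too. From these comparisons of WT and KO and from its RT-qPCR of KO, the paper concludes that Camkk2 has a pivotal role in the fate signaling that matrix mechanics induce in macrophages, and that deletion of the kinase leaves intact the ability of IL-4 to drive pro-regenerative polarization. The paper places this beside its flow cytometry. There, stiffening did not significantly raise the pro-regenerative population in KO BMDM or in BMDM given a CaMKK2 inhibitor.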

An inhibition study using STO‐609,^[^ ^51^ ^]^ a selective and cell‐permeable inhibitor of CaMKK2, found that STO‐609‐treated BMDMs had no phenotypic change when matrix stiffness increased (Figure 4E). Quantification validated that matrix stiffening did not significantly increase the CD206^+^MHC‐II^low^ population or CD206^+^MHC‐II^low^/CD206^−^MHC‐II^high^ ratio in BMDMs treated with STO‐609, as opposed to the results of the DMSO control group (Figure 4F). This data further supports that CaMKK2 mediates mechanically‐induced macrophage fate and provides a proof‐of‐concept for pharmacologically targeted inhibition of CaMKK2 to diminish stiffness's impact on modulating macrophage fate.

To investigate the expression and activation state of CaMKK2 under different matrix stiffness conditions, we utilized a CaMKK2‐EGFP reporter mice model and studied BMDMs from CaMKK2‐EGFP mice in soft and stiff hydrogels. Our results showed no significant differences in EGFP expression between the cells cultured in soft and stiff hydrogels (Figure S4F, Supporting Information), suggesting that the CaMKK2 promoter activity is not notably influenced by changes in hydrogel stiffness.

### 2.5 Stiffening‐Induced Pro‐Tumoral Macrophage Polarization

We have validated that an increase in matrix stiffness stimulates macrophage polarization into CD206^+^MHC‐II^low^ cells. Such a phenotype is generally recognized as immuno‐suppressive or pro‐tumoral in the TME. While the accumulation of MHC‐II^high^ TAM has been associated with a better clinical outcome,^[^ ^52^ ^]^ ECM stiffness is emerging as an important factor that regulates critical functions of infiltrating immune cells and, in turn, tumor growth.^[^ ^53^ ^]^ Using global or myeloid‐specific conditional mice in conjunction with breast cancer, lymphoma, and glioblastoma models, we previously demonstrated that deletion of *Camkk2* in the host resulted in increased accumulation of inflammatory TAM, enhanced anti‐tumor immune response, and inhibition of the tumor growth.^[^ ^33^, ^34^, ^49^ ^]^ We established that the deletion of *Camkk2* in macrophages enhances the CD8^+^ T cell‐mediated anti‐tumor response by upregulating genes involved in inflammatory responses (e.g., *Tnfa*) and T cell recruitment (e.g., *Cxcl10*), and downregulating MHC II expression, with minor effects on genes typically associated with M2‐like polarization, such as *Retnla* and *Mrc1*.^[^ ^32^ ^]^ In this work, we are interested in investigating the effect of macrophages polarized by environmental factors on sustaining tumor growth and the role of *Camkk2* in such a process. With this in mind, we leveraged our dynamic hydrogel model to investigate whether stiffening‐induced macrophage polarization affects tumor cell growth. We seeded EO771, a mouse mammary fat pad–derived adenocarcinoma cell line, on top of the stiff Col‐HA hydrogels (**Figure** **5**A). We found that when BMDMs were encapsulated in the hydrogel, the tumor cell density significantly increased compared with that in the hydrogel‐only group (Figure 5A,B), suggesting that macrophages in the matrix promoted tumor cell growth. Furthermore, we found increased tumor cell density in hydrogels encapsulating WT BMDMs compared to *Camkk2^−/−^* BMDMs (Figure 5A–C). We also observed that tumor cells were more proliferative in the presence of WT BMDM, with a ≈10% higher Ki67 index than *Camkk2^−/−^* BMDMs (Figure 5C,D).

**Figure 5:**
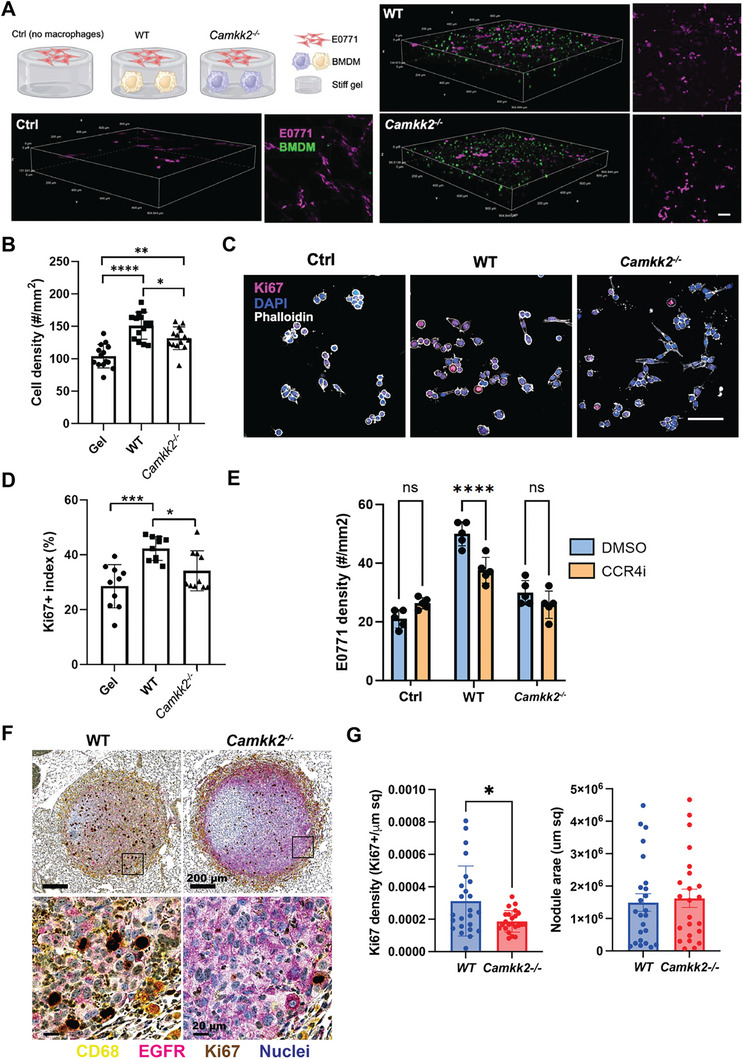
Camkk2 controls pro‐tumoral functions of macrophage induced by stiff matrices. In vitro studies: A) Tumor cell (EO771) and macrophage (BMDM) co‐culture experiments. EO771 cells (IRFP‐labeled) were seeded on top of the stiff Col‐HA hydrogel encapsulated with or without BMDMs (GFP‐labeled, WT, or *Camkk2* ^−/−^). Fluorescent images were taken 2 days after seeding the tumor cells. Scale bar = 50 µm. B) Quantification of EO771 cell density. N = 3 with 15 images in each group (One‐way ANOVA, *p<0.05, **p<0.01, ****p<0.0001). C) Representative confocal images of EO771 cells stained with Ki67 (magenta) and DAPI (blue). Scale bar = 50 µm. D) Quantification of Ki67 positive cell percentage. N = 3 with 10 images in each group (One‐way ANOVA, *p<0.05, ***p<0.001). E) Quantification of EO771 cell density on top of the hydrogels encapsulated with or without BMDMs (WT or *Camkk2* ^−/−^) and treated with DMSO or CCR4 inhibitor. N = 3 with 5 images in each group (One‐way ANOVA, ****p<0.0001). F,G) In vivo studies: EO771‐Luc cells (200000 cells/mouse) were inoculated in the tail vein of WT and *Camkk2^−/‐^* mice and animals were euthanized 30 days after tumor cell injection (N = 5 mice/genotype). Lungs were removed, and their histological sections were stained to identify myeloid cells, tumor cells, and proliferating cells, using antibodies against CD68, EGFR, and Ki67 (Yellow, purple, and brown nuclear staining, respectively). Nuclei were identified by hematoxylin staining (blue). F) Representative staining of tumor nodules identified in WT and *Camkk2^−/‐^* mice. The top and bottom images refer to high and low magnification, respectively. Squares in the top panels indicate magnified areas shown in the bottom panels. G) Ki67⁺ density and lung tumor nodules surface. Each data point refers to Ki67 density measured in a single tumor nodule. At least 2 nodules for each tumor were analyzed. *T*‐tests, *p< 0.01.

In the TME, macrophages secrete various chemokines and cytokines to regulate tumor progression. Among them, CCL17 and CCL22 have been reported to be secreted at a high‐level in TAM.^[^ ^54^ ^]^ High expression of these chemokines in the TME has direct and indirect pro‐tumoral effects, stimulating the proliferation of tumor cells while favoring the accumulation of immunosuppressive cells in TME.^[^ ^55^, ^56^ ^]^ On the other hand, the C‐C chemokine receptor 4 (CCR4), which binds CCL17 and CCL22, and is highly expressed in several types of tumors, is emerging as an important druggable target to control tumor growth and promote the anti‐tumor immune response.^[^ ^57^ ^]^ Our RNA sequencing data showed that WT BMDMs had an upregulated CCL17 and CCL22 expression than *Camkk2^−/−^* BMDMs in the stiff hydrogel (Figure S4D, Supporting Information). 

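In the RNA-seq data, Ccl17 was at 37.6 and 36.3 TPM in the libraries labelled WT stiff 1 and 2 and at 13.8 and 6.53 TPM in those labelled KO stiff 1 and 2, of which KO stiff 1 goes against its label in Camkk2. The log2 fold change of Ccl17 between KO stiff and WT stiff was −1.85 (SE 0.492, adjusted p = 0.0693 from limma with Benjamini-Hochberg adjustment), so that both KO libraries were lower and Ccl17 was past a threshold of 0.1 but not of 0.05. It was −1.36 without KO stiff 2. With the replicate number as a block, Ccl17 was a DE gene (adjusted p = 0.0257 from limma with Benjamini-Hochberg adjustment). Ccl22 was at 30.5 and 32.1 TPM in KO stiff 1 and 2, a log2 fold change of −1.33 (SE 0.282, limma and Benjamini-Hochberg adjusted p = 0.0286). Without WT stiff 2 the log2 fold change of Ccl22 was −0.81, and after median-of-ratios scaling or in the model of the 4 libraries alone it was not a DE gene, with a limma and Benjamini-Hochberg adjusted p of 0.031 to 0.452 over the alternatives. Between KO stiff and KO soft both genes were higher, by 2.46 for Ccl17 (adjusted p = 0.291) and 1.58 for Ccl22 (adjusted p = 0.175), without reaching significance in limma with Benjamini-Hochberg adjustment. With IL-4 in KO they rose to 30.8 ± 2.57 and 109 ± 0.629 TPM (SD, n = 2 each), with log2 fold changes of 4.04 (adjusted p = 0.00108) and 3.34 (adjusted p = 0.000134) in limma with Benjamini-Hochberg adjustment. The interaction of genotype and stiffness was −2.16 for Ccl17 (SE 0.696, adjusted p = 0.253) and −1.60 for Ccl22 (SE 0.399, adjusted p = 0.130), neither past the threshold in limma with Benjamini-Hochberg adjustment.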

We thus reasoned that these chemokines could directly stimulate the growth of EO771 tumor cells and tested this hypothesis by using a small molecule CCR4 antagonist. The results of these experiments confirmed our hypothesis, indicating that blockade of CCR4 significantly reduced tumor cell growth when EO771 cells were co‐cultured with WT BMDMs. On the other hand, such an effect was negligible when tumor cells were co‐cultured with *Camkk2^−/−^* BMDMs (Figure 5E). In addition to these chemokines, we also demonstrated the expression of *Cxcl10*, a critical inflammatory gene, was downregulated in stiffer environments (Figure 3); and the lack of *Camkk2* counteracts the inhibitory effect of stiffness on *Cxcl10*, thereby impairing the ability of BMDM in the stiff matrix to sustain the tumor growth. 

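Cxcl10, an interferon-induced chemokine gene, lies on chromosome 5 from 92346638 to 92348889. It was at 19.6 and 24.0 TPM in the libraries labelled WT soft 1 and 2, at 8.64 and 4.10 TPM in WT soft+IL-4 1 and 2, and was listed at 0 in WT stiff 1 and at 3.90 TPM in WT stiff 2. The log2 fold change between WT stiff and WT soft was −3.36 (SE 0.595, adjusted p = 0.00752 from limma with Benjamini-Hochberg adjustment). It was −2.21 without WT stiff 1, and in the model of the 4 libraries alone Cxcl10 was not a DE gene, with a limma and Benjamini-Hochberg adjusted p of 0.00987 to 0.21 over the alternatives. With IL-4 the log2 fold change was −1.70 (adjusted p = 0.107 from limma with Benjamini-Hochberg adjustment), which reached significance in the model of the 4 libraries alone, the adjusted p over the alternatives running from 0.0164 to 0.414. In the libraries labelled KO stiff 1 and 2 Cxcl10 was at 16.2 and 20.5 TPM and in KO soft 1 and 2 at 19.5 and 20.3 TPM. It was higher in KO stiff than in WT stiff by 3.12 on the log2 scale (adjusted p = 0.0186 from limma with Benjamini-Hochberg adjustment), or by 1.97 without WT stiff 1. With a pseudocount of 0.1 or in the model of the 4 libraries alone this difference was not significant, with a limma and Benjamini-Hochberg adjusted p of 0.0236 to 0.415 over the alternatives. In KO, Cxcl10 was at 2.29 and 3.07 TPM with IL-4, and its log2 fold change there was −2.51. The interaction of genotype and stiffness was 3.24 (SE 0.842, adjusted p = 0.143 from limma with Benjamini-Hochberg adjustment) and did not reach significance. WT soft 2, KO soft 1 and KO stiff 1 go against their labels in Camkk2, so the direction between the genotypes rests on the labels. The growth of tumors was not part of these data.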

In aggregate, data from the hydrogel model highlights the role of Camkk2 in the mechanism coupling mechanosensory response and pro‐tumoral activity of macrophages in the TME, paving the way for a translation use of 3D hydrogel co‐culture for drug screening and development.

We originally identified Camkk2 expressed in tumor stromal cells as a critical component of molecular signaling controlling the immunosuppressive microenvironment in primary tumors.^[^ ^33^, ^34^, ^49^ ^]^ The cancer‐cell extrinsic function of CaMKK2 has been validated by others, which demonstrated that *Camkk2* expressed in the host cells supports the growth of pancreatic adenocarcinoma cells,^[^ ^58^ ^]^ and impairs metastatic colonization of prostate cancer cells.^[^ ^59^ ^]^ Mechanistically, we demonstrated that deletion of *Camkk2* in the host, particularly in myeloid cells, unleashes the anti‐tumor immune response, inhibiting the growth of EO771 cells in the mammary gland fat pad.^[^ ^49^ ^]^ Noteworthy, data from the hydrogel model suggests that, alongside this immunomodulatory effect, *Camkk2* expressed in the host cells can also directly regulate the proliferation of tumor cells. To test this hypothesis, we used *Camkk2^−/−^* mice in conjunction with a metastatic model of mammary tumor cells. EO771 tumor cells expressing a bioluminescent reporter gene (EO771‐Luc) were thus inoculated in the tail vein of WT and *Camkk2^−/−^* mice, and the whole‐body metastatic burden was monitored by bioluminescence. The deletion of *Camkk2* in the host cells restrained lung metastasis development (Figure S5A, Supporting Information), enhancing the survival of *Camkk2^−/−^* compared to WT (Figure S5A,B, Supporting Information). To determine whether this effect correlated with decreased tumor cell proliferation, we replicated this experiment using an independent set of mice. These animals were euthanized 30 days after tail vein inoculation of EO771‐Luc, the lungs infiltrated by tumors showing a comparable size were collected, and multiplex stained to identify epithelial tumor cells (epidermal growth factor receptor, EGFR^+^), myeloid cells (CD68^+^), and proliferating cells (Ki67^+^). The density of Ki67^+^ tumor cells in nodules was then assessed using QuPath software.^[^ ^60^ ^]^ Interestingly, a higher density of Ki67^+^ cells was detected in the lung tumor nodules growing in WT mice compared to *Camkk2^−/−^* mice (Figure S5C, Supporting Information; Figure 5F,G). This result confirms that the deletion of *Camkk2* in host cells is associated with an increased proliferation rate of tumor cells, validating our hydrogel model of TME for translation applications.

### 2.6 Mechano‐CaMKK2‐Dependent Modulation of Immune Cell Response in Wound Healing

During wound healing, macrophages can infiltrate the wound to combat an infection and facilitate the healing process. The function and phenotype of macrophages shift dynamically throughout different stages of wound healing, including inflammatory, proliferative, and resolution phases.^[^ ^61^ ^]^ The phenotypic changes are essential for the proper orchestration of the complex healing process.^[^ ^4^ ^]^ Thus, we sought to investigate whether local stiffness would affect macrophage fate and further direct immune activities such as immune cell recruitment and inflammatory response. We chose a mouse excisional wound healing model as the initial inflammatory stage after injury, which involves various immune cells, especially macrophages, to restore tissue homeostasis in the healing process.^[^ ^62^ ^]^ We created wounds on the dorsal skin of WT and *Camkk2^−/−^* mice, treated them with soft or stiff hydrogels (**Figure** **6**A) and evaluated cell‐ECM interaction and inflammatory response. In H&E staining, almost entirely intact hydrogels were visible on day 3, with little cell infiltration into the hydrogel (Figure 6B; Figure S6A, Supporting Information). On day 7, extensive cell‐matrix interactions were seen with fragmented hydrogel, and the boundaries between gel and local tissue faded (Figure S6B, Supporting Information). Comparing the wounds in WT and *Camkk2^−/−^* animals, we found that cell infiltration and cell‐ECM integration were faster in WT, suggesting that the wound healing in WT animals progressed from inflammatory to regenerative phase faster compared with *Camkk2^−/−^* animals.

**Figure 6:**
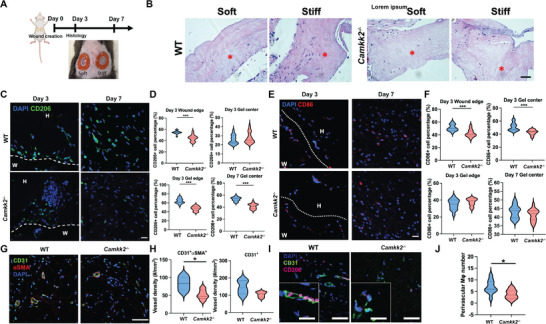
Immune and inflammatory response of the implantation of Col‐HA hydrogels to mouse excisional wounds. A) Timeline of the animal experiments. B) H&E images of the wound on day 3. Scale bar = 50 µm. Red stars indicate hydrogels. C) Representative fluorescent images of CD206 staining on day 3 and day 7. H = hydrogel, W = wound. Scar bar = 25 µm. D) Quantification of CD206^+^ cell density at the wound edge, gel edge, and gel center on day 3 and day 7. N = 3 with 15 measurements per group (*t*‐test, ***p<0.001). E) Representative fluorescent images of CD86 staining on day 3 and day 7. H = hydrogel, W = wound. Scar bar = 25 µm. F) Quantification of CD206^+^ cell density at the wound edge, gel edge and gel center on day 3 and day 7. N = 3 with 15 measurements per group (*t*‐test, ***p<0.001). G) Representative fluorescent images of CD31 and αSMA staining on day 7 to characterize the vascularization. Scale bar = 50 µm. H) Quantification of CD31^+^αSMA^+^ and CD31^+^ blood vessel density. N = 3 with 5 measurements per group (*t*‐test, *p<0.05). I) Representative fluorescent images of CD31 and CD206 staining on day 7 to characterize perivascular macrophage distribution. Scale bar = 50 µm (Insert: scale bar = 20 µm). J) Quantification of perivascular CD206^+^ cell density. N = 3 with 10 measurements per group (*t*‐test, *p<0.05).

We further characterized the phenotype of macrophages in the wound. We focused on stiff hydrogels because the in vitro data indicated that distinct WT and *Camkk2^−/−^* macrophage phenotypes were only observed in stiff hydrogels. Since the stiffening matrix only modulates the fate of WT macrophages, but not *Camkk2^−/−^* macrophages, we expected that the native macrophages in WT and *Camkk2*‐deficient animals would react differently to the stiff hydrogel. On day 3, the tissue‐hydrogel boundary was clear. Hence, we analyzed the macrophages at the wound edge, hydrogel edge, or hydrogel center. However, as on day 7 the hydrogel had been integrated with native tissues, we could analyze only the macrophages in the center of the tissue‐hydrogel complex. We found that the percentage of CD206^+^ macrophage was significantly higher in WT mice than in *Camkk2^−/−^* mice on both day 3 (wound edge and hydrogel edge) and day 7 (Figure 6C,D). CD86 staining showed that the rate of pro‐inflammatory macrophage at the wound‐hydrogel boundary was higher in WT mice than in *Camkk2^−/−^* mice, but such a trend was only observed on day 3 (Figure 6E,F).

Finally, we evaluated if different macrophage subphenotypes in WT and *Camkk2^−/−^* mice affected vascularization. Assessing CD31 and αSMA, we found more CD31^+^ vessels and CD31^+^αSMA^+^ vessels in WT mice than in *Camkk2*‐deficient mice (Figure 6G,H). To verify if pro‐regenerative macrophages participated in vascularization, we stained CD31 and CD206 to identify perivascular pro‐regenerative macrophages. We found that the WT animals had a significantly higher CD206^+^ cell density near CD31^+^ lumens than *Camkk2^−/−^* animals (Figure 6I,J), suggesting that the stiff hydrogels regulated macrophage polarization toward a pro‐regenerative phenotype, further facilitating vascularization. However, vascularization was slower in the *Camkk2^−/−^* mice, indicating that the mechanical modulation depends on CaMKK2.

### 2.7 CaMMK2 Regulates Stiffness‐Induced BMDM Polarization Through AKT/AMPK‐STAT6 Signaling

We next sought to elucidate the mechanism related to CaMKK2 that dictates macrophage fate in a stiffened microenvironment. Since CaMKK2 is a critical mediator in the calcium ion signaling, we assessed the ionic concentrations within the hydrogels under different stiffness conditions. We tested the hydrogels without cells to examine whether environmental ionic concentrations are affected by matrix stiffness, which could further influence cellular CaMKK2 activity. We found that the Ca^2+^ concentrations in the media (supernantant) were similar in soft and stiff gels, and are much higher than the results measured in the hydrogels (Figure S7A, Supporting Information). This is because the media we used contained bovine serum. Thus, we further washed the hydrogel to exclude Ca^2+^ in the media and tested local ionic concentration, which has a direct impact on cellular activity. We also observed a similar Ca^2+^ concentration in soft and stiff hydrogels. These data confirm that different matrix stiffness conditions will not cause variations in ionic concentrations in the microenvironment where macrophages reside.

Then, we investigated the downstream signaling pathways. CaMKK2 links calcium signaling with the downstream activation of AMP‐activated protein kinase (AMPK),^[^ ^63^, ^64^ ^]^ a master metabolic regulator, regulating macrophage polarization,^[^ ^65^, ^66^, ^67^, ^68^ ^]^ and mechanosensory signaling.^[^ ^50^ ^]^ Further, AKT (also known as protein kinase B) has been identified as a downstream target of CaMKK2 in tumor cells.^[^ ^69^ ^]^ We first tested the effects of stiffness and *Camkk2* deletion on Ampk phosphorylation. Western blot analyses showed that a stiffer matrix was sufficient to stimulate Ampk phosphorylation in WT BMDMs (**Figure** **7**A,B). On the contrary, *Camkk2*‐deficient BMDMs showed diminished Ampk phosphorylation, regardless of the matrix stiffness. We previously reported that CaMKK2 is required for the activation of the AMPK pathway to regulate the fate of myeloid‐derived suppressor cells.^[^ ^33^ ^]^ Here we extended this observation, demonstrating that in BMDMs, CaMKK2 links the macrophage mechanosensory response to AMPK phosphorylation. We next investigate the effects of CaMKK2 deletion on AKT signaling, which has been reported to modulate macrophage polarization.^[^ ^70^, ^71^ ^]^ The activation of AKT by CaMKK2 has been documented in cancer cells.^[^ ^69^, ^72^ ^]^ In addition, we originally found a decreased accumulation of phosphorylated Akt in lipopolysaccharides (LPS)‐stimulated *Camkk2^−/−^* BMDM compared to WT.^[^ ^30^ ^]^ Western blot analyses further showed that stiffer matrix stimulated Akt phosphorylation in WT BMDMs (Figure 7A), with 3 times increase in p‐Akt/Akt ratio (Figure 7B). However, no significant difference in the p‐Akt/Akt ratio between the two stiffness conditions was observed in *Camkk2^−/−^* BMDMs, suggesting that Akt activation in stiff matrices is dependent on Camkk2.

**Figure 7:**
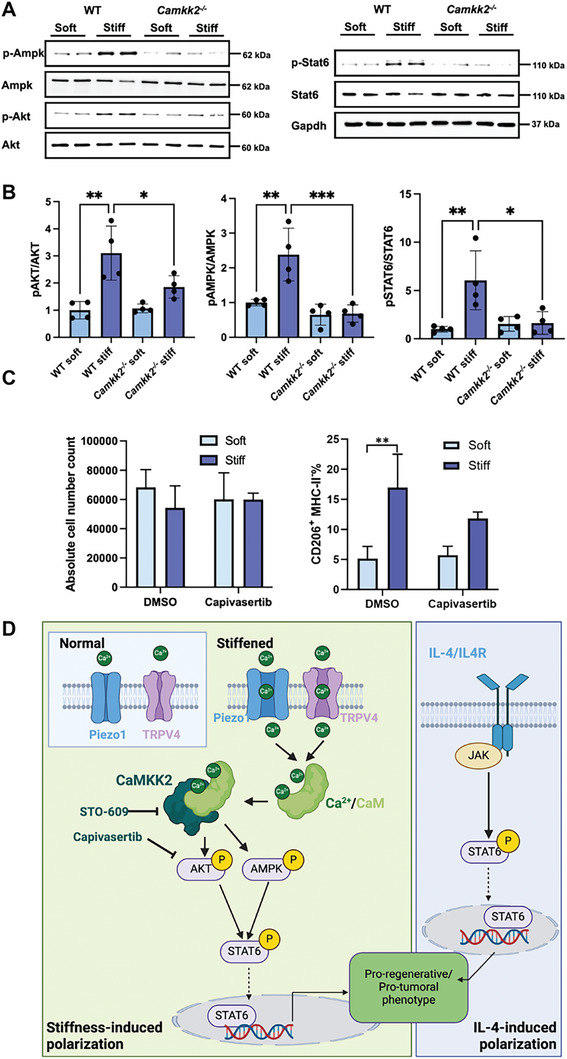
Mechanistic study of stiffness‐induced CaMKK2‐dependent BMDM polarization. A) Western blot to analyze (phosphorylated) Akt, Ampk, and Stat6 expression in different conditions. Gapdh was used as a protein loading control. D) Quantification of Western blot. The ratio of the expression of phosphorylated protein to total protein was quantified and normalized to the WT soft group. N = 4. (One‐way ANOVA, *p < 0.05, **p < 0.01, ***p<0.001). C) Flow cytometry analysis of BMDMs treated with DMSO (control) and Capivasertib (Akt inhibitor). Absolute total macrophage number and CD206^+^MHC‐II^low^ percentage were quantified. N = 3. (*t*‐test, **p < 0.01). D) Proposed mechanisms of stiffness‐induced macrophage fate change. Matrix stiffening opens mechanosensitive ion channels and causes the increased influx of Ca^2+^ ions, which activates CaMKK2 and its downstream activators (i.e., AKT, AMPK). These signaling proteins eventually facilitate STAT6 phosphorylation and translocation to the nucleus and direct macrophage polarization toward a pro‐regenerative/pro‐tumoral phenotype. In parallel, IL‐4 induced a similar polarization through JAK/STAT6 signaling independent of CaMKK2.

Since AKT regulates critical function in tumor cells, this protein is emerging as a clinically relevant target in cancer therapy.^[^ ^73^ ^]^ Alongside the direct effect on tumor cells, blocking of AKT stimulates T cell functions, promoting the expansion of tumor‐specific lymphocytes.^[^ ^74^ ^]^ Our data suggests that AKT blockers would also influence the TME by preventing the generation of M2‐like/pro‐tumoral macrophages, thereby favoring the anti‐tumor immune response while inhibiting the pro‐tumoral effects of these cells. To explore this clinically relevant hypothesis, we used Capivasertib, an FDA‐approved AKT inhibitor.^[^ ^75^ ^]^ We found that Capivasertib treatment did not affect the total macrophage number (Figure 7C, left). However, treatment with this drug was associated with a decreased percentage of the CD206^+^MHC‐II^low^ subset (Figure 7C, right). This data indicates confirmed the role of CaMKK2‐AKT signaling in the mechanism coupling the mechanosensory response to the induction of M2‐like polarized BMDMs, revealing a novel potential therapeutic use of Akt blockers to modulate macrophage polarization in stiff tissues, such as those found in tumors and fibrosis.

The signal transducer and activator of transcription protein‐6 (STAT6) is a well‐known downstream effector of IL‐4 signaling and a master regulator of the M2‐like polarization process.^[^ ^76^ ^]^ Once phosphorylated in response to IL‐4 stimulation, STAT6 translocates to the nucleus to activate the transcriptional program leading to an M2‐like phenotype.^[^ ^77^ ^]^ AKT and AMPK signaling also contribute to this process by phosphorylating STAT6.^[^ ^68^, ^71^ ^]^ Additionally, recent evidence indicates that matrix rigidity stimulates the nuclear import of STAT6, facilitating the polarization of macrophages toward the M2‐like phenotype.^[^ ^78^ ^]^ We thus examined whether exposure to a stiff matrix was sufficient to trigger Stat6 phosphorylation and the role of Camkk2 in this pathway. The results of these experiments indicated that stiffness alone was sufficient to stimulate the phosphorylation of Stat6 in WT BMDMs. In contrast, the loss of Camkk2 completely abrogated this phenomenon, indicating that in macrophages Camkk2 is required to link mechanosensory signals to Stat6‐mediated signaling (Figure 7C,D). Both IL‐4 and matrix stiffening‐induced Stat6 phosphorylation explain the overlapping phenotype of BMDM generated in soft gel in the presence of IL‐4 and those cultures in stiff matrix alone. Importantly, our data identifies Camkk2 as a crucial node that selectively regulates stiffness‐induced signaling. At the same time, deletion of *Camkk2* does not impair the ability of BMDM to polarize toward the M2‐like pathway, in response to IL‐4 stimulation. In myeloid cells, ion channels like Piezo1 and TRPV4, alongside other membrane receptors such as integrins, can capture the mechanical forces in a stiffened matrix, triggering calcium transients^[^ ^79^ ^]^ to activate CaMKK2.^[^ ^27^, ^28^, ^29^ ^]^ In our model, CaMKK2 activation phosphorylates AMPK and AKT and, in turn, stimulates STAT6 phosphorylation and translocation to the nucleus to trigger the transcriptional program driving macrophage polarization toward a pro‐regenerative/pro‐tumoral phenotype (Figure 7D, left part). In parallel, IL‐4 induces a similar polarization through Janus kinase (JAK)/STAT6 signaling but independent of CaMKK2 (Figure 7D, right part), as evidenced by the Western blot results that IL‐4 enhanced Stat6 phosphorylation regardless of Camkk2 (Figure S7B, Supporting Information). Although further studies are required to fully define the role of CaMKK2 downstream targets, such as AMPK and AKT, in this mechanism, our results open interesting translational perspectives for shaping the macrophage landscape in normal and pathological tissues by targeting CaMKK2.

## 3 Discussion

Macrophages have been shown to sense the stiffness of the environment and initiate polarization. Still, the literature has not agreed on whether a stiffer environment favors an M1 or M2 phenotype. Some studies suggested that a stiff environment promotes M1 polarization, mimicking the inflammatory conditions associated with diseases like fibrosis and atherosclerosis.^[^ ^15^, ^17^, ^21^, ^23^ ^]^ In contrast, other studies proposed that a stiff matrix favors M2 polarization, resembling the tissue repair and remodeling processes.^[^ ^16^, ^18^ ^]^ Various factors can contribute to these discrepancies: (1) these studies utilized 2D substrates with varying stiffness, which does not fully recapitulate the macrophage niche in the physiological environment; (2) the “stiff” matrix is defined differently in the literature, ranging from 1 to 1000 kPa; (3) variability of macrophage cells used in the different experiments, including transformed or tumor cell lines (e.g., RAW 264.7, U937), BMDM, monocyte‐derived macrophages; (4) Parameters used to define M1/M2 phenotype (e.g., phenotype, transcriptomics, functions), which cannot precisely characterize macrophage phenotype in varying environments.^[^ ^6^ ^]^ Here, we used primary BMDMs, which were generated using a low‐attachment plate to prevent their terminal differentiation, thus preserving their polarization potential.^[^ ^80^ ^]^ In addition, we adopted a collagen‐based hydrogel capable of dynamic stiffening to study macrophage fate in 3D. The Young's modulus of the hydrogel is less than 0.5 kPa, mimicking the stiffness of soft tissues such as adipose, lung, brain, and bone marrow.^[^ ^81^ ^]^ After stiffening, Young's modulus increased to ≈2 kPa, modeling the diseased (fibrosis, TME) state of these tissues.^[^ ^82^ ^]^ We find that such an increase in matrix stiffness drives macrophage polarization toward a CD206^+^MHC‐II^low^ phenotype, resembling pro‐regenerative and immunosuppressive TAM. The transcriptomic analyses reveal that such phenotype is associated with regeneration (oxidative phosphorylation and glycolysis) and downregulated antiviral response and inflammation, suggesting that an increase in matrix stiffness can activate macrophages, suppress inflammatory response, and promote tumor progression or regeneration.

The diverse functions of macrophages are shaped by their phenotype. Therefore, modulating macrophage fate in a diseased environment has become an evolving direction that profoundly impacts the treatment of various diseases. For example, in wound healing, it has been well elucidated that tissue‐resident dermal macrophages respond to biochemical signals and shift their phenotypes to orchestrate immune activities and wound repair.^[^ ^4^, ^61^ ^]^ Yet the role of mechanical cues, such as stiffness, is often overlooked in this process. Here, we show that the phenotype and function of native macrophages are affected by ECM stiffness. The stiffened hydrogel promotes local immune cell engraftment and integration with the matrix in the early stage, which can be attributed to its collagen‐based nature and its similar stiffness to reticular dermis tissue (i.e., 1–2 kPa).^[^ ^83^ ^]^ The stiffened hydrogel further polarizes the recruited macrophages toward a pro‐regenerative phenotype to aid vascularization and wound repair in the long term, which is consistent with our findings in vitro that BMDMs encapsulated in stiffened hydrogel polarize toward CD206^+^MHC‐II^low^ subpopulation. It is also noteworthy that the concepts of “soft” and “stiff” here are relative and context‐dependent. Future work needs to be done to delineate macrophage phenotype across a wider range of stiffness levels, thereby expanding our knowledge of macrophage behavior throughout the body. Nevertheless, our findings shed light on engineering mechanical cues in a diseased microenvironment to manipulate macrophage fate to facilitate therapeutic regeneration.

Although many studies have been conducted to elucidate the intricate interplay between macrophage phenotype and matrix stiffness, the underlying molecular mechanism has yet to be discovered. Here, we show that stiffening‐induced macrophage polarization produces a phenotype similar to IL‐4‐induced polarization. IL‐4 is an essential M2 polarizing cytokine that acts through IL‐4Rα/JAK/STAT6 signaling.^[^ ^76^ ^]^ Interestingly, we show that stiffness‐induced macrophage polarization is also associated with STAT6 phosphorylation. However, our data indicates that stiffness and IL‐4 act through different upstream signaling. In stiffness‐induced macrophage polarization, we identify CaMKK2 as a key component linking stiffness‐induced signaling to STAT6 activation and M2‐like polarization. On the other hand, our data also indicates that CaMKK2 is dispensable for IL‐4‐induced M2‐like polarization. CaMKK2 is activated by increased Ca^2+^ influx, while a variety of receptors may contribute to triggering Ca^2+^ transient in the stiff matrix. Several ion channels on macrophages, such as Piezo1^[^ ^22^, ^84^ ^]^ and TRPV4,^[^ ^85^ ^]^ are mechanosensitive and can open in response to mechanical stimuli in a stiffened environment. A recent study reported that mechanical tension triggered Piezo1 opening, Ca^2+^ influx, and M2 polarization.^[^ ^84^ ^]^ Our data highlights CaMKK2 as an essential node of this activation pathway in macrophages. The findings using an in vivo wound healing model further validates that the stiff matrices induce pro‐regenerative phenotypic shifts and facilitate vascularization and regeneration, and such mechanical modulation depends on CaMKK2. While *Camkk2* is prominently expressed in macrophages in the skin tissues, other cell types, such as fibroblasts, express considerable levels of *Camkk2*. Using germline *Camkk2* ^−/−^ mice might lead to a phenotypic change in fibroblasts that impacts the healing process. However, it is noteworthy that macrophages and fibroblasts play their roles in distinct time windows during wound healing.^[^ ^61^, ^62^, ^86^ ^]^ Macrophages are the first responders in the acute inflammation stage, and the phenotypic shifts have a profound impact on vascularization and regeneration in later stages. Fibroblasts participate in the proliferative and remodeling stages toward granulation tissue formation and ECM deposition and remodeling. In our in vivo study, we focus on characterizing macrophage's phenotype during the early inflammatory stage of wound healing, when fibroblasts have less impact. Thus, the role of CaMKK2 is investigated only in macrophages at the early stage and yet to be explored in other cell types at later stages during wound healing.

The implications of our findings hold the promise for developing novel therapeutic strategies. Mechanical cues are modulated during various pathological conditions, including cancer, atherosclerosis, and fibrosis.^[^ ^87^, ^88^ ^]^ For example, tumor tissues generally have an increased stiffness than normal tissues, and increased mechanical force signaling can shape the TME by driving the accumulation of pro‐tumoral/immunosuppressive TAM. We have shown that CaMKK2 expressed in macrophages regulates the immunosuppressive TME, inhibiting the tumor growth, and stimulating the anti‐tumor immune response.^[^ ^89^ ^]^ In the current study, we identify CaMKK2 as an important target to modulate the detrimental effects of ECM stiffness on TAM, and possibly other myeloid cell types playing an important role in TME. Countermeasures to block CaMKK2 and suppress stiffness‐induced macrophage polarization would be critical to shaping TME characterized by high stiffness. Noteworthy, our data indicates that CaMKK2 blockers could be leveraged to shape the macrophage landscape in normal, aged, or fibrotic tissues. It is noteworthy that CaMKK2 signaling does not interfere with IL‐4‐induced macrophage polarization. Hence, using CaMKK2 inhibitors would selectively modulate macrophage fate in stiff tissues, whereas the IL‐4‐induced macrophage polarization in non‐tumor tissues would remain unaffected. This is critical because IL‐4‐induced alternative macrophage activation is crucial for its pro‐regenerative and anti‐inflammatory functions in normal tissues.^[^ ^90^, ^91^ ^]^

Downstream proximal components of CaMKK2 signaling in macrophages include AMPK and AKT, which regulate survival metabolic response, and their terminal polarization.^[^ ^68^, ^70^, ^71^ ^]^ We found that CaMKK2 is required to link stiffness signaling with AMPK and AKT phosphorylation. AMPK has been identified as a potent counter‐regulator of inflammatory signaling pathways in macrophages.^[^ ^68^ ^]^ Blocking of AMPK signaling enhances inflammatory cytokines in response to bacterial LPS, while preventing their polarization toward a pro‐regenerative phenotype.^[^ ^65^, ^67^ ^]^ Interestingly, AMPKα can directly bind to and phosphorylate STAT6 at Ser564, amplifying the IL‐4/IL‐13 mediated STAT6 signaling, and further promoting the generation of M2‐like pro‐tumoral macrophages.^[^ ^92^ ^]^ Our data suggests that a similar mechanism could link mechanosensory response to CaMKK2‐AMPK signaling, fostering M2 polarization in response to stiff ECM.

AKT regulates critical function in tumor cells and for this reason, this protein is emerging as a clinically relevant target in cancer therapy.^[^ ^73^ ^]^ Alongside the direct effect on tumor cells, blocking of AKT stimulates T cell functions, promoting the expansion of tumor‐specific lymphocytes.^[^ ^74^ ^]^ Our data indicates that CaMKK2 is required to couple the mechanosensory signaling with AKT activation in macrophages. The effect of Capivasertib on stiffness‐induced M2‐like polarization confirms the biological relevance of CaMKK2‐AKT signaling, suggesting a novel therapeutic application of this drug class to prevent and revert the accumulation of pro‐tumoral TAM in stiff TME, and shaping the macrophage repertoire in other pathological tissues characterized by increased stiffness.

## 4 Conclusion

Our study shows the impact of ECM stiffness on macrophage fate and ECM and identifies a novel mechanism by which matrix stiffening regulates macrophage polarization. We highlight the potential of targeting the stiffness‐sensitive CaMKK2 pathway as a promising strategy to reduce immunosuppression for cancer therapy and regulate the immune response in wound healing. Future studies should extrapolate our findings into other disease models and clinical settings.

## 5 Experimental Section

### Hydrogel Preparation

Methacrylate hyaluronic acid (HA‐MA) was synthesized as previously reported and dissolved in deionized (DI) water at 20 mg mL^−1^.^[^ ^36^ ^]^ Methacrylate type‐I collagen (Col‐MA, Advanced Biomatrix) was dissolved in 20 mm acetic acid at 8 to make a stock solution. Irgacure 2959 (Advanced Biomatrix) was dissolved in methanol at 250 mg mL^−1^. To prepare 1 mL of Col‐MA/HA‐MA solution for soft gel, 500 µL of Col‐MA stock solution (final concentration at 4 mg mL^−1^), 50 µL of HA‐MA stock solution (final concentration at 1 mg mL^−1^), and 410 µL of Dulbecco's Modified Eagle's Medium (DMEM, Gibco) were mixed. The hydrogel solution was neutralized using 40 µL of the neutralization solution (Advanced Biomatrix) and incubated at 37 °C for 30 min for physical crosslinking. To prepare 1 mL of Col‐MA/HA‐MA solution for stiff gel, 750 µL of Col‐MA stock solution (final concentration at 6 mg mL^−1^), 50 µL of HA‐MA stock solution (final concentration at 1 mg mL^−1^), and 140 µL of DMEM were mixed and then neutralized with 60 µL of the neutralization solution and incubated at 37 °C for 30 min. For stiffening, Irgacure 2959 solution (final concentration at 2.5 mg mL^−1^) was added and incubated with the gel for 20 min to allow it to diffuse into the gel. UV light (λ = 365 nm) was applied for 300 s to induce photocrosslinking. The hydrogel was washed with phosphate‐buffered saline (PBS) to remove excessive photocrosslinker.

### Hydrogel Characterization—Storage Modulus Measurement

Bulk stiffness was measured using an HR 20 Rheometer (TA Instruments) equipped with an 8‐mm crosshatched plate. Storage modulus G' was monitored at a fixed strain rate of 1% and fixed frequency of 1 Hz at 37 °C. Axial force was kept at 0.02‐0.03 N during measurements.

### Hydrogel Characterization—Young's Modulus Measurement

Young's modulus was measured using AFM (Nanowizard V BioScience, Bruker) equipped with SAA‐SPH‐10 µm probes (Bruker). Contact mode indentation tests were performed near the center of each hydrogel. The parameters used in this experiment were 5 nN for setpoint, 2 µm for Z length, 2000 Hz for sample rate, and 2 µm ^−1^s for speed. The Young's modulus was calculated by fitting the force‐displacement curves with the Hertz model with an assumed Poisson's ratio of 0.5.

### Hydrogel Characterization—Fiber Analysis

Reflective microscopy (640 nm, Nikon Eclipse Ti2 microscope) was used to analyze collagen‐HA fiber. Fiber diameter and coverage area were analyzed using Nikon NIS software. At least 10 images from 3 replicates were used for quantification.

### Cell Culture—Generation of BMDM

L929 conditioned medium (L929‐CM) was used as a source of macrophage colony‐stimulating factor to generate BMDM.^[^ ^93^ ^]^ To generate L929‐CM, L929 cells were maintained in DMEM supplemented with 10% heat‐inactivated fetal bovine serum (FBS, Hyclone), 2 mM GlutaMax supplement (Thermo Fisher), and 100 U mL^−1^ penicillin‐streptomycin (Thermo Fisher). When the L929 cells reached 70% confluence, the medium was refreshed and then collected after 3–4 days. L929‐CM was then collected, filtered through a 0.22 µm filter, aliquoted, and stored at ‐20 °C until required. The protocol to generate BMDM has been described previously.^[^ ^30^ ^]^ Briefly, bone marrow (BM) cells were collected from the femur and tibiae of WT and *Camkk2^−/−^* male and female C57Bl/6 mice (8‐10 weeks). The BM suspensions were passed through a 70 mm strainer (BD Falcon) and the red blood cells were lysed using RBC lysis buffer (BioLegend). The BM cells were collected and adjusted to 2 × 10^6^ mL^−1^ in DMEM conditional media (10% FBS and 30% L929‐CM). BMs were plated in ultra‐low attachment multi‐well plates (Corning Costar) at 2 × 10^6^/well. On day 4, half of the medium was refreshed and the cells were ready to use.

### Cell Culture—Mammary Tumor Cells

EO771 (parental) and EO771 expressing the infrared fluorescent protein (EO771‐IRFP) cells were provided by Dr. Donald McDonnell, Department of Pharmacology and Cancer Biology, Duke University. Cells were cultured in RPMI‐1640 (Gibco) supplemented with 8% FBS with 4.5g L^−1^ D‐(+)‐glucose solution (Millipore Sigma),10 mM HEPES (Thermo Fisher),1.0 mM sodium pyruvate (Thermo Fisher), and 100 U mL^−1^ penicillin‐streptomycin, as previously described.^[^ ^49^ ^]^ Cells were maintained in a humidified 37 °C CO_2_ incubator and passed at 70% confluence.

### Cell Encapsulation

For cell encapsulation into the hydrogel, the hydrogel solution was prepared and neutralized as described above. Then, BMDM was resuspended in DMEM and mixed with the hydrogel solution at a final concentration of 4 × 10^6^ mL^−1^. Dynamic stiffening was induced 24 h after cell encapsulation by UV crosslinking, as described above. Live/dead staining (Thermo Fisher L3224) and caspase 3/7 (Thermo Fisher C10423) staining were performed to evaluate the survival and apoptosis of macrophages after 48 h of incubation.

For BMDM‐EGFP/EO771‐IRFP co‐culture experiment, WT or *Camkk2* ^−/−^ BMDMs were encapsulated in the hydrogel at a final concentration of 4 × 10^6^ mL^−1^. Hydrogel without BMDM encapsulation was used as the control group. Matrix stiffening was induced using the method described above. EO771 cells were seeded on the hydrogel surface at a density of 2000/gel 24 h after stiffening. After seeding EO771 cells for 48 h, Z‐stack fluorescent images of the hydrogel construct were taken using a Nikon Eclipse Ti2 microscope, and the density of EO771 cells was quantified. The hydrogels were fixed for immunofluorescent staining (see the following section).

### Flow Cytometry—Macrophage Phenotype

After stiffening, the cells were cultured for 48 h. Then, the hydrogel was digested by collagenase IV (400 U mL^−1^, Stem cell technologies) at 37 °C for 1 h. The detached BMDM were collected and stained with PE anti‐CD11b, PE‐Cy7 anti‐F4/80, APC anti‐CD206, and APC‐Cy7 anti‐MHC‐II. Detailed information for all antibodies used was provided in the source file in the supporting information. Counting beads (CountBright, Invitrogen) were added to the analytes to determine the absolute cell number. The stained cells were analyzed using a FACSCanto flow cytometer (BD). CD206/MHC‐II expression was analyzed for CD11b^+^F4/80^+^ gated cells. The percentage of CD206^+^MHC‐II^low^ and CD206^−^MHC‐II^high^ cells was calculated for at least 3 hydrogel replicates.

### Flow Cytometry—CaMKK2 Expression

BMDMs from CaMKK2‐EGFP mice were encapsulated in soft and stiff hydrogels for 48 h. Post‐culture, the cells were harvested, and the expression of the EGFP reporter was quantified using flow cytometry. BMDM generated from regular C57Bl/6 mice were used as negative control for EGFP expression

### Immunofluorescent Staining, Imaging, and Quantification

Hydrogels containing BMDMs or EO771 cells were fixed using 3.7% formaldehyde (Millipore Sigma) for 20 min at room temperature. The constructs were then permeabilized with 1% Triton‐X100 in PBS for 1 h at room temperature and incubated with 3% bovine serum albumin (BSA) in PBS for 1 h at room temperature to reduce the non‐specific binding. The constructs were incubated with primary antibodies, including rabbit anti‐CD206 (1:100, Abcam) and mouse anti‐Ki67 (1:100, Abcam), overnight at 4 °C. After that, the constructs were incubated with corresponding secondary antibodies and phalloidin (Invitrogen). Nuclei were stained with DAPI. The samples were washed 3 times with PBS between any two steps. Fluorescent images were taken by Nikon EclipseTi2 microscope using Z‐stack mode. Maximum intensity projection images were generated by Nikon NIS analysis software. Image quantification was conducted using Nikon NIS analysis software and ImageJ.

### Gene Expression

RNA was extracted using TRIzol reagent (Invitrogen) and purified by RNeasy mini kit (Qiagen). Complimentary DNA was synthesized using GoScript reverse transcription mix (Promega). Gene expression was performed by real‐time RT‐PCR, using Maxima SYBR Green/Fluorescein Master Mix (Thermo Fisher). Primer sequences are provided in the supplementary materials in **Table** **2**. β‐actin (*Actb*) served as the housekeeping gene. The ΔΔCt method was used for data analysis.

**Table 2:** Primers used for real‐time RT‐qPCR.

Gene	Species	Forward [5′‐3′]	Reverse [5′‐3′]
*Actb*	Mouse	GATGTATGAAGGCTTTGGTC	TGTGCACTTTTATTGGTCTC
*Retnla*	Mouse	GATGAAGACTACAACTTGTTCC	AGGGATAGTTAGCTGGATTG
*Chil3*	Mouse	CTTCTAAGACTGGAATGGTG	GTACAAACCTCATAGTAAGCC
*Lgals3*	Mouse	AACACGAAGCAGGACAATAACTGG	GCAGTAGGTGAGCATCGTTGAC
*Irf7*	Mouse	TAAGGTGTACGAACTTAGCC	TACTGCAGAACCTGTGTG
*Tlr7*	Mouse	CTTCAAGAAAGATGTCCTTGG	AAATTTGTCTCTTCCGTGTC
*Ifit3*	Mouse	TTCTGCTGCCTGGGCTTCATAG	ACCAAGGTGCTGATGTTCAGGC

### RNA‐Sequencing and Differential Gene Expression Analysis

RNA was extracted and purified as described above. RNA from 2 biological replicates for each experimental point was used for RNA sequencing (Novogene). Messenger RNA was purified from total RNA using poly‐T oligo‐attached magnetic beads. After fragmentation, the first strand of cDNA was synthesized using random hexamer primers. The second strand cDNA was synthesized using dUTP, instead of dTTP. The directional library was ready after end repair, A‐tailing, adapter ligation, size selection, USER enzyme digestion, amplification, and purification. PolyA‐selected, strand‐specific libraries were prepared and sequenced on the Illumina Novaseq Platform, which generates twenty million PE150 reads output data (6GB). The original raw data from the Illumina platform were transformed into Sequenced Reads, known as Raw Data or RAW Reads, by base calling. Raw data were recorded in a FASTQ file, which contains sequencing reads and corresponding sequencing quality.^[^ ^94^ ^]^ The RNAseq dataset was analyzed by Dr. Jianhong Ou, Regeneromics, Duke Regeneration Center, Duke University. Briefly, the RNA‐seq datasets were processed using the RNA‐seq pipeline implemented in snakePipe.^[^ ^95^ ^]^ Specifically, paired‐end reads were mapped to the mouse genome (mm10) using STAR aligner^[^ ^96^ ^]^ with default settings. Reads mapped to genes were counted using featureCounts^[^ ^97^ ^]^ to obtain the gene‐level counts, and differential expression was done using DESeq in R.^[^ ^98^ ^]^ The complete list of identified genes was used to generate volcano plots. iDEP‐integrated web platform (http://ge‐lab.org/idep/) was used for volcano plots, Venn diagrams, and enrichment pathway analysis.^[^ ^99^ ^]^ STRING database (https://string‐db.org/)^[^ ^100^ ^]^ was used for network analysis and representation. Raw data are accessible through NCBI Gene Expression Omnibus, accession number GSE273834.

### Animal Study

Division of Laboratory Animal Resources in Duke University Medical Center engineered genotype and breed. All animal care and experiment procedures were conducted according to the National Institutes of Health guidelines. The animal protocols were approved by the Division of Laboratory Animal Resources of Duke University (Protocol # A207‐23‐10 and A062‐23‐03 for tumor and wound healing studies, respectively).

### Tail‐Vein Metastasis Studies

WT and germline *Camkk2^−/−^* mice have been previously described.^[^ ^101^ ^]^ EO771‐Luc cells expressing a bioluminescent trackable marker (fireflight luciferase) were acquired from the laboratory of Donald McDonnell (Duke University, Durham, NC), and have been described previously.^[^ ^102^ ^]^ EO771 (EO771‐Luc) cells were inoculated in the tail vein of 8–10 weeks WT and *Camkk2^−/−^* mice, and tumor growth was monitored as previously reported.^[^ ^102^ ^]^ Briefly, 300000 tumor cells were injected into the lateral tail vein. To monitor tumor growth, mice were regularly anesthetized with isoflurane and intravenously administered 100 µL luciferin (Regis Technologies, cat no. 1–360243–200) at the standard concentration of 50 mM. Bioluminescence was then measured using an IVIS (in vivo imaging system) Lumina XR optical imaging system with an exposure time of 2 to 3 min. Mice were euthanized at the humane or experimental endpoint (60 days after tumor cell tail vein injection), whichever came first. Lungs were removed to assess the presence of tumor mass.

### Wound Healing Model

Male 12‐week‐old C57BL/6J (WT) or *Camkk2^−/−^* mice were anesthetized using isoflurane. After hair removal, a biopsy punch (AD surgical) was used to create two full‐thickness, 5‐mm‐diameter wounds on the dorsal skin. Silicone wound splints (Grace Bio‐Labs) were applied and sutured onto the skin to reduce the contraction of excisional wounds. Soft and stiff hydrogels were applied topically to the wound and covered by Tegaderm film (3M). On days 3 and7, the animals were euthanized, and the wound tissue was extracted for flowhistology and immunohistochemical analyses.

### Histology and Immunohistochemical Staining (IHC)—Lung Tumor

Lung sections were stained with 3 antibodies to detect myeloid cells, tumor epithelial cells, and proliferating cells using rabbit polyclonal CD68 antibody (Abcam, catalog#: ab125212), rabbit monoclonal antibody EGFR (D1P9C; Cell Signaling catalog#: 71655s), and rabbit monoclonal antibody Ki67 (SP6; Abcam catalog#: ab16667), respectively. Ki67 and EGFR were diluted at 1:200, while CD68 was at 1:50 dilution, with Discovery Ab Diluent (cat# 760‐108). IHC tests were performed using the Ultra Discovery automated staining platform. The tissue sections were pretreated (epitope retrieval) with Roche cell conditioning solution CC1 (Roche catalog#. 950‐124) for 32 min, then incubated first with Ki67 for 20 min at 37 °C. After binding of the primary antibody, Roche anti‐rabbit HQ (cat.760‐4815) was applied and incubated for 8 min, followed by 8 min incubation with anti‐HQ HRP (760‐4820) for antigen detection. For visualization, Disc. ChromoMap DAB (760‐159) was applied and incubated for 5 min. Before the dual sequence EGFR was applied, the first sequence reaction was denatured by raising the temperature to 93 °C for 8 min. Then Disc inhibitor (760–4840) was added to neutralize the HRP activity in the first sequence. Rabbit monoclonal EGFR was applied and incubated for 20 min at 37 °C. After binding the primary antibody, Roche anti‐rabbit HQ was applied and incubated for 8 min, followed by 8 min of incubation with anti‐HQ HRP. For visualization, Discovery Purple HRP (760‐229) was applied and incubated for 16 min. Before the triple sequence CD68 was applied, the denaturing and the neutralization steps, as mentioned above, were repeated. CD68 was added and incubated for 32 min at 37 °C. The binding of the CD68 was detected with Roche anti‐rabbit‐NP (760‐4817) for 12 min, followed by incubation with anti‐NP AP (760‐4827) for another 12 min. For visualization, Discovery Yellow (760‐239) was applied and incubated for 20 min. The nucleus was counterstained for 4 min with hematoxylin (760‐2021) and incubated for 4 min with bluing reagent (760‐2037). Same species negative control antibodies were run in parallel with each primary antibody. Histological sections were digitized via an Aperio GT450 whole slide scanner at 40x (Leica Biosystems, Buffalo Grove IL). Images were visualized utilizing the Aperio ImageScope software V12.3.3.5048 (Leica Biosystems, Buffalo Grove IL). QuPath‐0.5.1‐x64 was used for quantitative analysis of images.

### Histology and Immunohistochemical Staining (IHC)—Wound Healing Model

After the euthanasia of the animal, the hydrogel and surrounding wound tissue were collected and fixed in 4% paraformaldehyde overnight, embedded in paraffin, and serially sectioned at 5 µm. Hematoxylin and eosin staining was performed. For immunohistochemical analysis, following deparaffinization, antigen retrieval, and blocking, the sections were incubated with primary antibodies, including rat anti‐F4/80 (1:100, eBioscience), rabbit anti‐CD206 (1:100, Abcam), rabbit anti‐CD86 (1:100, Invitrogen), rabbit anti‐alpha smooth muscle actin (1:100, Abcam) and rat anti‐CD31 (1:150, eBioscience), overnight at 4 °C. Detailed information for all antibodies used was provided in the source file in the supporting information. The sections were washed 3 times in PBS and incubated with corresponding secondary antibodies. Nuclei were stained with DAPI. Quantification of the staining was performed using Nikon NIS analysis software and ImageJ.

### Western Blot

At pre‐determined time points, the hydrogel was digested by collagenase IV (400 U mL^−1^) at 37 °C for 1 h. The detached BMDM were lysed using radioimmunoprecipitation assay buffer (Thermo Fisher) containing protease and phosphatase inhibitor (Thermo Fisher). Protein concentration was determined by a BCA assay kit (Thermo Fisher). Protein was boiled at 95 °C for 5 min, loaded at a concentration of 20 µg per lane, and separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis. Low‐fluorescence polyvinylidene fluoride membranes (Bio‐rad) were used to transfer the proteins at 4 °C overnight. Protein transfer was confirmed using Ponceau‐S staining. The blots were blocked for 1 h with 5% BSA in Tris‐buffered saline containing 0.1% Tween 20 (TBST) for phosphorylated protein detection and 5% milk in TBST for non‐phosphorylated protein detection. Then the membranes were incubated with primary antibodies at 4 °C. The primary antibodies used in this study include GAPDH, phosphor‐AKT, AKT, phosphor‐AMPK, AMPK, phosphor‐STAT6, and STAT6. Detailed information for all antibodies used was provided in the source file in the supporting information. After overnight incubation, the blots were washed with TBST three times and incubated with anti‐mouse or rabbit HRP‐conjugated secondary antibodies. Immunoblots were detected by an enhanced chemiluminescence western blotting substrate (Thermo Fisher) and imaged using ChemiDoc Imaging System (Bio‐Rad). Analyses were performed using ImageJ. The ratio of the expression of phosphorylated protein to total protein was quantified and normalized to the WT soft group. Original blots were included in Figure S7C (Supporting Information).

### Calcium Assay

Calcium ion concentration was measured in soft and stiff hydrogels using a calcium assay kit (Abcam 102505). Hydrogels without cells were fabricated and incubated in BMDM culture medium. After 48 h, hydrogel and media (supernatant) were separated and the calcium ion level was determined using the protocol provided by the manufacturer. Hydrogel was washed with calcium‐free DPBS before testing to remove the calcium in the serum.

### Statistical Analysis

All experiments were performed at least in biological triplicates (N = 3 or more). All data were presented as means ± SD, as indicated in the figure. Statistical analysis was performed between 2 groups using t‐tests, or among 3 or more groups using one‐way analysis of variance (ANOVA) with Tukey's post hoc test, or as indicated in the figure legend, using GraphPad Prism 10. Significance levels were set at *p < 0.05, **p < 0.01, ***p < 0.001, and ****p<0.0001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

L.R and S.G are also co‐senior authors. S.G., L.R., and Y.G. conceived and designed the study; Y.G., M.Z., J.S., M.N., T.A., and R.K. carried out the experiments; S.G., L.R., and Y.G. contributed to funding acquisition; S.G. and L.R. supervised the project; Y.G., L.R., and S.G. wrote the original draft, reviewed, and edited.

## Supporting information

Supporting Information

## Data Availability

This article and its supplementary data file include all data generated or analyzed in this study. Raw data points are available from the corresponding author on a reasonable request. RNA‐seq data are accessible through NCBI Gene Expression Omnibus, accession number GSE273834. This paper does not report the original code.

# Supplementary material for: CaMKK2 Regulates Macrophage Polarization Induced by Matrix Stiffness: Implications for Shaping the Immune Response in Stiffened Tissues
**Source:** Adv Sci (Weinh). 2025 Mar 4;12(16):2417778. doi: 10.1002/advs.202417778
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

CaMKK2 regulates macrophage polarization induced by matrix stiffness: implications for shaping the immune response in stiffened tissues

Ya Guan, Min Zhang, Jiyeon Song, Marcos Negrete, Tyler Adcock, Reeva Kandel, Luigi Racioppi* and Sharon Gerecht*

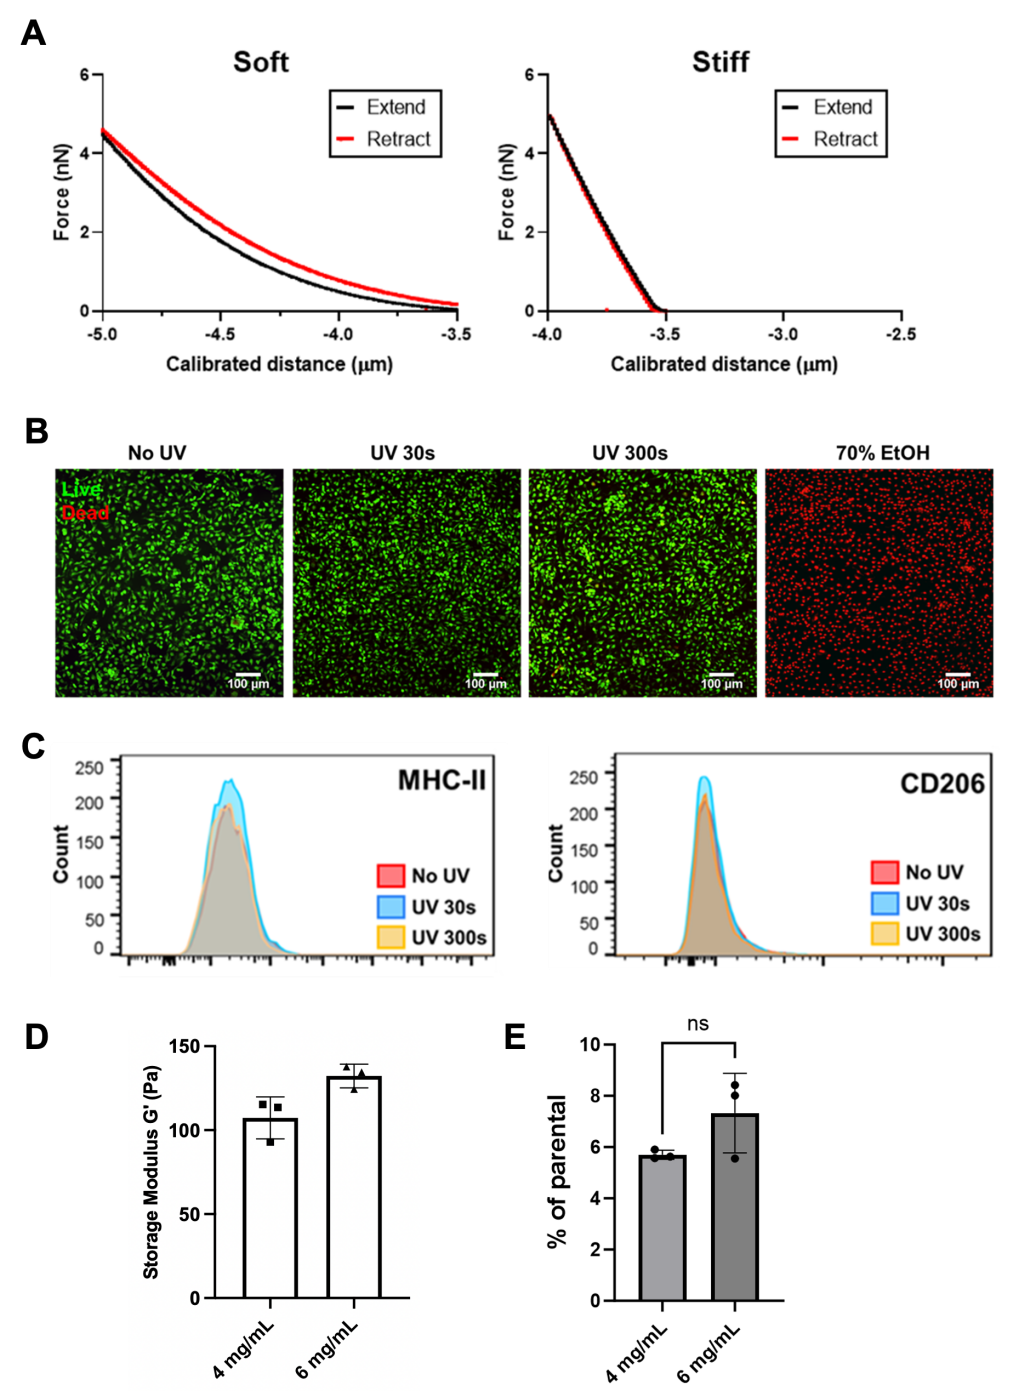

**Figure S1. Fabrication and characterizations of the dynamically stiffening hydrogel.**

(A) Force distance curve of the AFM measurement used to determine the Young’s modulus of soft and stiff Col-HA hydrogels. (B) Representative live/dead staining images of BMDMs treated with or without UV and cultured for 24 hours. (C) MHC-II and CD206 expression on CD11b^+^F4/80^+^ gated BMDMs treated with or without UV and cultured for 24 hours. (D) Rheology measurement of the storage modulus of the non-crosslinked hydrogels with different collagen concentrations. (N=3, p=0.22). (E) CD206^+^MHC-II^low^ cell percentage of CD11b^+^F4/80^+^ gated BMDMs in non-crosslinked hydrogels with different collagen concentrations.

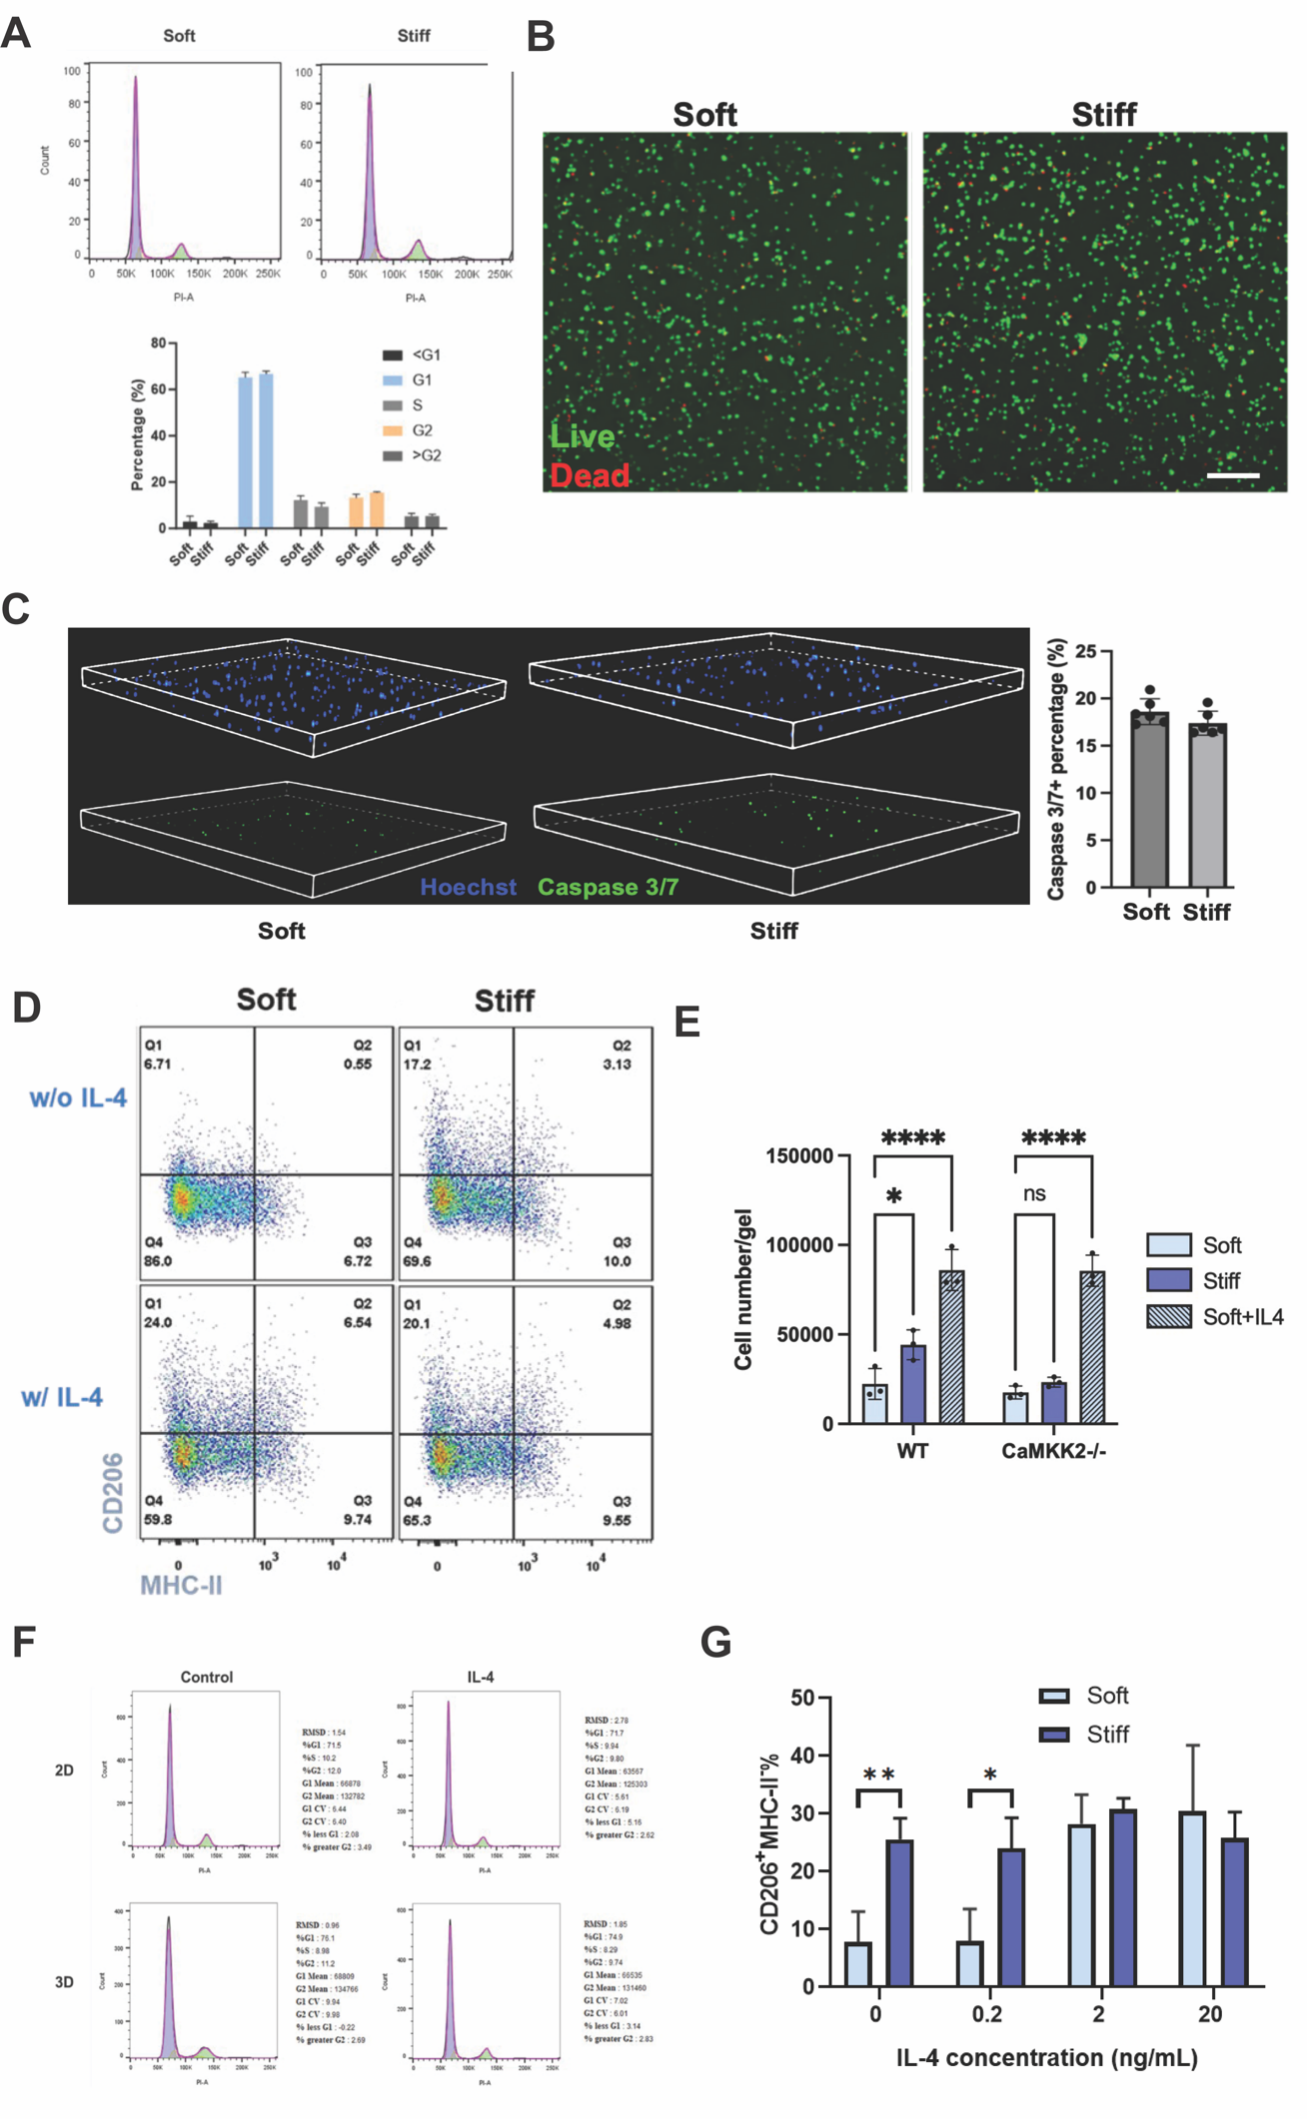

**Figure S2. BMDM’s phenotypic polarization upon dynamic stiffening.**

(A) Flow cytometry histograms of propidium iodide (PI) staining of the BMDMs to analyze the cell cycle in soft and stiff hydrogels. (B) Live and dead staining of BMDMs encapsulated in soft and stiff hydrogels after 2 days. Scale bar = 50 µm. (C) Caspase 3/7 staining and quantification to evaluate macrophage apoptosis in soft and stiff hydrogels after 2 days. N =3.

(D) Dot plot flow cytometry analysis of CD206 and MHC-II expression on CD11b^+^F4/80^+^ gated BMDMs encapsulated in the hydrogels after 2 days. (E) CD206^+^MHC-II^low^ cell number count from CD11b^+^/F4/80^+^ gated BMDMs encapsulated in the hydrogels after 2 days, N = 3 (Two-way ANOVA, *p<0.05, ****p<0.0001). (F) Flow cytometry histograms of propidium iodide (PI) staining of the BMDMs to analyze the cell cycle with or without IL-4 (20 ng/mL). (G) Flow cytometry analysis of CD206/MHC-II expression on CD11b^+^F4/80^+^ gated BMDMs encapsulated in the hydrogels and treated with different concentrations of IL-4 after 2 days.

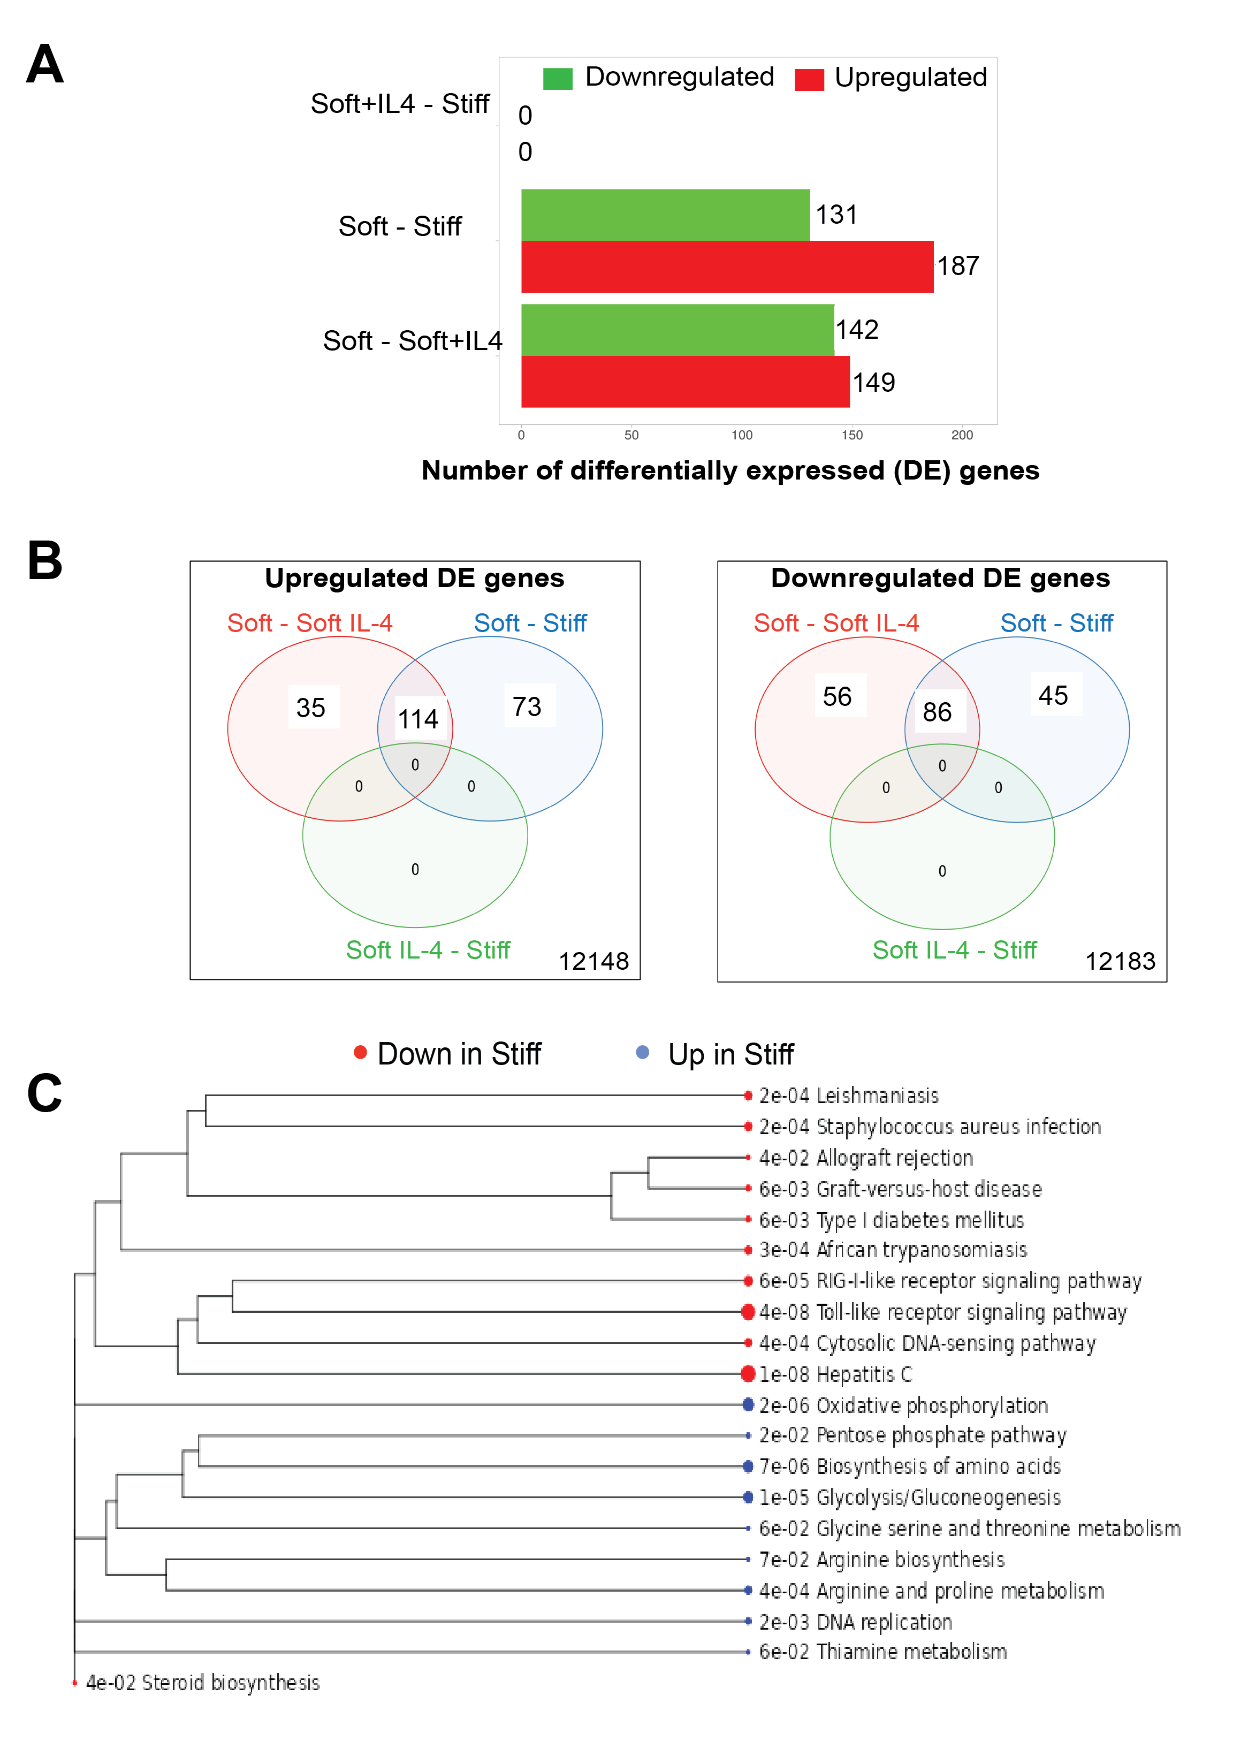

**Figure S3. Transcriptomics analysis of the BMDMs in dynamically stiffened hydrogel.**

(A) Number of differentially expressed genes in soft, soft+IL-4, and stiff conditions. (B) Venn diagram of the differentially expressed genes. (C) Gene ontology pathway analysis based on differentially expressed genes comparing soft and stiff conditions.

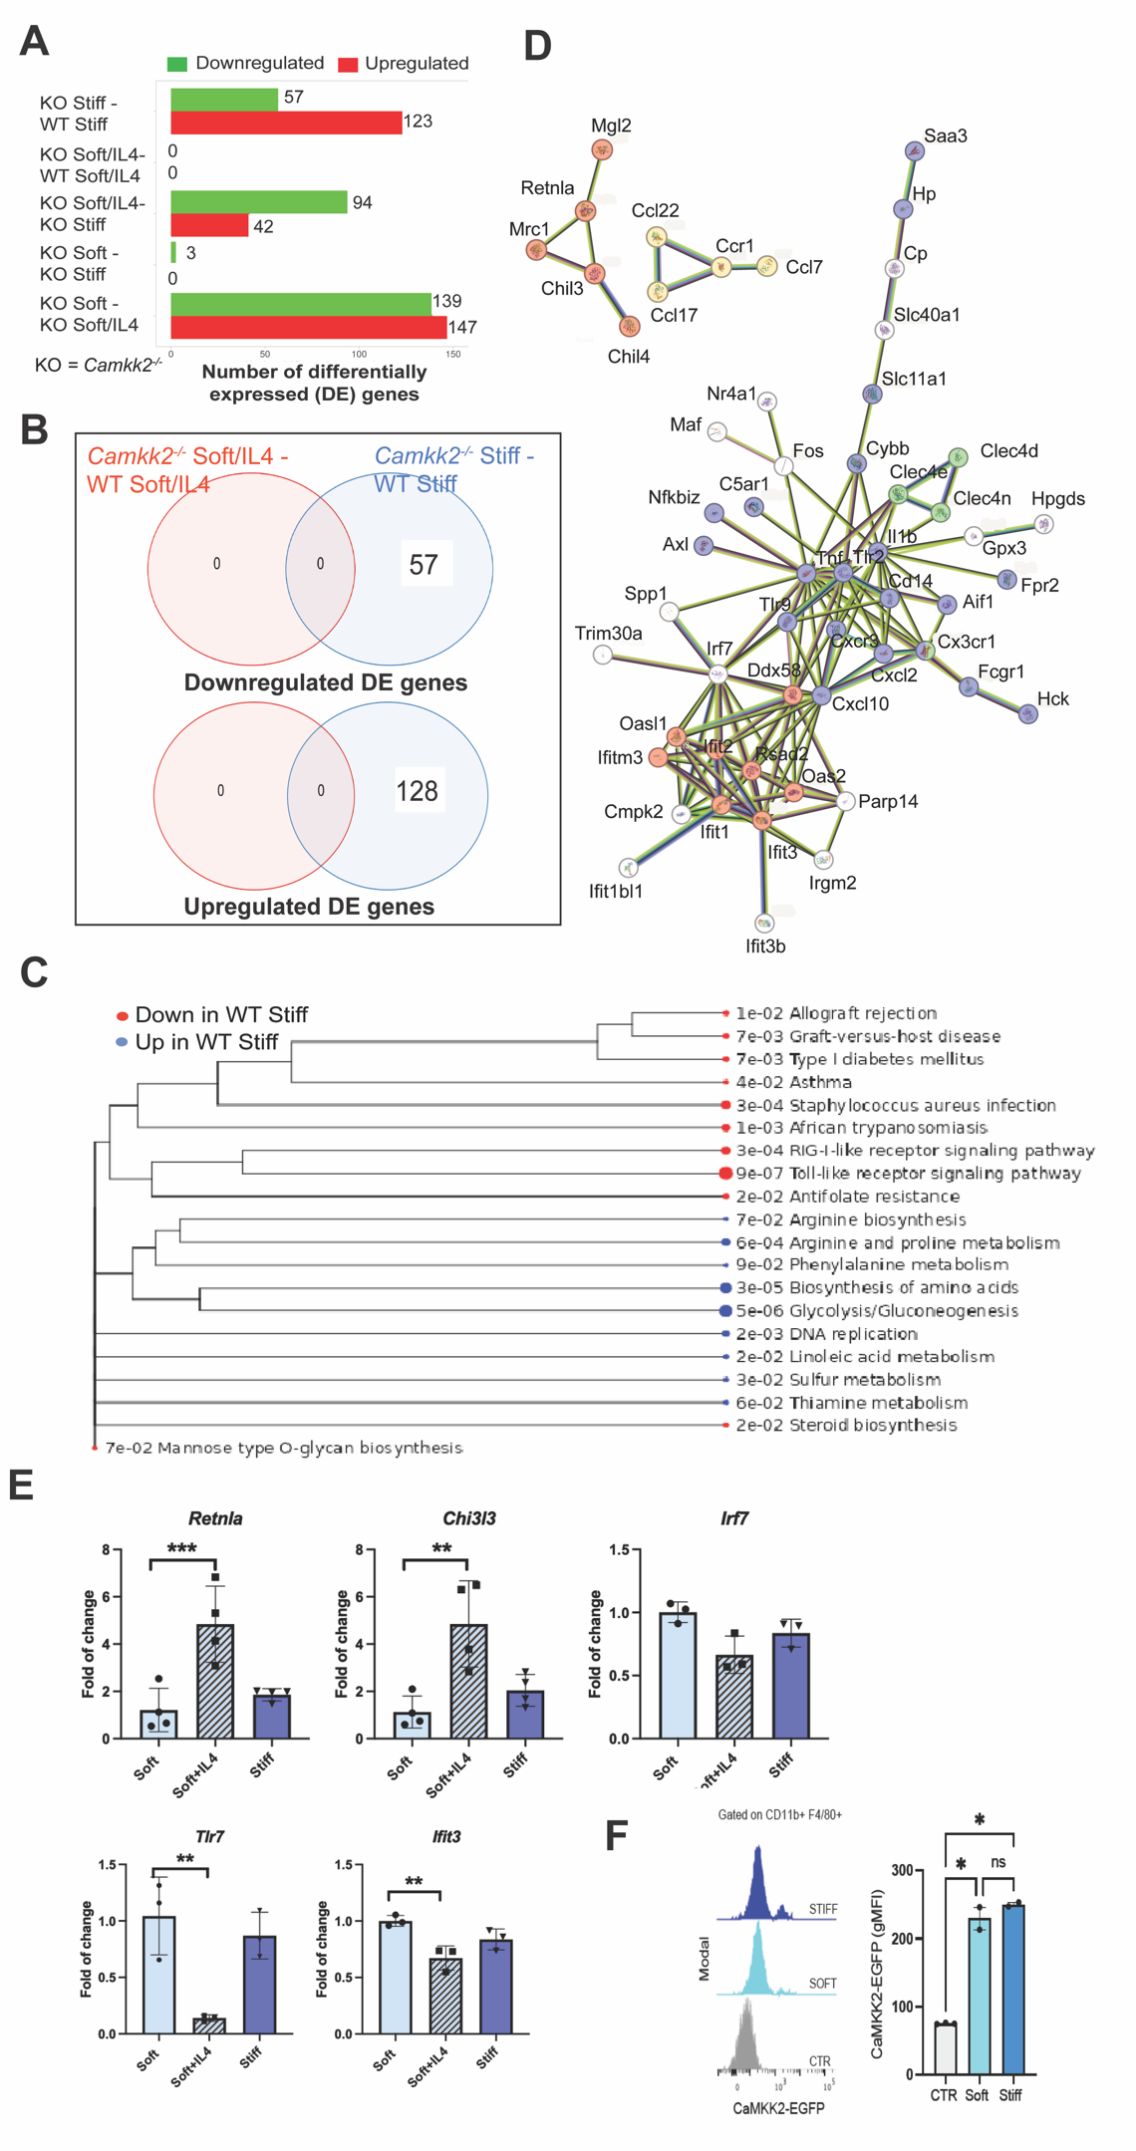

**Figure S4. Role of Camkk2 in stiffness-induced BMDM polarization.** (A) The number of differentially expressed genes in WT and *Camkk2^-/-^* (KO) BMDMs in soft, soft+IL-4, and stiff conditions. (B) Venn diagram of the differentially expressed genes. (C) Gene ontology pathway analysis based on differentially expressed genes comparing WT stiff and *Camkk2^-/-^* stiff conditions. (D) Network analysis of DE genes upregulated (top) and downregulated (bottom) in WT stiff compared to *Camkk2^-/-^* BMDM. (E) Real-time RT-qPCR analysis of pro-regenerative and pro-inflammatory genes expressed by *Camkk2^-/-^* BMDMs in soft, soft+IL-4, and stiff conditions. (F) Effects of dynamic stiffening on Camkk2 promoter activity in BMDM. Macrophages were generated from the bone marrow of CaMKK2-EGFP reporter mice and encapsulated in soft and stiff hydrogels. After 48 hours, BMDM were recovered from hydrogels and EGFP expression was assessed by flow cytometry. (Left) EGFP expression on CD11b^+^/F4/80^+^ BMBM recovered from stiff and soft hydrogels. BMDM generated from regular C57Bl/6 mice were used as negative control for EGFP expression. (Right) EGFP geometric mean (gMFI). Two-way ANOVA, *p<0.05.

**
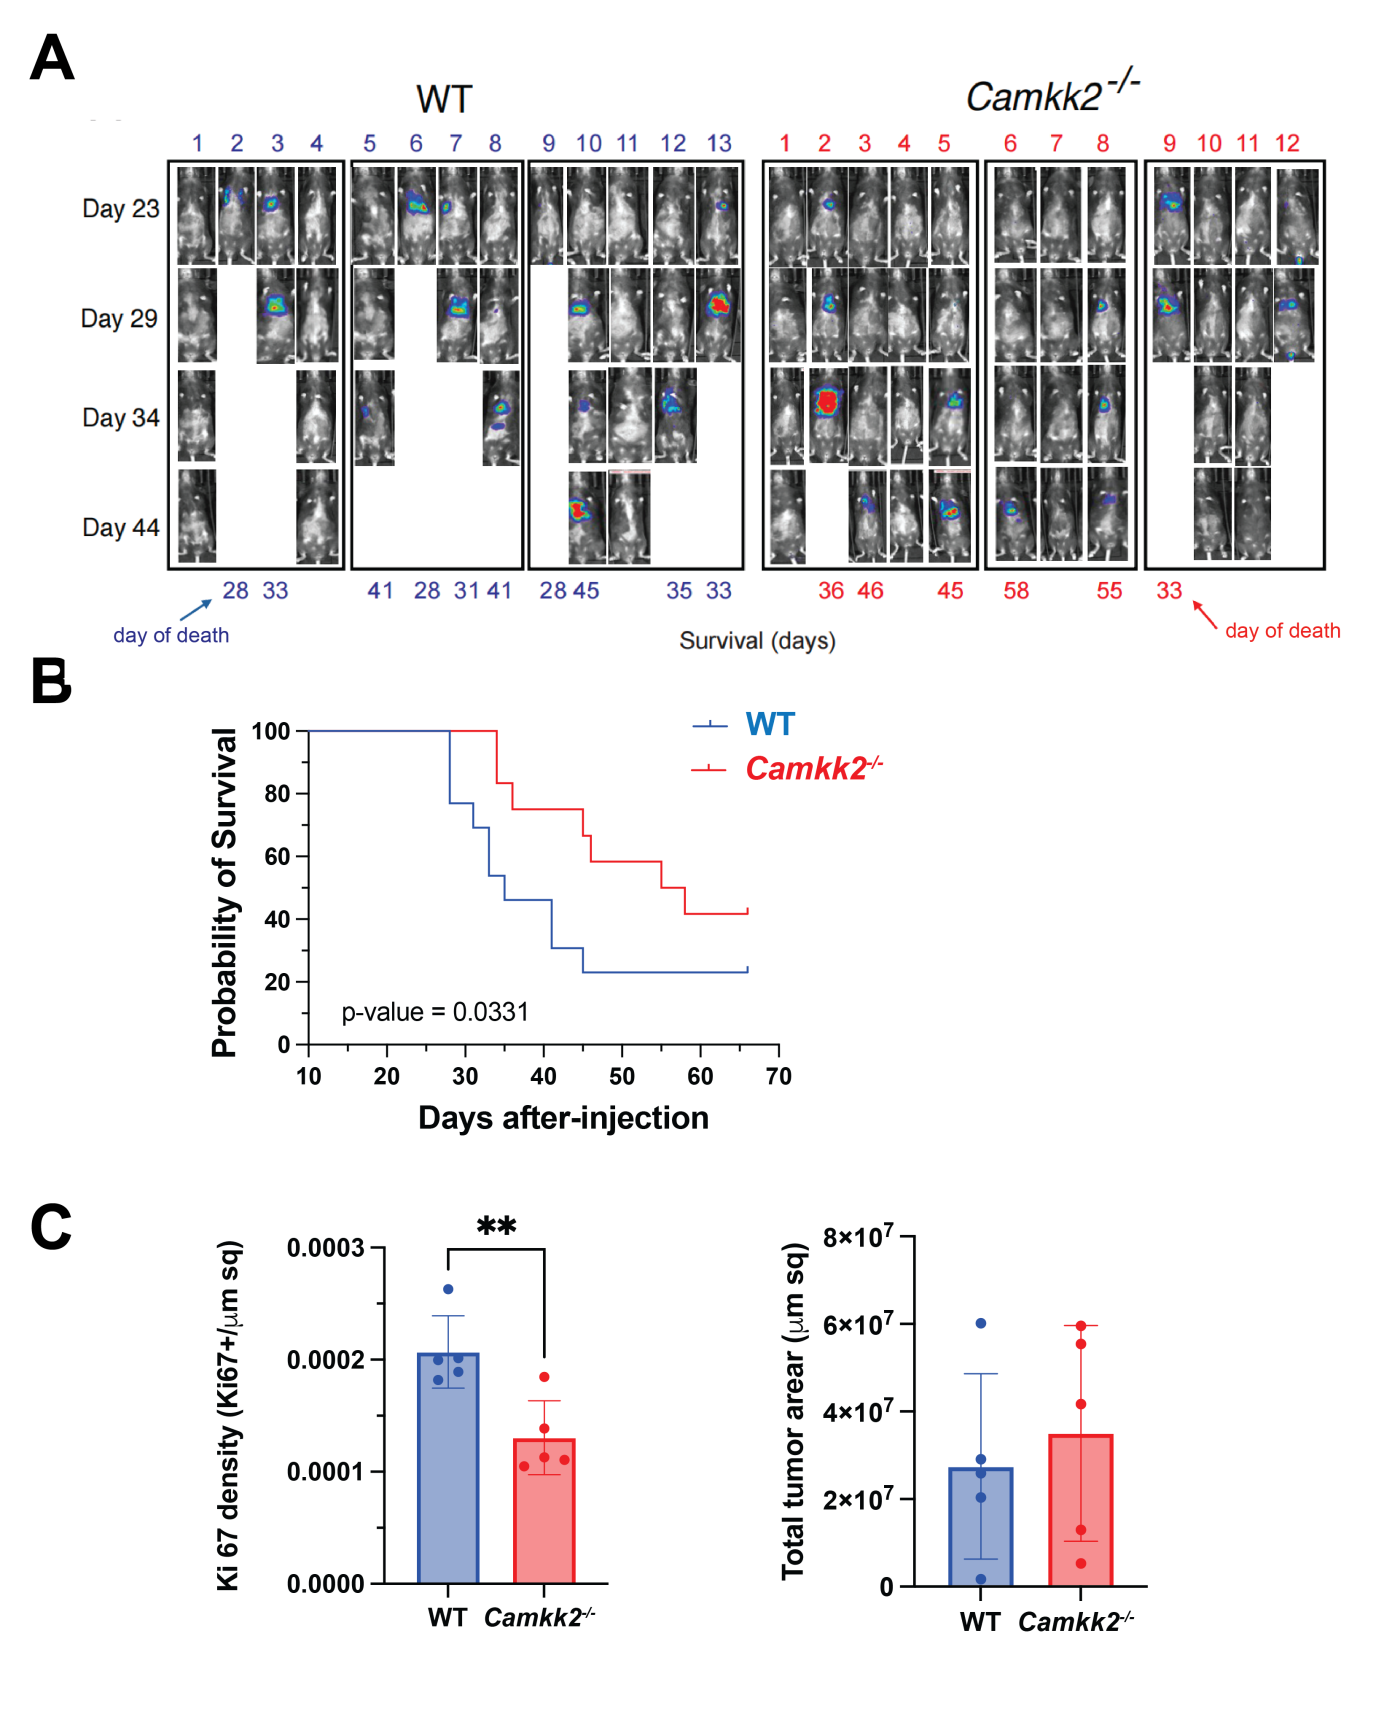
**

**Figure S5. Deletion of *Camkk2* in the host restrains the proliferation of mammary tumor cells.** EO771-Luc cells (200,000 cells/mouse) were inoculated in the tail vein of WT and *Camkk2^-/-^* mice. (A) The whole-body metastatic burden of EO771-Luc cells was measured using luciferin bioluminescence imaging. (B) Survival analysis. The p-value was calculated using Gehan-Breslow-Wilcoxon. (C) EO771-Luc cells were injected in the tail vein of WT and *Camkk2^-/-^* mice and mice were euthanized 30 days after tumor cell injection. Lungs infiltrated by tumors of comparable size were collected from 5 WT and 5 *Camkk2*^-/-^ mice, and multiplex stained with CD68, EGFR, and Ki67 antibodies. Nuclei were identified by hematoxylin staining. The density of Ki67⁺ cells and the total area of tumor nodules in each lung were assessed using QuPath software (left and right, respectively). At least 2 nodules for each tumor were analyzed. T-tests, p** < 0.01.

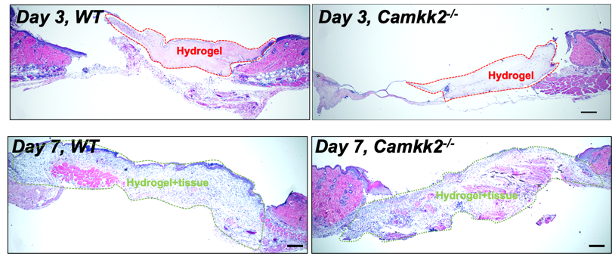

**Figure S6**. **Histological assessment of wounds treated with Col-HA gel.** Low magnification H&E images of the wounds on days 3 (A) and 7 (B). Scale bar = 200 µm.

**
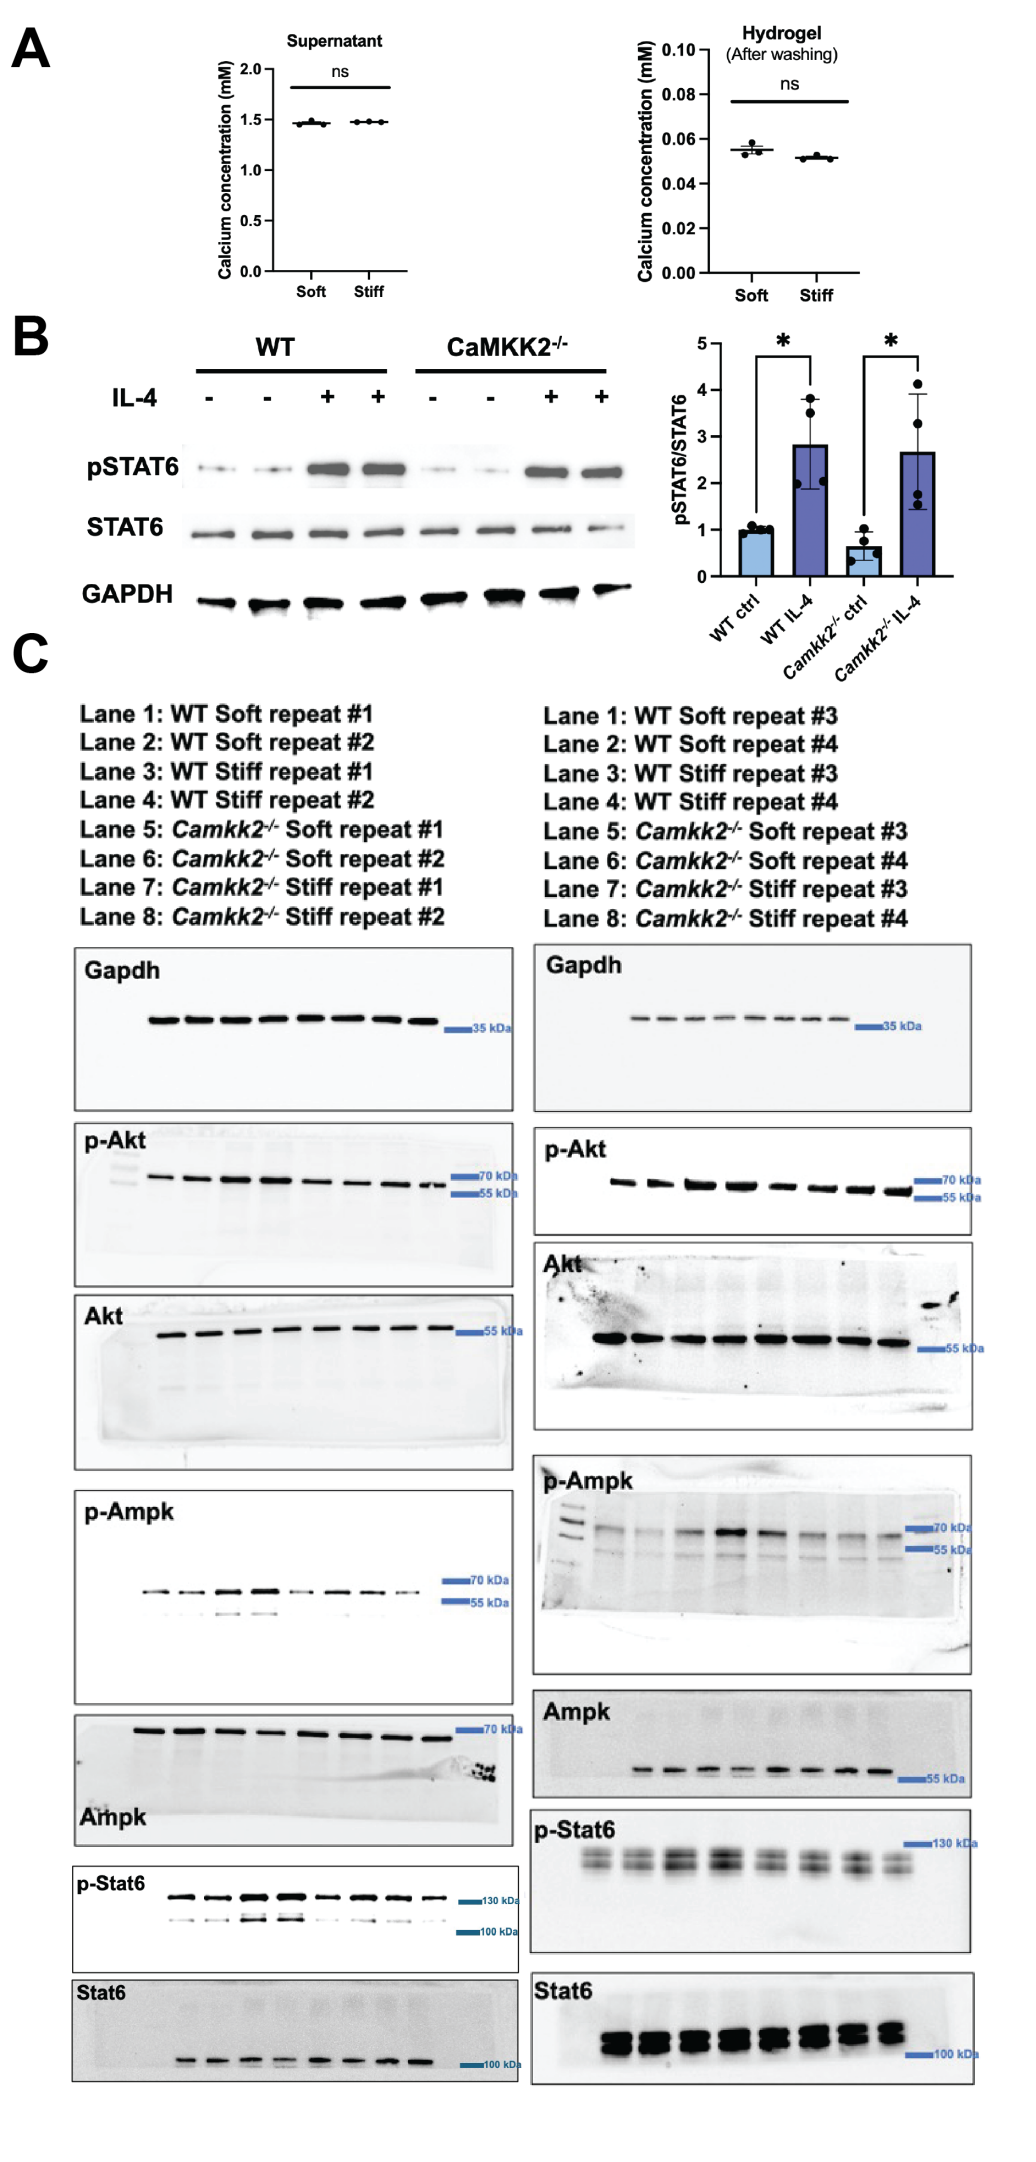
**

**Figure S7. Mechanistic study of stiffness-induced CaMKK2-dependent BMDM polarization.**  (A) Calcium ion concentration measurement in the media (supernatant) and hydrogels with or without stiffening. N = 3. (One-way ANOVA) (B) Western blot to analyze (phosphorylated) Stat6 expressed in WT or *Camkk2*^-/-^ BMDMs encapsulated in soft hydrogel and treated with or without IL-4. Gapdh was used as a protein loading control. The ratio of the expression of phosphorylated Stat6 to total Stat6 was quantified and normalized to the WT control group. N = 4. (One-way ANOVA, *p < 0.05). (C) Original Western blot images.

How the deposited data were processed for this re-analysis (not part of the article)

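RNA of BMDM labelled WT or KO (Camkk2−/−) and cultured in the soft matrix, the soft matrix with IL-4 or the stiff matrix was sequenced in 12 libraries, 2 for each of the 6 groups. The authors deposited 1 table of TPM values, in which reads are divided by the length of the gene and each library is scaled to a total of 1000000. The table is named after Salmon, while the paper's methods describe the snakePipes pipeline, alignment to mm10 with STAR, gene counts from featureCounts and tests with DESeq. How the TPM values were made from the reads, the annotation used and how the 14098 genes were chosen are therefore not settled by the paper's text. The values fit TPM, since they are fractional and every library sums to the same total. TPM keeps no read counts. The paper states a read output for its libraries, but the depth of each is unknown, no counting error can be given for a value, and a gene listed at 0 is reported only as that. The groups were taken from the sample labels, which the columns of the table repeat, and 0 columns were left unused. The deleted gene, Camkk2, goes against the labels of WT soft 2, KO soft 1 and KO stiff 1, and the libraries were nevertheless kept in their labelled groups in every comparison.

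Genes with at least 1 TPM in at least 2 of the 12 libraries were tested (11194 genes), on log2(TPM + 1), with limma 3.58.1 in R 4.3.3. A log2 fold change on this scale understates the change of genes with low TPM. All 12 libraries entered 1 linear model with a mean for each group and no covariates (lmFit, contrasts.fit and eBayes with a trend of the variance on the mean), and p-values were adjusted by the Benjamini-Hochberg method within each comparison. DE genes had an adjusted p under 0.05 and an absolute log2 fold change of at least 1, because the paper's volcano plots colour genes from that fold change while its text names a log2 fold change of 2, which was tried as an alternative. The comparisons were those the paper makes, and the interactions of genotype with stiffness and with IL-4. Count models were not used, as the values are not counts. Gene sets were tested with camera of limma at an inter-gene correlation of 0.01, and with fry. The sets (oxidative phosphorylation, glycolysis, Toll-like receptor, RIG-I-like receptor, interferon-stimulated genes, hypoxia, DNA replication, p53 targets, cholesterol synthesis and MHC class II) were written by hand before the tests, as no pathway database was used, and marker lists of neutrophils, dendritic cells, B cells, mast cells or basophils and erythroid cells likewise. Percentiles of lists were taken among 10000 random lists of the same size and similar mean expression. The correlation of the IL-4 and stiff responses, which share their control libraries, was set beside 100 simulated draws. In these, all 12 libraries, the controls included, were redrawn around 1 mean per gene with noise independent between genes.

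Genes were named by a rule fixed in advance. Named are all genes that the paper names in the text for its RNA-seq results, labels in its volcano plots or shows in its heatmaps, in the comparisons it shows them for, and the genes of its network plots as lists. For each comparison, the rule adds the 2 genes with the largest rise and the 2 with the largest fall among the DE genes whose 2 libraries in one group both lay above both of the other. Tfrc, Irf4, Hebp2, Ifi202b, Apoe, Lpl, Prdx1, S100a8, S100a9, Pcna and the hypoxia genes fall outside it and were chosen after their values were seen. The interactions of the gene lists were also added after the data were seen, and so was the limit of 1.5-fold beyond which a value was taken to move when a library was left out, since 2 libraries per group give no usable SD. Coordinates come from GENCODE vM21 on GRCm38 (mm10), in which 13544 of the 14098 symbols were found. Genes of the lists that the table holds under another symbol, such as Sepp1 for Selenop, were matched through the synonyms of RefSeq (GRCm38.p6), which was done after the data were seen. Genes with close copies (Ifit3, Chil3, Ear2, Rnase2a, Oasl2, Pilrb1) are reported as uncertain.

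The code was tested on simulated data before use. Of 200 genes changed in a simulation with the 11194 real genes, 199 (99.5%) were called in the right direction, and 9 unchanged genes were called in the changed comparison, in which 11066 simulated genes passed the filter. The slope of estimated on true log2 fold changes was 0.999. The changed genes were drawn above a floor of expression and with changes beyond the threshold. Noise was independent between genes, with the same spread in every group. The simulation therefore does not give the share found near the threshold, at low TPM or with libraries that go against their labels. The alternatives tried were a pseudocount of 0.1, no filter on low values, median-of-ratios scaling, only the libraries of the groups compared in the model, the replicate number as a block, an adjusted p under 0.1, an absolute log2 fold change of at least 2, and for gene sets fry and an estimated correlation. Each library was also left out in turn, which leaves 1 library in its group, so such values carry no test. Ranges of an adjusted p over the alternatives leave out the replicate block. These choices were made before the data were examined. An alternative with only the 6 WT libraries and an adjusted p under 0.1 was added after the data were seen. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. RT-qPCR, flow cytometry and imaging were not analysed here, and neither was the Hepatitis C pathway.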

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

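The interaction counts over all genes and the alternatives to them were set before their results were seen. So was the test of a few genes taking most of the TPM. All other tests below were chosen only after the result was seen, on the same libraries.

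Camkk2 was listed at 46.6 TPM in the library labelled KO soft 1 and at 37.7 TPM in KO stiff 1, above the 30.5 and 29.8 TPM of the libraries labelled WT soft+IL-4, whereas KO soft 2, KO stiff 2 and the libraries labelled KO soft+IL-4 held between 8.54 and 11.5 TPM. The paper does not report Camkk2 by library. Ifi202b (chromosome 1, 173962568 to 173982744), an interferon-inducible gene that was high in the libraries labelled KO soft+IL-4, split the same libraries. It was at 67.7 TPM in WT soft 2 and 78.4 TPM in KO soft 2 but at 0.321 TPM in WT soft 1 and listed at 0 in KO soft 1, and it was at 1.34 and 79.4 TPM in KO stiff 1 and 2, against 2.15 and 2.03 TPM in WT soft+IL-4 and 80.4 and 82.5 TPM in KO soft+IL-4. The WT stiff libraries held 34.9 and 28.9 TPM of it. To follow more genes, the 48 genes other than Camkk2 that separated the soft+IL-4 libraries of the genotypes were taken, and their difference between other libraries was regressed on that difference, so that a slope near 1 means a full difference in genotype and a slope near 0 none. Between KO soft 1 and WT soft 1 the slope was 0.0713 (95% interval −0.0599 to 0.24), and between KO soft 2 and WT soft 2 it was 0.010. Within labelled groups it was 0.838 between WT soft 2 and WT soft 1 (95% interval 0.581 to 1.06), 0.777 between KO soft 2 and KO soft 1, and 0.761 between KO stiff 2 and KO stiff 1. The tables argue against 2 technical explanations. A batch that follows the replicate number would also move the soft+IL-4 libraries, but the 38 genes that differed between the libraries numbered 2 and 1 in both soft groups had a median difference of 0.0116 between the WT soft+IL-4 libraries. A difference in depth would weaken in abundant genes, but the slope between WT soft 2 and WT soft 1 was 0.891 over the 13 genes with a mean of at least 20 TPM. What stays open is that a mislabelled sample may be present in the soft and KO stiff groups, for which the slope of 0.0713 between libraries with different labels is the value needed. A strain variant carried along with the targeted gene cannot be told apart from the deletion in such a test, as 2 of the 42 genes with coordinates and 157 of the 10723 others lay within 10 Mb of Camkk2 (Fisher's exact test, two-sided, p = 0.127). No label was changed, and a biological difference in Camkk2 between cultures of 1 group was not tested.

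Arg1 was at 8850 TPM in the library labelled WT stiff 1 and at 42.6 TPM in WT stiff 2. The paper's text does not name Arg1 or give values by library. WT stiff 1 lay far from all other libraries. The SD of its log2 differences to WT stiff 2 was 0.573, where the libraries of the other groups were 0.207 to 0.294 apart. The tables argue against several technical explanations. With low depth more genes would be at 0, but WT stiff 1 listed 1515 genes at 0, fewer than the other libraries numbered 1 (1616 to 1885). Whether a few genes took most of the TPM cannot be decided by scaling without the 100 most abundant genes. Such scaling shifts the log2 differences of a library nearly alike and so leaves their SD. With those genes left out the SD was 0.569, against at most 0.292 in the other groups, so the distance did not rest on them alone. RNA of neutrophils would bring all their abundant transcripts, but the median over the marker genes with a mean under 10 TPM elsewhere (11 of the 14 in the table) was 0.735 TPM. S100a8 was at 12.7 TPM, within the 6.51 to 19.9 TPM of the other libraries, although S100a9, at 9.71 TPM, was above their highest value of 6.80 TPM and the list stood at percentile 98.89 of random lists. Its most abundant gene, Csf3r, was at 122 TPM, and 3 of the 14 genes had a mean of at least 10 TPM in the other libraries. For dendritic cells the median over 15 of 17 genes was 0.256 TPM, the highest gene being Ccl22 with 55.7 TPM, which the paper names and which had a median of 32.1 TPM in the other libraries. For B cells it was 0.20 TPM over 7 of 8 genes (highest Blnk, 89.8 TPM, against a median of 108 TPM in the other libraries), and for mast cells or basophils 0 over the 10 genes in the table (highest Prss34, 1.46 TPM). RNA of erythroid cells cannot be told apart from none, since 2 of the 12 listed genes were in the table, with a median of 0.951 TPM and 1.90 TPM for Car2. What stays open is the state of that culture. A hypoxia response may be part of it, since all 24 hypoxia genes tested were higher than in the other libraries and their median stood at percentile 100 of random lists, with Bnip3 at 357 TPM, Egln3 at 75.7 TPM, Hilpda at 177 TPM and Vegfa at 207 TPM. More dividing cells may be part of it as well, with 33 of 39 DNA replication genes higher (percentile 100), Mki67 at 40.8 TPM and Top2a at 59.0 TPM, though Pcna was lower, at 287 TPM against a median of 489 TPM. The p53 target genes, which damage from the ultraviolet step would raise, stood at percentile 70.24, where KO stiff 1 and 2, which had the same step, stood at 69.97 and 73.65 and WT stiff 2 at 33.3. Damage from the ultraviolet step therefore cannot be told apart from none, as all stiff libraries had it and the percentiles overlap. Stiffness itself was shared by WT stiff 2, KO stiff 1 and KO stiff 2. Their hypoxia genes stood at percentiles 0.01, 2.76 and 0, and their DNA replication genes at 54.87, 87.09 and 0. Stiffness alone would bring the pattern to these libraries too, so the values argue against it as the whole source.

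The interaction of genotype and stiffness was past the threshold for 75 genes, 58 of them with a higher and 17 with a lower change in the libraries labelled KO, and for IL-4 the interaction was past it for 0, with 165 genes at an unadjusted p under 0.05. The difference was tested as an interaction term, and the paper draws it from the separate comparisons. Without WT stiff 1, 64 of the 75 genes kept a difference of at least 1 on the log2 scale. They were chosen with that library in the fit and could not be tested again without it, so dependence on WT stiff 1 is not excluded. The count of 75 does depend on the libraries in the model, in which the compared groups alone gave 0 genes. The labels of WT soft 2, KO soft 1 and KO stiff 1 may not give the genotype (slope 0.0713), so the genes cannot be assigned to Camkk2 from these libraries. KO stiff 1 and KO stiff 2 held different Camkk2 levels and both lay nearer to the soft than to the soft+IL-4 libraries. Technical explanations from the mixed samples described under the other observations remain, beside a biological effect of genotype on the response to stiffness, which stays open as untested.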

How the results depend on the processing

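The fit of the 6 WT libraries with an adjusted p under 0.1 and the limit of 1.5 times for values with 1 library left out were chosen after the data were seen, and the other tests in this part were not. The direction was kept in all 99 results for single genes under the alternatives with a test. Of 495 such alternatives, 426 left the side of the threshold unchanged, 60 lost significance and 9 gained it, and 36 of the 60 came from the model of the compared groups alone, 12 from no filter, 6 from a pseudocount of 0.1, 5 from median-of-ratios scaling and 1 from the replicate block. The fewer libraries in that model leave fewer degrees of freedom for the spread, and WT stiff 1 and 2 differ more than other replicates. With 1 library left out, 46 of 396 values moved by over 1.5 times or changed sign, and 350 did not.

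With an absolute log2 fold change of at least 2, the DE genes numbered 84 (48 higher, 36 lower) between WT soft+IL-4 and WT soft, 107 (55 and 52) between WT stiff and WT soft, 44 (32 and 12) between KO stiff and WT stiff, 1 between KO stiff and KO soft, 96 (52 and 44) between KO soft+IL-4 and KO soft and 24 (22 and 2) between KO stiff and KO soft+IL-4. The interaction of genotype and stiffness had 14 (11 and 3), and 61 genes (36 and 25) were called in both WT responses. These are fewer by construction. With an adjusted p under 0.1, KO stiff against KO soft gave 10 genes and the interaction 116 (84 and 32), and with median-of-ratios scaling KO stiff against KO soft gave 9, for which the cause was not tested.

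Fitted on the compared groups alone, WT stiff against WT soft gave 0 genes (1374 at an unadjusted p under 0.05), KO stiff against WT stiff 0 (956), the interaction with stiffness 0 (852), KO soft+IL-4 against WT soft+IL-4 19 (10 higher, 9 lower), KO stiff against KO soft 1, and KO stiff against KO soft+IL-4 286 (186 and 100). The comparisons with IL-4 had 523 genes in WT and 519 in KO, of which 419 and 405 were also DE genes when all 12 libraries were fitted. Camkk2 between KO soft+IL-4 and WT soft+IL-4 kept its log2 fold change of −1.51 and reached a limma and Benjamini-Hochberg adjusted p of 0.0154, against 1 with all libraries. For Camkk2, the spread with all libraries takes in the groups that hold 1 library at each Camkk2 level. The cause of the other gains under this model was not tested. In a model of the 6 WT libraries, 161 genes (73 and 88) were called in both WT responses. The counts were within 1.5 times in the other comparisons and settings, with 455 and 488 DE genes for IL-4 and stiffness in WT at a pseudocount of 0.1, 387 and 403 without the filter, and 404 and 445 with median-of-ratios scaling. Of the 444 DE genes between WT stiff and WT soft, 434, 398 and 435 were called under these settings.

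Of the 50 gene set tests, camera called 31 (14 higher, 17 lower), fry 15 (7 and 8) and camera with an estimated correlation 0, with 11 at an unadjusted p under 0.05. Under fry, the mean log2 fold changes with IL-4 in WT of 0.33 for glycolysis and −0.91 for interferon-stimulated genes were not past the threshold (limma, Benjamini-Hochberg adjusted p = 0.124 and 0.0639). With the estimated correlation none of the means in WT was, which with IL-4 were 0.40 for oxidative phosphorylation, 0.33 for glycolysis, −0.49 for the Toll-like receptor set, −0.37 for the RIG-I-like receptor set and −0.91 for interferon-stimulated genes, and in the stiff matrix 0.31, 0.65, −0.63, −0.50 and −1.46 (limma, Benjamini-Hochberg adjusted p = 0.0935 to 0.454). The cause was not tested beyond the correlation itself.

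Leaving out 1 library moved several values, given as the lowest and highest over the libraries left out. The correlation of the WT responses ran from 0.525 to 0.915, the glycolysis mean in the stiff matrix from 0.25 without WT stiff 1 to 1.06, the oxidative phosphorylation mean from 0.17 without WT stiff 2 to 0.44 and the interferon-stimulated mean from −2.05 to −0.87 without WT stiff 1. The log2 fold change of Camkk2 ran from −0.94 to 0.99 between KO soft and WT soft and from −1.15 to 0.66 between KO stiff and WT stiff.

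The replicate numbers were not taken to pair the libraries, since the paper names no batch or litter that they share and the deviations of same-numbered libraries did not go together in every pair of groups. The libraries numbered 1 listed more genes at 0 (1515 to 1885) than those numbered 2 (832 to 1063). As a block, the replicate number gave 427 DE genes for IL-4 and 449 for stiffness in WT, 224 between KO stiff and WT stiff, 7 between KO stiff and KO soft, 418 for IL-4 in KO, 181 between KO stiff and KO soft+IL-4, 90 for the interaction with stiffness and 0 in the other comparisons, and 292 genes called in both WT responses. Among the named genes, Oasl2 between WT stiff and WT soft was not called with the block, and Ccl17 between KO stiff and WT stiff and Clec4n with IL-4 in KO were called with it. Hebp2 was not called between KO stiff and KO soft. Of the network genes it also called Oasl1 with IL-4 in WT and Saa3 and Nr4a1 between KO stiff and WT stiff. Over 4890 genes, the deviations of same-numbered libraries from their group means correlated at 0.611 between WT soft and KO soft, 0.584 between WT soft and KO stiff and 0.482 between KO soft and KO stiff, and at −0.132 to 0.251 between the other groups.

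With only the 6 WT libraries and an adjusted p under 0.1, chosen after seeing the data, 321 genes (143 higher, 178 lower) were called for IL-4, 324 (132 and 192) for stiffness, 0 between WT stiff and WT soft+IL-4 and 233 in both. The depth of the libraries is unknown, so no limit from depth can be given, and 2 libraries per group limit every comparison.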

Differences from the paper's values

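The fit of the 6 WT libraries with an adjusted p under 0.1 was chosen after the data were seen, and so was the look-up, over the settings, of the genes of the paper's lists that were not DE genes here. The other tests in this part were not. In its figures of DE genes the paper subtracts the treated group from the soft group, so that its downregulated genes are those higher with treatment, and values are compared here in the direction of treatment against control. With IL-4 in WT, 243 genes were lower, against the paper's 142 in the text. None of the alternatives set before the data were examined closed the gap, with 36 at an absolute log2 fold change of at least 2, 279 at an adjusted p under 0.1, 264 at a pseudocount of 0.1, 221 without the filter, 215 with median-of-ratios scaling, 304 with the compared groups alone and 246 with the replicate block. The fit of the 6 WT libraries with an adjusted p under 0.1, chosen after seeing the values, gave 178 and fell within the limit. If the text keeps the direction of the figure, the paper's value for the same genes is 149, to which 221 and 215 lie within 1.5 times. In the stiff matrix 250 genes were lower, against the paper's 142 in the text, where the paper gives the same pair of counts as for IL-4. Fig. S3A shows other counts for the stiff matrix than the text does, so the size of this gap is uncertain. None of the alternatives set before the data were examined closed this gap (52, 285, 273, 233, 246, 0 and 254 in the same order), and the added fit, chosen after seeing the values, gave 192. Fig. S3A, read by eye, shows about 150 genes lower with IL-4 against 243 here. No filter (221) and median-of-ratios scaling (215) brought the count within 1.5 times, as did the added fit (178), chosen after seeing the values, and the others did not.

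Between KO stiff and KO soft 5 genes were higher, against about 3 in Fig. S4A, read by eye. Without the filter on low values the count was 4 and the gap closed, and it did not close with an absolute log2 fold change of at least 2 (1), an adjusted p under 0.1 (10), a pseudocount of 0.1 (7), median-of-ratios scaling (9), the compared groups alone (1) or the replicate block (7). Between KO soft+IL-4 and KO soft 234 genes were lower, against about 150 in Fig. S4A, read by eye. No filter (214) closed the gap, as did median-of-ratios scaling, and the other alternatives did not (44, 271, 253, 297 and 238 for the fold-change threshold, the adjusted p, the pseudocount, the compared groups alone and the replicate block).

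The paper's network plot shows Aif1, Cxcl10, Rsad2, Ifit1, Oasl1 and Cmpk2 as lower with IL-4. They were lower here, by log2 fold changes of −1.15, −1.70, −1.26, −1.83, −1.50 and −1.39, without being DE genes. The model of the compared groups alone called all 6, an adjusted p under 0.1 called Aif1, Rsad2 and Oasl1, and the replicate block called Oasl1. The paper states that Ccl17 and Ccl22 were higher in WT than in KO BMDM in the stiff hydrogel. Ccl22 was a DE gene here, while Ccl17, with a log2 fold change of −1.85, was called only with an adjusted p under 0.1 and with the replicate block. Among the other genes of the plot for KO against WT in the stiff matrix, Ccr1 (−1.50), Saa3 (2.26), Nr4a1 (2.00), Tnf (2.32) and Cd14 (1.30) were not DE genes. An adjusted p under 0.1 called these 5, and the replicate block called Saa3 and Nr4a1. The heatmap shows Lgals3 among the genes raised in WT, where its log2 fold changes of 0.78 and 0.60 stayed under the threshold in each setting, and Oasl2 and Tlr7 among the genes lowered with IL-4, where Oasl2 (−1.09) was called by the model of the compared groups alone and Tlr7 (−0.96) by no setting. For KO, the paper states that most genes of the heatmap were at comparable levels in soft and stiff hydrogels. Here 0 were DE genes in KO, but Retnla and Chil3 had log2 fold changes of 2.66 and 2.70. It states that IL-4 lowered pro-inflammatory genes in KO, of which Irf7 (−1.47), Ifit1 (−1.40), Oasl2 (−1.12) and Clec4n (−1.36) were not DE genes here. The model of the compared groups alone called all 4, and the replicate block called Clec4n. P2ry1 in KO with IL-4 (0.99) was called with a pseudocount of 0.1 and with median-of-ratios scaling.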

Other observations

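The gene set tests with camera and fry in this part were set before their results were seen. All other tests in this part were chosen only after the result was seen.

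The library labelled WT stiff 2 lay as close to the libraries labelled WT soft+IL-4 as these lay to each other. Over the 4890 genes with a mean of at least 20 TPM, the SD of its log2 differences was 0.121 to WT soft+IL-4 2 and at most 0.225 to any soft+IL-4 library, where the soft+IL-4 libraries of both genotypes were 0.207 to 0.285 apart. The only pair as close was WT soft 2 and KO soft 2 at 0.123, 2 libraries with different labels and the same low Camkk2 level. The tables argue against 1 technical explanation. The test used the 37 genes other than Camkk2 that differed at least 2-fold between the libraries numbered 2 and 1 in both soft groups, the same way, so that no soft+IL-4 or stiff library entered their choice. A copy of the library labelled WT soft+IL-4 2 would scatter around its level in them, but WT stiff 2 lay toward the KO soft+IL-4 side of it in 33 of the 37, whereas WT soft+IL-4 2 lay toward that side of WT soft+IL-4 1 in 20. What stays open is that WT stiff 2 may be a mixed sample of both genotypes, since over these genes its median position between the WT (0) and KO (1) soft+IL-4 levels was 0.337 (quartiles 0.238 and 0.448), against 0.0116 (quartiles −0.0602 and 0.117) in WT soft+IL-4 2, and Camkk2 lay at 0.318. WT stiff 1 had a median of 0.388 with wider quartiles (−0.0676 and 1.48). The 48 genes that separate the genotypes were chosen on the soft+IL-4 libraries and cannot serve as this test, since WT soft+IL-4 2 itself lay on the KO side of its group mean in 36 of them. A response of WT cells to stiffness that resembles the response to IL-4, which is what the paper concludes, cannot be told apart from a mixture here. WT stiff 1, which has the same label, was not closer than 0.570 to any soft+IL-4 library, and 1 library cannot decide which of the pair stands for the condition.

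The libraries labelled KO stiff lay part of the way from KO soft to KO soft+IL-4. The 421 DE genes with IL-4 in WT were used, so that no KO library is among those compared in their choice. Over them the median position between KO soft (0) and KO soft+IL-4 (1) on the linear TPM scale was 0.287 in KO stiff 1 and 0.194 in KO stiff 2. Of the 178 genes that IL-4 raised in WT, 177 were also higher in KO stiff than in KO soft, and the libraries of the groups did not overlap in 83.1% of them, in the same direction. Of the 243 that IL-4 lowered, 232 were lower, and the groups did not overlap in 51.4%. Chance gives 16.7% where controls are unrelated. Deviations of same-numbered WT soft and KO soft libraries correlated at 0.611, however, so these shares cannot be set against that value. The median log2 fold change between KO stiff and KO soft was 0.49 over the raised genes and −0.23 over the lowered genes, against 1.41 and −1.29 between WT stiff and WT soft. Having 5 DE genes between KO stiff and KO soft is therefore not the same as having no change. The tables argue against a difference in depth, since the median position was 0.230 over the genes with a mean of at least 50 TPM, and against noise shared through the KO soft libraries, since the changes of the 421 genes with IL-4 and with stiffness in KO had r = 0.818 and 0.862 across genes, which are not independent replicates, when each used a different KO soft library. Over all genes the same r was 0.223 and 0.334. What stays open is that a mixed sample, with a share of RNA from soft+IL-4 cultures or cells, may be the source. Such a share moves raised and lowered genes by the same part of the way, and their median positions, 0.234 and 0.247, differed by −0.0134, less than the largest difference between the 2 libraries (0.128). On simulated data with a share of 0.25 the same measure gave 0.249. A partial response of KO cells to stiffness, with the same proportion in raised and lowered genes, also stays open as untested biology. KO soft 1 and KO stiff 1 go against their labels in Camkk2.

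Further values belong to no statement of the paper. In the library labelled WT stiff 1, Lpl was at 106 TPM, where the other libraries held 1829 to 2279 TPM, and Prdx1 at 589 TPM, where they held 2751 to 3915 TPM. The hypoxia set had a mean log2 fold change of 1.19 between WT stiff and WT soft, with 24 of 24 genes higher (camera of limma, Benjamini-Hochberg adjusted p = 0.000116, and fry, adjusted p = 0.309), the DNA replication set one of 0.39 (camera of limma, Benjamini-Hochberg adjusted p = 0.000314, and fry, adjusted p = 0.199) and the cholesterol synthesis set one of −0.36 (camera of limma, Benjamini-Hochberg adjusted p = 0.00955, and fry, adjusted p = 0.467). Between KO stiff and WT stiff these means were −1.13, −0.36 and 0.43 (camera of limma, Benjamini-Hochberg adjusted p = 2.43e-05, 0.000614 and 0.000448, and fry, adjusted p = 0.330, 0.301 and 0.362). All 6 means rested on WT stiff 1, and without it they were −0.02, 0.02 and 0.12 between WT stiff and WT soft and 0.09, 0.02 and −0.05 between KO stiff and WT stiff. The MHC class II set rose with IL-4 in KO, by 0.32 on average (camera of limma, Benjamini-Hochberg adjusted p = 0.0302, fry 0.374, and 0.0556 after median-of-ratios scaling), with a mean of 0.12 without KO soft 1 and 0.53 without KO soft 2. The paper states that BMDM came from male and female mice. Xist was between 0 and 0.0429 TPM in the 12 libraries, and the Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty were present in all of them, Ddx3y at 16.5 to 23.9 TPM. Apoe, which was also among the genes that separated the soft+IL-4 libraries of the genotypes, was at 8727 and 1362 TPM in WT soft 1 and 2 and at 8891 and 1234 TPM in KO soft 1 and 2.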
